# EXPRSS: an Illumina based high-throughput expression-profiling method to reveal transcriptional dynamics

**DOI:** 10.1186/1471-2164-15-341

**Published:** 2014-05-06

**Authors:** Ghanasyam Rallapalli, Eric M Kemen, Alexandre Robert-Seilaniantz, Cécile Segonzac, Graham J Etherington, Kee Hoon Sohn, Daniel MacLean, Jonathan D G Jones

**Keywords:** Next generation sequencing, Tag-seq, High throughput expression profiling, RNA-seq, EXPRSS

## Abstract

**Background:**

Next Generation Sequencing technologies have facilitated differential gene expression analysis through RNA-seq and Tag-seq methods. RNA-seq has biases associated with transcript lengths, lacks uniform coverage of regions in mRNA and requires 10–20 times more reads than a typical Tag-seq. Most existing Tag-seq methods either have biases or not high throughput due to use of restriction enzymes or enzymatic manipulation of 5’ ends of mRNA or use of RNA ligations.

**Results:**

We have developed EXpression Profiling through Randomly Sheared cDNA tag Sequencing (EXPRSS) that employs acoustic waves to randomly shear cDNA and generate sequence tags at a relatively defined position (~150-200 bp) from the 3′ end of each mRNA. Implementation of the method was verified through comparative analysis of expression data generated from EXPRSS, *Nla*III-DGE and Affymetrix microarray and through qPCR quantification of selected genes. EXPRSS is a strand specific and restriction enzyme independent tag sequencing method that does not require cDNA length-based data transformations. EXPRSS is highly reproducible, is high-throughput and it also reveals alternative polyadenylation and polyadenylated antisense transcripts. It is cost-effective using barcoded multiplexing, avoids the biases of existing SAGE and derivative methods and can reveal polyadenylation position from paired-end sequencing.

**Conclusions:**

EXPRSS Tag-seq provides sensitive and reliable gene expression data and enables high-throughput expression profiling with relatively simple downstream analysis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-341) contains supplementary material, which is available to authorized users.

## Background

Gene expression profiling is widely used to investigate the dynamics of cellular responses through quantification of changes in transcript abundances. Microarray methods have been widely used [1] to monitor global gene expression changes during investigations of transcriptional regulatory mechanisms and have been the gold standard in expression profiling studies for most of the last 15 years. Alternate methods, such as sequencing of expressed sequence tags (ESTs) [2] and differential display PCR [3] were restricted by cost and design difficulties. With the advent of Serial Analysis of Gene Expression (SAGE) [4], sequencing-based expression profiling emerged as a cost-effective alternative to microarrays. Despite various improvements like LongSAGE [5] and SuperSAGE [6], issues such as lower data acquisition rates, laborious protocols, and the requirement for specialized equipment have restricted rapid adoption of sequencing-based methods. Recent improved sequencing techniques [7–9] have led to a remarkable increase in data acquisition rates, and have enabled simplified protocols. With wider accessibility of these sequencing systems, there has been an increase in the use of sequencing-based expression profiling methods; these have several advantages, such as the opportunity to detect all expressed genes and to determine their absolute abundances without hybridization biases. Additionally, higher depth of sequencing enables superior dynamic range of detection, highly sensitive differential expression assays, and also an opportunity to minimize costs through multiplexed sequencing.

Recent advances in Next Generation Sequencing (NGS) technologies have been discussed in detail in several reviews [9–11]. NGS technology has facilitated genome re-sequencing [12, 13], de-novo genome assembly [14, 15], transcriptome and non-coding RNA sequencing, transcriptome assembly [16–19], as well as sequencing of genome wide protein binding or methylation sites (ChIP-seq and Methyl-seq) [20–22]. NGS transcriptome sequencing methods are broadly referred to as RNA-seq methods and have also been used for differential gene expression analysis [18]. RNA-seq is a powerful method for whole transcriptome annotation, identification of novel splice junctions and rare transcription events. Several other methods were developed based on the principles of SAGE (LongSAGE, superSAGE and 5′ SAGE) methods that sequence a small fragment of cDNA from a defined position for expression profiling [23–25]. These methods can be broadly referred as Tag-seq methods as they are aimed at sequencing a small and relatively defined region of mRNA generally referred as ‘tags’. RNA-seq can be used to measure differential expression, but the need for 10–20 times more reads than a typical Tag-seq, biases associated with transcript lengths [26], and the absence of uniform coverage of regions in mRNA [27] make inferences about relative gene expression levels difficult. With Tag-seq methods one cDNA tag is sequenced from each expressed gene, thereby making relative expression analysis straightforward by simply counting tags for each gene. Increased depth of sequencing allows investigators to make these methods cost-effective through barcoded-multiplexed sequencing.

Most existing Tag-seq methods such as *Nla*III-DGE (/*Dpn*II-DGE) or Super SAGE or 5′ SAGE methods use restriction enzymes and adapter ligation for cDNA tags. For SAGE to work, each transcript requires the presence of a restriction enzyme recognition site (referred as anchoring enzyme such as *Nla*III or *Dpn*II to provide an anchor site for tag generation). Therefore, no expression information can be obtained for a gene without the anchoring enzyme site. In Arabidopsis, 3 and 5 % of genes lack *Dpn*II and *Nla*III sites respectively. The SAGE methods also involve digestion using a tagging enzyme (MmeI or EcoP15I), which produces a short cDNA tag that is sequenced later. Each of these tagging enzymes has a complex restriction nuclease activity and the mechanism of restriction digestion of these enzymes is not entirely understood. An additional shortcoming of SAGE is that the tagging enzyme sites often occur within the genes and lead to longer tag sequences, resulting in loss of such tags during size selection. For example, in Arabidopsis 14383 genes (out of 33602) have at least one recognition site (TCCRAC) for MmeI in the sense strand. MmeI, a type IIS restriction enzyme, has both restriction and methylating activity and inhibits restriction digestion at high enzyme concentration due to methylation of the recognition site [28]. Similarly EcoP15I, a type III restriction enzyme with restriction and methylation activity, needs two restriction recognition sites in head-to-head orientation to effectively digest the DNA, and the distance between two recognition sites can influence digestion efficiency [29–31]. Methods based on analysis of 5′ ends of cDNAs either involve low throughput methods eg using methyl cap [32] or have amplification biases that are less reliable in strand specificity (methods using SMART cDNA amplification) [33, 34]. There is thus a need for a Tag-seq method that produces reliable expression data with no or minimal biases and is amenable for analysing hundreds of samples.

Others have attempted to generate restriction digestion independent Tag-seq using nebulisation [35]. However, nebulisation for cDNA shearing of many samples is not practical. We used adaptive focussed acoustics (AFA), a technology from Covaris (http://www.covarisinc.com/) that uses high frequency ultrasonic sound waves, to shear DNA to a desired size. AFA-sheared DNA or cDNA has been successfully used for whole genome and whole transcriptome sequencing [36, 37]. We have developed a protocol named EXpression Profiling through Randomly Sheared cDNA tag Sequencing (EXPRSS) that employs AFA random shearing of double-stranded cDNA for high throughput expression profiling. Implementation of EXPRSS tag generation protocol is not limited to AFA sheared cDNA but can also be used for sonicated cDNA derived from other technologies such as SonicMan (http://www.matrical.com/) or Bioruptor (http://www.diagenode.com/).

## Results

### EXPRSS Tag-seq protocol and experimental setup

The EXPRSS Tag-seq method involves the following steps (Figure 1). First strand cDNA is synthesized through reverse transcription of poly(A) RNA from total RNA using a custom oligo-dT primer. The oligo-dT primer, at the 5′ end, has Illumina single end flow cell primer sequence referred as P7 [13] and the oligo-dT sequence was terminated with 12 two nucleotide combinations comprising V (AGC) & N (ATGC) to initiate reverse transcription at a poly (A) junction. Second strand cDNA synthesis was carried out according to Okayama and Berg [38]. Purified cDNA was sheared using Covaris AFA to a target size of ~200 bp and sheared cDNA was end-repaired and dA-tailed. A Y-shaped adapter with a dT overhang was ligated to dA-tailed sheared cDNA fragments. The Y-shaped adapters were designed as described previously by Prashar and Weissman [39] so that the primer binding sites for amplification on the adapter end will only be synthesized after priming from the P7 sequence on oligo-dT end. Therefore, the Y-shaped adapters ensure selective amplification of the 3′-most fragment of each cDNA, so that only one tag per transcript is sequenced at a defined average distance from the 3′ end, specified by the choice of shearing parameters. This adapter design also prevents adapter dimer amplification and also provides the opportunity to directly sequence on Illumina without prior amplification. The adapter also contains 3 to 6 base barcodes at the ligation junction for multiplexed sequencing of libraries. Barcodes of different lengths were introduced to avoid predominance of T at any particular base position, resulting from T/A ligation. Alternative implementation of “bareback” from the Babraham Institute [40] would have enabled us to use a simpler barcode design. However, it is not possible to store sequence data images with current data analysis pipeline of GAII and no such option exists for Hiseq. Hence, the approach we adopted is an excellent method for multiplexed sequencing with reliable base calling on the Illumina platform. Alternatively, an unsupported version of the base calling pipeline is available with a delayed base calibration option, which was found to give mean quality of reads less than those from real time analysis [40]. The barcodes were designed so that with an equimolar mixture, there would be near equal distribution of all four bases at each position in the first 5–6 bases. Therefore, it is not necessary to run a PhiX lane for base calibration of cDNA tag sequencing especially for samples with GC content < 40 %, such as the Arabidopsis transcriptome.

**Figure 1:**
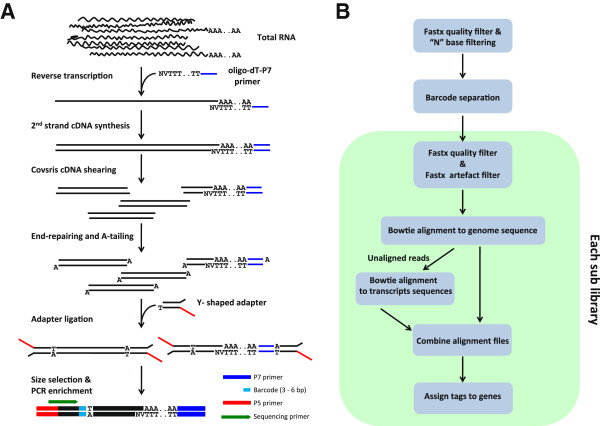
**Schematic diagram representing EXPRSS Tag-seq. (A)** Library preparation **(B)** Data analysis pipeline.

To test the EXPRSS method, an experiment was conducted in which leaf discs from 5 week old plants of Arabidopsis ecotype Col-0, were treated either with water or flg22 (22 amino acid peptide from bacterial flagellin) for 60 minutes [41]. Four biological replicates were collected and 5 μg of total RNA was used from each sample for library preparation. For comparative purposes, 5 μg of each RNA sample was also subjected to *Nla*III-DGE library preparation protocol [42, 43]. However three modifications were made to the *Nla*III-DGE protocol (see Additional file 1, Figure S1A & B); (1) barcodes were introduced in the Adapter2 for multiplexed sequencing and (2) methylation of adenosine was used in the *Nla*III recognition site (CATG) to favour Adapter1 ligation to cDNA over cDNA and cDNA ligations [44] and (3) adapter1 was biotinylated to avoid two rounds of size selection to remove Adapter2 self-ligated products, which would get preferentially amplified creating PCR biases in the library [45]. A detailed protocol is provided in Additional file 2. 

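Leaf discs of 5 week old Arabidopsis Col-0 were incubated for 60 min in water or in 100 nM flg22, the peptide from bacterial flagellin that triggers immune responses, with 4 biological replicates of each treatment. EXPRSS and *Nla*III-DGE libraries were prepared from the same 8 RNA samples. The authors deposited, for each of these 16 libraries, an estimated number of tags per gene and strand without normalization. They had aligned quality-filtered reads to the TAIR10 genome with Bowtie and divided a tag that matched several genes equally between them, so that the counts can be fractional. Genes with no tag had no row and were taken as 0. The antisense rows carry a prefix that the paper does not define; it was read as the antisense strand because, for the 644 sense transcripts in the part of Additional file 4 that could be read, the unprefixed rows held the same 8 rounded counts in all 644 cases. The EXPRSS water libraries held from 836091.95 to 1396096.8 tags (median 1292586.3) and the EXPRSS flg22 libraries from 544699.28 to 1514313.0 (median 1467598.6). For *Nla*III-DGE the range was 1169808.5 to 1432284.4 in water (median 1381015.5) and 1114253.3 to 1507800.2 in flg22 (median 1302684.0). A single tag was therefore worth between 0.6604 and 1.836 TPM, a gene's tags scaled to the library total, in an EXPRSS library. For the tests, counts were rounded, rows with a mean count above 1 per library were kept, libraries were normalized by edgeR's TMM method, and flg22 was compared with water by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p-value threshold of 0.01. The standard error given with a log2 fold change is its size divided by the square root of the test's F value. Fold changes on the TPM scale are the ratio of mean TPM after 0.1 was added to each TPM, as in the authors' tables.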

Eight libraries (4 each of control and treatment) prepared for each method, were mixed in equimolar ratios and sequenced using Illumina Genome AnalyzerII (GAII).

### EXPRSS sequence tags can be reliably assigned to transcripts

EXPRSS library preparation uses total RNA and unlike *Nla*III-DGE no prior selection for poly(A) RNA was performed. Most of the total RNA is ribosomal RNA (rRNA), and the number of reads mapped to Arabidopsis rRNA sequences [46, 47] was examined to rule out non-specific reads from rRNA. Reads mapping to rRNA from the eight sequenced EXPRSS libraries accounted to 0.64 %. A similar analysis on *Nla*III-DGE reads indicate about ~0.13 % of reads map to rRNA. Most of the rRNA reads in EXPRSS are from transcripts downstream of the 5.8S rRNA-encoding loci (AT2G01020 and AT3G41979) with cDNA evidence in TAIR database (see Additional file 1, Figure S2). 

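The files hold counts for both annotated loci, and none for the transcripts downstream of them. AT2G01020 is annotated as a ribosomal RNA gene on chromosome 2 of TAIR10.1 from 5782 to 5945, and AT3G41979 on chromosome 3 from 14199753 to 14199916, both on the plus strand. In the EXPRSS biological replicates, AT2G01020 had 131.2 ± 47.0 TPM (SD, n = 4) with water and 108.1 ± 50.8 TPM (SD, n = 4) with flg22, and AT3G41979 had 136.0 ± 47.1 TPM (SD, n = 4) and 112.1 ± 51.5 TPM (SD, n = 4). Their counts are nearly equal in every library and mostly end in a fraction, so most tags matched more than this locus and were divided, and the value of each locus alone is uncertain. Neither differed between treatments, with a log2 fold change of 0.168 (standard error 0.291, adjusted p = 0.707 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for AT2G01020. When only total counts were used for normalization, this log2 fold change became -0.257. In the EXPRSS technical replicates the level was higher, at 1506.0 ± 501.0 TPM (SD, n = 4) with water and 1274.0 ± 94.0 TPM (SD, n = 4) with flg22.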

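In *Nla*III-DGE, AT2G01020 had between 0.0 and 2.5 tags per library over the 8 libraries, a mean of 0.7844 ± 0.913 TPM (SD, n = 4) with water and 0.9677 ± 0.775 TPM (SD, n = 4) with flg22, against 131.2 and 108.1 TPM in EXPRSS. AT3G41979 had the same *Nla*III-DGE counts. Neither annotated transcript contains a CATG, the site that *Nla*III cuts (0 sites in each). The paper reasons from the missing sites to a caveat for methods that depend on a restriction enzyme.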

Although *Nla*III-DGE has less reads from rRNA, there were no reads from the transcripts downstream of 5.8 s rRNA-encoding loci, as they lack *Nla*III restriction sites, exemplifying one of the caveats for restriction enzyme based methods.

Individual libraries from multiplexed samples were aligned to TAIR10 genome sequences [48] using Bowtie short read alignment software [49]. Three main groups of tag sequences were observed from the uniquely mapped reads of EXPRSS data sets (Figure 2). Type A tags (the majority) align within ~300 bp from the 3′ end of existing gene models. Type B tags align upstream of 300 bp from the 3′ end, revealing genes with early polyadenylation sites. Type C tags align to antisense strands of existing gene models. In the following three sub-sections, we explain various sequence tag groups detected and their assignment to gene expression analysis.

i EXPRSS Tag-seq generates cDNA tags at a controlled distance from polyadenylation site

**Figure 2:**
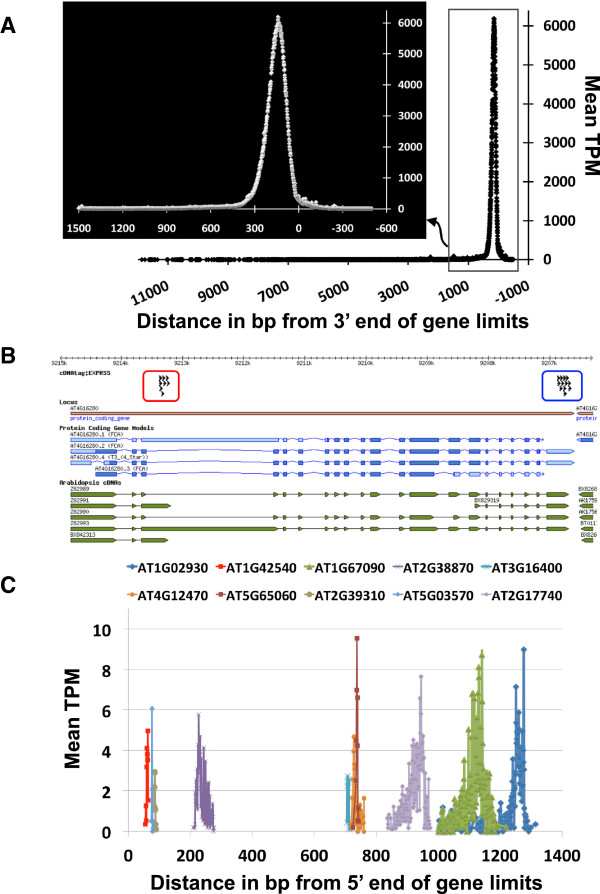
**Characteristics of EXPRSS tag-sequences. (A)** Uniquely aligned tags to the sense strand of cDNA and genome sequences from all Arabidopsis genes are used to plot tag alignment position as a distance from 3′ end of annotated genes against the frequency of reads mapped. Rectangle selection is shown as inset picture. **(B)** Example of alternative polyadenylation. A distinct cluster of tags from both full length (blue circle) and short (red circle) sense transcripts of *FCA* (AT4G16280), which are about 6.5 kb apart. Evidence from cDNA sequences (green arrows) in the TAIR database corroborates short transcripts. Reads from such alternative polyadenylation transcripts result in a long tail in tag alignment frequency distribution presented in A. **(C)** Frequency distribution of antisense tags aligning to 10 selected transcripts plotted against mapping position as a distance from 5′ end of annotated genes. Each individual abundantly expressing an antisense transcript has a distinct peak of tag alignment suggesting a defined polyadenylation site for antisense transcripts identified through EXPRSS method.

The EXPRSS method is mainly intended to produce a tag sequence from the 3′ end of each cDNA. As the cDNA is randomly sheared to ~200 bp, which includes 48 bp of oligo-dT_P7 primer, the resulting fragments should contain ~150 bp of transcript sequence. If shearing of cDNA is random, most sequenced reads should align within ~300 bp (150 ± 150 bp) from the 3′ end of cDNA. This distribution however, depends on the precision of polyadenylation machinery and the dexterity in fragment size selection. Furthermore, shearing of cDNA overcomes the bias associated with longer genes since to make a tag from cDNA for a gene, only the last 300–400 bp need to be reverse-transcribed. Also, each gene produces only one tag per transcript thus, avoiding the need for length-based data transformations usually employed in quantitative RNA-seq protocols. The efficiency of random shearing was tested by plotting mapping frequency against the alignment distance from the 3′ end of cDNA. Uniquely matched tags to the sense strand of genes were included in this analysis and the distance for the longest splice variant was taken into consideration for tags that match to multiple splice variants of a gene. Figure 2A shows the plot of pooled frequency of tags aligned against the distance from 3′ ends in bp from the start position of the tag. As expected for random shearing, ~90 % of the tags aligned within the ~300 bp distance from 3′ end with a clear peak at ~150 bp. Tags derived from transcript variants, with either premature or alternative polyadenylation, contribute to the long tail of distribution reaching the 5′ end (Figure 2A). 

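The files give 1 count for *FCA* (AT4G16280, chromosome 4 of TAIR10.1, 9206597 to 9214981, minus strand) and do not separate its long and short transcripts. In the EXPRSS biological replicates it had 12.65 ± 3.32 TPM (SD, n = 4) with water and 7.298 ± 3.0 TPM (SD, n = 4) with flg22, and a log2 fold change of -0.257 (standard error 0.347, adjusted p = 0.623 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).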

Tags aligning to distinct long and short transcripts of *FCA* (cDNA clones are ~6.5 kb apart – Figure 2B) support this interpretation. Identification of alternative polyadenylation sites in EXPRSS data sets is only reliable when these sites are >200 bp apart so that tag peaks can be identified and distinguished. Affymetrix microarray probes for each Arabidopsis gene were designed to span up to ~600 bases upstream of the stop codon [50], which thus also pools expression information from alternative transcripts of a gene as one. Therefore, for expression analysis purposes, both Type A and Type B tags that align to a particular gene and its splice variants are combined. All reads aligning to different splice variants of a gene are pooled.

ii Antisense transcription

The tag sequences resulting from the EXPRSS method are directional. Thus, type C tags aligned to the alternate strand are either due to antisense transcription or novel transcripts on the antisense strand of annotated transcripts. Antisense transcription revealed by SAGE or RNA-seq analysis has been widely reported from plants and animals [51–57]. 

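Over the 8 EXPRSS biological libraries, 20051 transcripts reached 1 TPM in at least 4 libraries, 16620 of them sense and 3431 antisense, so that 17.11% of the detected transcripts were antisense. With a mean of at least 1 TPM over the 8 libraries as the rule, the share was 17.7%. Raising the limit to at least 5 TPM moved it most, to 6.6859%. By tags, antisense rows held 2.4435% ± 0.533 (SD, n = 4) of the EXPRSS water tags. In flg22 they held 2.5165% ± 0.0823 (SD, n = 4). The difference was smaller than the spread between the water libraries, but that spread rests on water replicate 1 (3.21%). The other water libraries held 1.991% to 2.363%, below every flg22 library (2.409% to 2.602%). The means therefore do not decide whether the share changed with flg22. In *Nla*III-DGE, 3627 of 16850 detected transcripts were antisense (21.53%).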

In the present study, ~ 17% of the transcripts that provide tags (mean expression of ≥1TPM [tags per million] from at least 4 replicates) were found to be derived from the antisense strand of genes. Antisense transcription observed in this study is not due to second strand cDNA synthesis by reverse transcriptase, which was shown to compromise strand specificity of microarray based techniques [58]. Such artefacts would not influence EXPRSS data sets, since the strand synthesized from mRNA using oligo-dT primer acts as a template for sequencing, thus providing the same strand information as that of the mRNA.

One hypothesis for the high amounts of antisense transcription observed is gene looping during transcription [59] which might lead to antisense transcription by jumping of the transcriptional machinery to the other strand. In this scenario, genes with high levels of sense transcription should have a higher chance of antisense transcription. 

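From the EXPRSS counts, 391 genes had both the sense and the antisense transcript called up and 65 had both called down, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.01. A further 1859 genes were up on the sense strand only, 1629 down on the sense strand only, 44 up on the antisense strand only and 26 down on the antisense strand only. In 1 gene the strands were called in opposite directions. Genes up on both strands fell to 167 with filterByExpr's stricter filter, and genes down on both rose to 154 both with normalization by total count alone and at a threshold of 0.05, the largest moves of each. Drawn down to equal depth, the libraries gave 235 and 34.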

If that were the case, genes with differential expression in both sense and antisense transcripts (263 upregulated and 34 downregulated genes - Table 1), would be expected to show high correlation between sense and antisense counterparts and relatively high expression level of the sense transcripts (upregulated genes in treated sample and downregulated genes in control). However, this was not the case, as the pairwise correlation of mean expression represented as TPM for the 297 genes between sense and antisense transcripts showed that apart from a few genes on the diagonal and genes with high expression, the distribution was either side of the diagonal (see Additional file 1, Figure S3A). 

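For the 456 genes called in the same direction on both strands, mean TPM (flg22 for genes going up, water for genes going down) had a Pearson correlation of 0.76761 across genes between sense and antisense. Genes are not independent replicates, so no p-value is attached to it. On the scale log10(TPM + 1) the correlation was 0.6475 and Spearman's rho was 0.65381. The median was 333.5 TPM for sense and 10.74 TPM for antisense, and the sense mean was the higher in 451 of the 456 genes. From the scatter around the diagonal, the paper argues against gene looping, from which it expected a high correlation between the strands.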

Additionally the distribution of mean expression for the 297 genes shows that about 44% of sense transcripts have less than 250 TPM, while only 6% of the genes have more than 2000 TPM (see Additional file 1, Figure S3B). 

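Of the same 456 genes, 191 (41.89%) had a sense mean below 250 TPM and 33 (7.237%) one above 2000 TPM. These shares depended on the settings. They were 17.24% and 16.26% with filterByExpr's stricter filter, and 26.39% and 11.9% at equal depth. At a threshold of 0.05 they were 55.1% and 5.874%. The paper reasons from the many genes with modest sense expression that gene looping at highly transcribed genes does not account for the antisense transcripts.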

It has also been suggested that antisense transcription might arise due to convergently overlapping gene pairs (COPs) [51]. Further analysis identified that only 7 (out of 379 antisense genes differentially expressed in the present study) are part of 2147 genes identified as COPs in Arabidopsis by Jen et al. [60]. The majority of genes with antisense transcription had a clear peak of tags at a defined position suggesting a relatively defined polyadenylation position for these transcripts (Figure 2C), supporting a possible regulatory role for these antisense transcripts. These data rule out that antisense transcription is an artefact. Since the current study is focussed on establishing a method for high throughput expression profiling, this antisense transcription was not further investigated.

iii Non canonical transcription and tag to gene assignment

**Table 1:** **Differential expression observed for sense and/or anti-sense transcripts of genes using EXPRSS**

Sense transcript	Antisense transcript	Number of genes
Up regulated	Up regulated	263
Down regulated	Down regulated	34
Up regulated	ND	1175
Down regulated	ND	1032
ND	Up regulated	44
ND	Down regulated	38

ND - No differential expression.

Two other types of tags obtained from this study are sequences from novel polyadenylated longer transcripts and sequences from regions of genome without predicted gene models (novel transcripts). Tags not assigned to any genes from the Arabidopsis genome (TAIR10) alignment were further analysed to identify regions with novel transcription and alternative polyadenylation. A transcript downstream of AT1G02360 shows flg22-dependent downregulation (see Additional file 1, Figure S4A), while a chloroplast-derived transcript upstream of ATCG00270 (see Additional file 1, Figure S4B) shows similar and high expression in all replicates of control and treatment samples. Further instances of novel transcription were identified when all the un-assigned reads from eight libraries were pooled (see Additional file 1, Figure S4C & D), highlighting the need for increased depth of sequencing to investigate such phenomena.

To assign tags to genes, reads were initially mapped to Arabidopsis genome sequences [48] and unaligned reads were mapped to transcript sequences [61]. Details of tag to gene association and alignment parameters are explained in the methods section. We have created modules of our analysis pipeline and implemented them in Galaxy, an open web-based research platform [62] and modules are provided in Additional file 3. EXPRSS Tag-seq can generate long (36 bp to 150 bp) reads. With EXPRSS reads, we found that ~94% of reads aligned uniquely, ~5% mapped to multiple positions and 1% were unmapped. The longer cDNA tags prompted us to test the number of genes each multiply-matched read aligned to. From the plot of cumulative frequency of multiple matched reads against the number of genes, it was striking to observe that ~77% of multiple matched reads aligned only to two genes (see Additional file 1, Figure S5). With Arabidopsis having duplicated at least 2–3 times [63], many genes show paralogous gene families. The EXPRSS data either can reveal differential expression patterns between paralogs or sum expression levels of indistinguishable paralogs. Where tags could be assigned to up to 10 multiple paralogs, matching reads were split equally between them.

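The split shows in the counts. In the EXPRSS biological libraries, between 11.4% and 15.66% of the rows with a tag held a fractional count, while in *Nla*III-DGE the range was 33.94% to 44.69%. The ranges of the methods do not overlap over 8 libraries each. A gene with fractional counts shares tags with another gene, and its count is uncertain to that extent.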

### Multiplexing with reproducible tag sequencing

Since our experiments commenced, reads per lane on the Illumina GAII increased from 12 million to 35–40 million reads. This enables ~16 fold multiplexing for 2 million reads per library. We employed barcodes of varying length in EXPRSS, with 8 fold multiplexing for experiments presented in this manuscript and 16 fold multiplexing at present in our lab. For EXPRSS ~12.4 million reads passing the Illumina quality filter were obtained of which ~2.1% reads with “N” and below quality threshold were discarded (see methods section for more details). For *Nla*III-DGE ~13 million reads passing the Illumina quality filter were obtained of which ~10% were discarded as reads with “N”, below quality threshold, adapter only and shorter than 14 bp tag sequence. Sequenced libraries were computationally assigned to sub-libraries based on perfect match to barcode for EXPRSS data and up to 1 mismatch allowed for *Nla*III-DGE data. For EXPRSS, each sub-library received ~12% reads, while 2.1% have no distinct barcode. For *Nla*III-DGE, each library received ~11.1% reads, and 1.4% reads with no distinct barcode were discarded. Library distributions are presented in Table 2. 

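The tags counted on genes can be set beside the reads of Table 2. In EXPRSS the totals of the files came to between 79.73% and 85.13% of the reads of Table 2 in the biological replicates, between 90.26% and 92.37% in the technical water replicates and between 83.96% and 87.72% in the technical flg22 replicates. In *Nla*III-DGE they came to between 82.89% and 96.29%. The smallest library, EXPRSS flg22 replicate 1, held 544699.279 tags, where 3 counts correspond to 5.508 TPM. In EXPRSS flg22 replicate 4, the largest of that group, 3 counts correspond to 1.981 TPM.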

Artefact filtering using FASTX-toolkit [64] resulted in loss of 7.7% and 4% of reads in each sub-library for EXPRSS and *Nla*III-DGE respectively. Most of these reads were found to be due to poly(A) sequences, initially assumed to be resulting from the poly(A) tail. On further inspection these reads in EXPRSS were found to result from ligation of excess oligo-dT primer to the Adapters. However, this factor introduced no technical bias into EXPRSS libraries as evident from higher reproducibility of replicates presented later. Since these fragments occur due to T/A ligations, we have designed an approach to reduce oligo-dT primers ending with Adenosine. Since our oligo-dT primer is a mixture of 12 primers ending with VN (V-A, C & G and N-A, T, G & C) we have used an equimolar mixture of 9 primers ending with V*B (B-T, G & C and * - is a phosphorothoiate linkage) and 3 primers ending with VA. After 2^nd^ strand synthesis, primers ending with Adenosine were depleted by Exonuclease I digestion.

**Table 2:** **Library distribution of EXPRSS and** ***Nla*** **III-DGE multiplexed sequencing**

	Technical replicates		Biological replicates	
	EXPRSS	EXPRSS	EXPRSS	***Nla***III-DGE
**Total sequences**	7,643,302	7,959,474	12,389,113	13,030,761
**Quality filtering**	395,555	329,981	267,878	1,283,806
**Without barcode**	253,014	235,906	266,961	186,590
**1h_water_R1**	1,470,648		1,643,337	1,515,575
**1h_water_R2**	2,389,038		1,664,707	1,428,489
**1h_water_R3**	1,753,281		1,550,807	1,411,340
**1h_water_R4**	1,381,766		992,328	1,458,164
**1h_flg22_R1**		2,112,170	668,184	1,460,491
**1h_flg22_R2**		2,253,392	1,791,790	1,435,230
**1h_flg22_R3**		1,638,415	1,693,260	1,634,751
**1h_flg22_R4**		1,389,610	1,849,861	1,216,325

R1 - R4: replicates 1 to 4.

In order to verify that tag generation and barcoding process do not create any technical variability, 4 independent libraries were prepared from the same Arabidopsis water- and flg22- treated leaf disc RNA samples and different barcodes ligated. 

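Files were available for these 8 technical libraries, 4 from the water RNA sample and 4 from the flg22 RNA sample, prepared with the EXPRSS protocol and holding the same unnormalized estimated tag counts per gene and strand as the biological libraries. The water libraries held from 1247220.6 to 2166326.1 tags (median 1486123.0) and the flg22 libraries from 1180363.8 to 1960769.5 (median 1605364.3). The spread between libraries was estimated with edgeR on rounded counts. The common biological coefficient of variation, which here holds only library preparation and sequencing, was 0.07258 for water and 0.09247 for flg22, against 0.2305 and 0.2255 for the EXPRSS biological replicates. All water libraries were in one lane and all flg22 libraries in another, so lane and treatment cannot be told apart in these 8 libraries.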

Eight million reads passing the Illumina quality filter were obtained for each of water and flg22-treated EXPRSS technical replicate libraries (Table 2). Pair-wise Pearson correlations of log10 transformed count data are presented in Figure 3A-C (control samples) and Additional file 1, Figure S6 (treatment samples). Very high correlations (r ≥ 0.95) between technical replicates support that the tag generation and barcoding process have not introduced any significant variability (Figure 3A and Additional file 1, Figure S6A). 

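Pearson correlations of log10(TPM + 1), over rows with a tag in at least 1 of the 4 libraries, ranged from 0.9558 to 0.9679 among the 6 pairs of technical water libraries (median 0.9622) and from 0.9537 to 0.9634 among the 6 pairs of technical flg22 libraries (median 0.9586). These are correlations across transcripts within pairs of libraries. The lowest water value moved most when 0.1 in place of 1 was added to TPM, to 0.87182, and the lowest flg22 value under Spearman's rho, to 0.85238. The paper takes the high correlations as support that tag generation and barcoding added no significant variability.

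**Figure D1:**
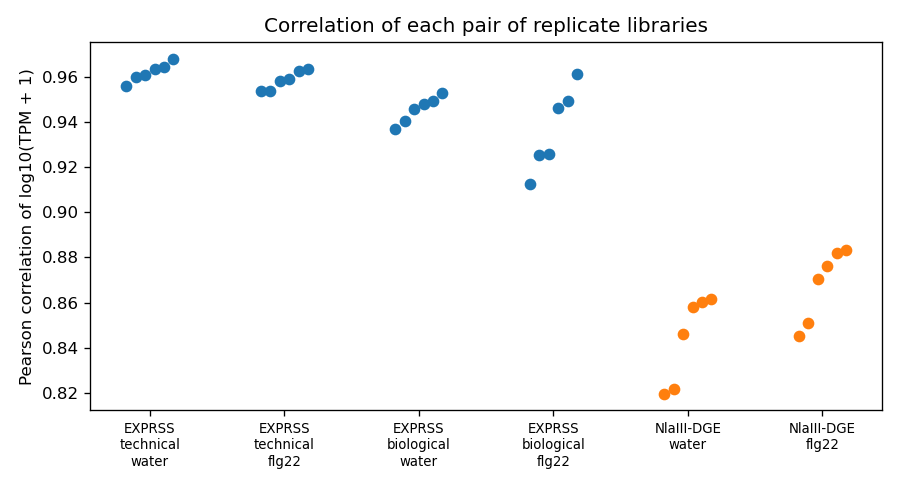
Pearson correlation of log10(TPM + 1) for each of the 6 pairs of libraries in 6 groups of 4 replicates, with EXPRSS in blue and *Nla*III-DGE in orange. The technical EXPRSS pairs lie between 0.9537 and 0.9679 and the *Nla*III-DGE pairs between 0.8196 and 0.8831.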

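For the EXPRSS biological replicates, Pearson correlations of log10(TPM + 1) ranged from 0.9369 to 0.9527 over the 6 pairs of water libraries and from 0.9126 to 0.9615 over the 6 pairs of flg22 libraries. The *Nla*III-DGE range was 0.8196 to 0.8616 with water and 0.8451 to 0.8831 with flg22, so that every *Nla*III-DGE pair was below every EXPRSS pair. The common biological coefficient of variation was 0.2311 in EXPRSS and 0.723 in *Nla*III-DGE. Spearman's rho moved the lowest *Nla*III-DGE values most, to 0.66285 with water and 0.66694 with flg22. It moved the lowest EXPRSS values to 0.83895 and 0.79934. These moved most when 0.1 in place of 1 was added to TPM, to 0.82715 and 0.79191. At equal depth the lowest values were 0.86893 and 0.87008 in EXPRSS and 0.71211 and 0.73471 in *Nla*III-DGE.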

Similarly, higher correlation (r ≥ 0.92) was observed between biological replicates of EXPRSS Tag-seq libraries (Figure 3B - control and Additional file 1, Figure S6B - treatment), while correlations between biological replicates of *Nla*III-DGE Tag-seq libraries (r ≥ 0.82) were less than those of EXPRSS (Figure 3C and Additional file 1, Figure S6C). 

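EXPRSS water replicate 4 held 836091.948 tags on genes, against 1274933.37 to 1396096.83 in the other water replicates. EXPRSS flg22 replicate 1 held 544699.279 tags, against 1441528.69 to 1514312.99 in the other flg22 replicates. A single tag was worth 1.196 TPM in the first and 1.836 TPM in the second.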

Fewer tag sequences were retrieved for control replicate 4 and treatment replicate 1 of EXPRSS samples (Table 2). However, the correlations between EXPRSS replicates are still very high indicating robust sampling (Figure 3A-C and Additional file 1, Figure S6). Most of the deviation for these less sequenced samples is observed for genes with very low tag frequencies compared to other replicates.

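The deviation of each library from the mean of the other 3 was computed on log10(TPM + 1) by expression level. In flg22 replicate 1, its SD was 0.2702 over the 24113 transcripts with a mean below 10 TPM, against 0.1865 to 0.206 in the other flg22 replicates. Over the 1704 transcripts with a mean of at least 100 TPM it was 0.1095, within the range of 0.08392 to 0.1663 of the others. In water replicate 4 the SD was 0.2054 below 10 TPM, between the 0.182 of water replicate 2 and the 0.21 of water replicate 1, and 51.25% of the transcripts below 10 TPM had no tag in it, against 22.47% to 42.53% in the others. The paper ascribes most of the deviation of the less sequenced samples to transcripts with few tags.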

**Figure 3:**
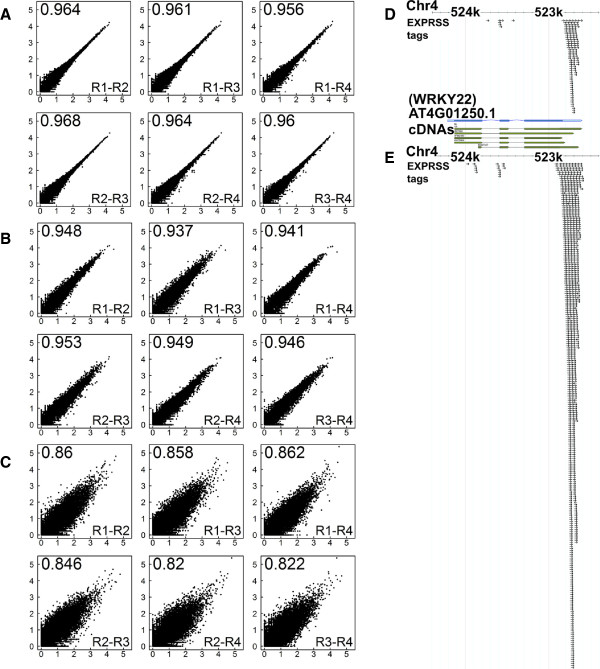
**Higher reproducibility and better dynamics of differential expression detection using EXPRSS. (A-C)** Pairwise scatter plots of gene counts from treatment replicates, expressed as tags per million in log10 scale. Correlations between four independent technical replicates of EXPRSS Tag-seq **(A)**, made from same RNA sample; four independent biological replicates of EXPRSS Tag-seq **(B)** and *Nla*III-DGE **(C)** are presented. Pearson correlation of log10 transformed tag counts per million plus 1 is depicted at left hand top corner of each comparison. Right hand bottom corner indicates replicate number depicted on X and Y-axis, respectively. **(D-E)** Example of differential expression using reads aligned (small black arrows) to *WRKY22*, a flg22 responsive gene are presented from control **(D)** and treatment **(E)**.

### Comparison of differential expression between EXPRSS, *Nla*III-DGE and microarray

Differential gene expression analysis was carried out using the baySeq R package [65] for both EXPRSS and *Nla*III-DGE data; genes with FDR <0.01 were classified as differentially expressed. An example of differential expression from EXPRSS data is provided in Figure 3D-E. It depicts the number of tags observed for *WRKY22*, a flg22-inducible gene encoding a WRKY transcription factor, in control and flg22- treatment data sets (Figure 3D-E, respectively). Tags observed upon flg22 treatment are ~7 times more compared to tags observed with water treatment, in line with previously published microarray analysis [41]. 

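*WRKY22* (AT4G01250) lies on the minus strand of chromosome 4 of TAIR10.1, from 522530 to 524249. Its EXPRSS level was 84.96 ± 46.5 TPM (SD, n = 4) with water and 614.3 ± 93.8 TPM (SD, n = 4) with flg22, a ratio of 7.231. Every flg22 library was above every water library (exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). The edgeR log2 fold change was 3.24 (standard error 0.321, adjusted p = 1.73e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out each library in turn kept it between 3.05 and 3.75. In *Nla*III-DGE the level was 13.95 ± 12.3 TPM (SD, n = 4) and 215.9 ± 137.0 TPM (SD, n = 4), with a log2 fold change of 4.43 (standard error 0.825, adjusted p = 0.00153 from the same test), which no longer passed at a threshold of 0.001.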

It is apparent that there are multiple polyadenylation sites in *WRKY22* and all of them are induced upon flg22 treatment. The distribution of tags aligning to *WRKY22* at the 3′ end is wider than expected (~150 bp). This observation is in agreement with varying lengths of cDNA, resulting from alternative polyadenylation, in the TAIR database (Figure 3E cDNA lengths). Full-length transcripts of *WRKY22* have most of their tags aligned and thus provide an example that not only illustrates the dynamics of expression differences but also supports the choice of summation of tags from alternative transcripts for each gene to identify differential expression at the gene level. Once differential expression is validated, further investigations can be carried out on alternative transcripts.

Microarrays have been widely used for gene expression analyses. We therefore compared differential expression results derived from EXPRSS data, microarray data and *Nla*III-DGE data. EXPRSS and *Nla*III-DGE data sets were generated from the same RNA sample, while microarray data is from similar RNA samples from a previous study, hybridised to Affymetrix ATH1 chip [41]. 

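In the EXPRSS counts, 21048 transcripts were tested and 4472 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.01. On the sense strand 2251 were up and 1694 down, and on the antisense strand 435 were up and 92 down. DESeq2's Wald test called 3758 and edgeR's exact test 5012. The replicate numbers are shared by the water and flg22 libraries, and with the replicate block, the pairing being taken from the labels, 5094 transcripts were called. Libraries with the same number deviated together, with a mean correlation of deviations of 0.167 across 8755 genes against -0.055 for different numbers. It was the largest of the 24 possible pairings (exact permutation test, p = 0.0417). Deviations were taken from each group's mean, which nearly fixes the value for different numbers, so only the rank among pairings is informative. The number of calls moved most with the threshold, to 6576 at 0.05 and 2872 at 0.001. By direction, dropping TMM for total counts moved the sense transcripts called down to 3770. Of all calls, 4026 had the 4 flg22 libraries on one side of the 4 water libraries. The largest increase among these was *CYP82C3* (AT4G31950, chromosome 4 of TAIR10.1, 15455083 to 15457121), with 1.332 ± 1.14 TPM (SD, n = 4) in water and 218.5 ± 66.5 TPM (SD, n = 4) in flg22 and a log2 fold change of 7.7 (standard error 0.415, adjusted p = 2.48e-12). The other large sense increases were *DMP1*, *PROPEP3*, *WRKY55* and *GLR2.8*, with log2 fold changes of 7.46, 7.08, 7.03 and 6.91. The largest sense decrease was AT4G38840 (chromosome 4, 18124978 to 18125559), from 12.13 ± 3.92 TPM (SD, n = 4) in water to no tag in flg22 and a log2 fold change of -6.68 (standard error 0.904, adjusted p = 4.74e-06). It was followed by AT3G63210, *HYR1*, AT3G18050 and AT1G68570 with log2 fold changes of -6.63, -6.49, -6.09 and -6.04. Without a tag in flg22, such a fold change depends on the smallest share the depth can show. The same holds for *GLR2.8* and the antisense transcript of *PROPEP2*, which had no tag in water. *WRKY55* had 1 tag in water, in replicate 2. On the antisense strand, *GAD4* and *PROPEP2* had log2 fold changes of 7.34 and 6.96, and AT5G19540 and AT3G62550 of -5.26 and -5.25.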

Analysis of EXPRSS data identified differential expression in 2883 transcripts; 2504 of which were derived from sense transcripts (1066 down-regulated and 1438 up-regulated) and 379 from antisense transcripts (72 down-regulated and 307 up-regulated) (details provided in Additional file 4). 

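The same test on the *Nla*III-DGE counts covered 20160 transcripts and called 670, of which 473 were sense and up, 82 sense and down, 97 antisense and up and 18 antisense and down. With the replicate block, 1303 were called. *Nla*III-DGE libraries with the same replicate number deviated together, with a mean correlation of deviations of 0.214 across 5675 genes against -0.0713 for different numbers. It was again the largest of the 24 pairings (exact permutation test, p = 0.0417). Here too the value for different numbers is nearly fixed by taking deviations from the group mean. DESeq2's Wald test called 1203 and a test of all rows with a count 1135. The threshold moved the number most, to 1692 at 0.05 and 134 at 0.001. On data simulated with the spread of the *Nla*III-DGE libraries, 1 of 200 changed transcripts was recovered at a 4-fold change and 198 of 200 at a 32-fold change. With the spread of the EXPRSS libraries, 200 of 200 were recovered at a 4-fold change. Only 200 transcripts were changed, fewer than the 670 called, so the adjusted threshold was stricter than in the real data. They were drawn above a floor in counts, so transcripts with few tags are not covered. That floor lay higher in TPM for EXPRSS, so the contrast is not one of spread alone.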

A similar analysis on *Nla*III-DGE data revealed differential expression in 462 transcripts (379 sense [75 down-regulated and 304 up-regulated] and 83 antisense [19 down-regulated and 64 up-regulated] transcripts) (details provided in Additional file 5). Microarray analysis using the Rankproducts method [66] revealed differential expression in 874 probe sets (< 0.05 FDR) associated with 899 genes (370 down-regulated and 529 up-regulated) (details provided in Additional file 6). Comparisons were performed between these three methods, using only the sense gene list. Figure 4A shows the Venn diagram representing the results from a 3-way comparison. Not only does EXPRSS have a higher overlap with *Nla*III-DGE [~85% - 391 out of 462 (338 sense – hyper geometric probability 0.00 and 53 antisense – hyper geometric probability 3.51E-83)] but it also has a similar overlap with microarray data [~80% - 723 out of 899 (hypergeometric probability 0.00)], while the overlap of *Nla*III-DGE with microarray is 23% (207 out of 899). 

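By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.01, 526 sense genes and 93 antisense transcripts were called in both methods. These were 94.77% of the 555 *Nla*III-DGE sense calls and 80.87% of the 115 *Nla*III-DGE antisense calls, and 13.33% and 17.65% of the EXPRSS calls. All 526 and all 93 changed in the same direction. Among the 14139 sense genes tested in both methods the odds ratio was 92.74 (Fisher's exact test, p = 2.23e-290), and among the 2494 antisense transcripts 45.74 (Fisher's exact test, p = 9.38e-62). Genes are not independent, so these p-values describe the lists only. Of the 899 genes in the leaf disc array list, 774 (86.1%) were called in EXPRSS and 294 (32.7%) in *Nla*III-DGE. The *Nla*III-DGE number was 435 with the replicate block, and ran from 80 at a threshold of 0.001 to 475 at 0.05. With the block, 116 of the 899 were not called in EXPRSS. The sense overlap moved most with the threshold, to 119 at 0.001 and 1161 at 0.05. With the replicate block it was 991. The paper takes the larger overlap of EXPRSS with both other methods as a sign of its potential for expression profiling. Its Discussion allows that the larger number of EXPRSS calls could explain the overlap.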

As mentioned in the introduction, one of the main advantages of Tag-seq methods is the opportunity to identify all genes expressed in a cell, unlike detecting only spotted genes on a microarray. Genes not present on the ATH1 microarray chip that are detected by EXPRSS and *Nla*III-DGE are highlighted in red in the respective section of Venn diagram (Figure 4A). To find the similarities with respect to expression changes detected between the methods compared, fold- changes of genes commonly found from each pairwise comparisons are used for correlation analysis. 

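For the 774 genes called in EXPRSS and in the leaf disc array list, the log2 fold changes on the TPM scale had a Pearson correlation across genes of 0.9561 with the array's. For the 526 sense genes called in both EXPRSS and *Nla*III-DGE it was 0.9315, and for the 294 genes shared by *Nla*III-DGE and the array 0.9097. All of these genes changed in the same direction in both. The genes fall into an increased and a decreased cluster, which raises Pearson's r. Spearman's rho was 0.8508, 0.7361 and 0.6069. Taking single pairs of libraries with the same replicate number, r ranged from 0.8987 to 0.9184, from 0.8089 to 0.8556 and from 0.7863 to 0.8781. Over all sense genes tested in both methods, r between EXPRSS and *Nla*III-DGE was 0.79223. Genes are not independent replicates, so no p-value is given.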

Correlation of fold changes from genes commonly found by EXPRSS & microarray is 0.96, EXPRSS & *Nla*III-DGE is 0.95 and microarray and *Nla*III-DGE is 0.90 (see Additional file 1, Figure S7). Correlations from expression fold-changes indicate that there is generally a good agreement between platforms and more so for EXPRSS with ATH1 microarray data and *Nla*III-DGE. The data showing higher overlap of EXPRSS data with microarray and *Nla*III-DGE, better agreement of expression changes, and increased differential expression detection, highlights the potential of EXPRSS Tag-seq as an expression profiling method.

**Figure 4:**
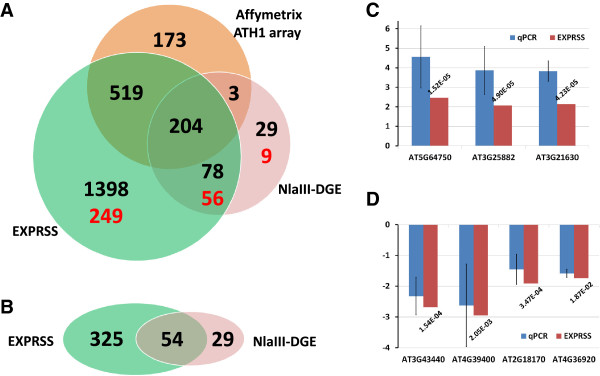
**Comparison of differential expression between EXPRSS,** ***Nla*** **III-DGE and Affymetrix ATH1 array. (A-B)** Venn diagrams showing overlap of differential expression identified from the same RNA samples (EXPRSS and *Nla*III-DGE) and similar RNA sample (ATH1 microarray). Overlap of **(A)** sense transcripts (numbers in black - genes spotted on ATH1 array and numbers in red- genes not spotted on ATH1 array) **(B)** antisense transcripts identified by EXPRSS and *Nla*III-DGE. **(C-D)** Q-PCR confirmation of differential expression observed through EXPRSS. Three up-regulated genes **(C)** and five down-regulated genes **(D)** that are found differentially expressed with EXPRSS are verified with QPCR. Error bars indicate standard deviation from three biological replicates. FDR values are provided for EXPRSS log2 fold changes.

One key observation coming from the differential expression analysis is that additional genes are identified in EXPRSS compared to the other two methods. 

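From the counts, 2936 sense genes were called in EXPRSS and neither in *Nla*III-DGE nor in the leaf disc array list, out of 3945 sense genes called in EXPRSS. A call in one method and not in the other is not a test of the difference. When the difference in response between EXPRSS and *Nla*III-DGE was tested itself over the 16 libraries, 1 transcript passed at 0.01 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. On data simulated with the spread of each method, this test recovered 0 of 200 transcripts at a 4-fold difference and 187 of 200 at a 32-fold difference, so only very large differences can be found. Adding the RNA sample as a replicate block gave 6. The transcript was AT5G47730, with a difference in log2 fold change of -4.76 (adjusted p = 0.00615 from the same edgeR test). The next smallest p-values were those of *CLV2* (AT1G65380), *COQ3* (AT2G30920), AT2G40580 and AT1G15385, with differences of 7.94, 5.6, 5.08 and -4.06 and adjusted p-values of 0.0106, 0.0106, 0.0312 and 0.177 from edgeR. All of these, and AT5G47730, had fractional *Nla*III-DGE counts, as did 70.7% of the transcripts that did not pass. *COQ3* had 220.3 TPM with water and 2219.0 with flg22 in *Nla*III-DGE, against 5.201 and 1.014 in EXPRSS. Tags shared with other genes could therefore account for such differences.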

Validation of differential expression was carried out to verify some of the genes identified from EXPRSS Tag-seq through qPCR. A set of genes spotted on the microarray or not spotted on microarray that were differentially expressed in EXPRSS was chosen for qPCR verification. Details about all the genes and their expression levels in EXPRSS and qPCR are provided in Additional file 7. Double stranded cDNA samples subjected to EXPRSS library preparation were also used for qPCR verification. Figure 4C and D verify that differential expression of selected genes could be confirmed with qPCR. 

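The EXPRSS values of the selected genes were as follows. *ABR1* (AT5G64750, chromosome 5 of TAIR10.1, 25891449 to 25893888) had 16.51 ± 5.51 TPM (SD, n = 4) with water and 91.21 ± 24.9 TPM (SD, n = 4) with flg22. *NIMIN-2* (AT3G25882, chromosome 3, 9470357 to 9471039) went from 6.835 ± 1.64 to 29.22 ± 4.34 TPM (SD, n = 4) and *CERK1* (AT3G21630, chromosome 3, 7615357 to 7618671) from 44.42 ± 16.0 to 196.9 ± 9.87 TPM (SD, n = 4). *JAZ11* (AT3G43440, chromosome 3, 15367546 to 15370157) fell from 30.35 ± 8.24 to 4.656 ± 2.27 TPM (SD, n = 4) and *BRI1* (AT4G39400, chromosome 4, 18324457 to 18328831) from 14.58 ± 6.78 to 1.8 ± 1.13 TPM (SD, n = 4). *MPK7* (AT2G18170, chromosome 2, 7907774 to 7910040) fell from 44.9 ± 6.11 to 11.85 ± 2.27 TPM (SD, n = 4) and *AP2* (AT4G36920, chromosome 4, 17400610 to 17403469) from 16.12 ± 4.63 to 4.752 ± 0.617 TPM (SD, n = 4). The log2 fold changes of mean TPM were 2.459, 2.08, 2.146, -2.679, -2.949, -1.913 and -1.741. After TMM normalization, the log2 fold changes that edgeR tested were 2.85, 2.45, 2.53, -2.1, -2.47, -1.49 and -1.36. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, their adjusted p-values were 9.65e-09, 2.32e-07, 1.81e-08, 2.86e-05, 0.000335, 6.28e-05 and 0.00454. *AP2* rested most on single libraries, since it stayed past 0.01 in 4 of the 8 fits that each left out one library. *MPK7* had fractional counts, so tags were shared with another gene. The qPCR measurements themselves are not in the files analysed here.

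**Figure D2:**
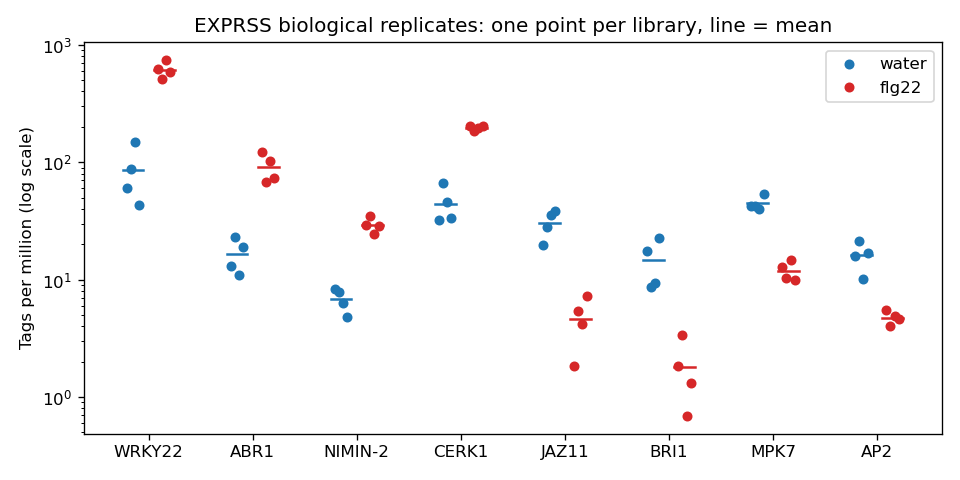
TPM on a log scale for *WRKY22* and the qPCR genes in the 8 EXPRSS biological libraries, water in blue and flg22 in red, one point per library with a line at the mean. For every gene the 4 flg22 points lie on one side of the 4 water points.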

Evidence from qPCR supports differential expression from the selected genes identified by EXPRSS method. 

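Of the 899 genes in the leaf disc array list, 125 were not called in EXPRSS by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.01. With filterByExpr's stricter filter 228 were not called, with libraries drawn down to equal depth 202, and at a threshold of 0.001 199. Other settings lowered the number, to 86 at a threshold of 0.05 and 98 with normalization by total count alone. It was 106 with edgeR's exact test, and also 106 with probe sets of several loci left out.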

However, there are 176 genes that are not differentially expressed in EXPRSS but found to be differentially expressed using microarray data. Further analysis revealed that 167 genes of these were identified in EXPRSS data and about one third of the genes had FDR between 0.01 and 0.05, suggesting that they are near the statistical threshold (Additional file 8). 

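Of the 125 array genes not called, 119 had at least 1 EXPRSS tag and 99 had enough to be tested. An adjusted p-value between 0.01 and 0.05 was found for 39, which is 32.77% of those with a tag. Among the 99 tested, 95 changed in the direction the array gave. The paper takes the genes just past the limit as near the statistical threshold.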

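The 80 remaining genes with a tag had a median mean expression of 1.895 TPM, and 74 of them (92.5%) were below 10 TPM. The coefficient of variation between replicates, averaged over the treatments, had a median of 0.758 in these genes. In the array genes that were called it was 0.362, at a median expression of 31.48 TPM.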

Most of the remaining genes had mean expression levels less than 10 TPM and high variability among replicates. Such discrepancies can thus be associated with depth of sampling and statistical techniques employed.

### Higher sensitivity of the EXPRSS method

EXPRSS revealed differential expression in more genes than the other two methods and we wanted to verify if differential expression was observed for these additional genes in previous flg22 experiments. Therefore microarray data from previously published flg22 treatments of plants at various developmental stages were compared with EXPRSS Tag-seq data. ATH1 microarray data from seedlings treated with 1 μM flg22 [67], mature leaves infiltrated with 1 μM flg22 [68] and leaf discs generated from mature leaves incubated in 100 nM flg22 solution [41], were used for the analysis. Flg22 samples were compared against 1 hr water treated samples for leaf and seedling arrays and with untreated samples for leaf disc arrays. Details of differential expression are provided in Additional files 9 and 10. The Rank products method [66] was used to generate differential expression lists (< 0.05 FDR) from the 1 hr flg22 treatment microarrays and resulting lists were compared against the EXPRSS data. The outcome of these comparisons is summarised as Venn diagrams in Figure 5A and B. The majority of flg22-induced genes from various tissues are in good agreement among microarray experiments. In pair-wise comparisons of microarray data, the overlap for upregulated genes ranged from 48 to 74% (see Additional file 11). For upregulated genes EXPRSS has 92% overlap with leaf disc data (487 out of 529), 77% overlap with seedling data (626 out of 808) and 74% overlap with leaf data (445 out of 604). 

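By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.01, 511 of the 529 genes up in the leaf disc list were up in EXPRSS (96.6%, Wilson 95% interval 94.69 to 97.84). For the seedling list the number was 723 of 808 (89.48%, 87.17 to 91.41) and for the leaf list 509 of 604 (84.27%, 81.15 to 86.96). The intervals of the 3 lists do not overlap. Genes are not independent and the lists share genes, so the intervals describe these lists only. In *Nla*III-DGE 259, 293 and 212 of these genes were called up. The arrays come from other experiments and their own values were taken from the paper's additional files.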

There is a substantial overlap of EXPRSS Tag-seq with three microarray datasets (hypergeometric probability 0.00 for three comparisons), for common as well as specific identifications. 

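Of the 2251 sense genes called up in EXPRSS, 935 (41.54%) were also up in at least 1 of the 3 array lists. This share is over all genes, since the list of genes spotted on the ATH1 chip is not in the files analysed here. The median log2 fold change of mean TPM was 2.481 in the 935 genes and 1.262 in the others.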

64% of the upregulated genes identified by EXPRSS that are spotted on ATH1 chip, were found to be differentially expressed in at least one of the three microarray datasets. Although some these genes were only identified at a different developmental stage or with differing concentration of flg22, EXPRSS Tag-seq is sensitive enough to identify responding genes.

**Figure 5:**
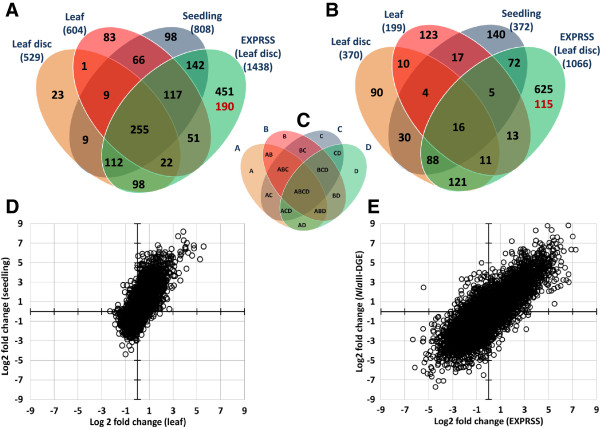
**Sensitivity of EXPRSS in differential expression detection for specific responses to treatment. (A-C)** Venn diagram representing overlap of differential expression for flg22 treatment from four different experiments (Microarray on seedling, leaf, leaf disc and EXPRSS on leaf disc) **(A)** Up-regulated genes between the four methods are compared. **(B)** Down-regulated genes between the four methods are compared. **(C)** Depiction of the overlap among the sections of Venn diagram. Number under each experiment represents number of genes differentially expressed. (Numbers in black - genes spotted on ATH1 array and numbers in red- genes not spotted on ATH1 array) **(D-E)** Scatter plots showing fold change distribution for commonly detected genes between two experiments. **(D)** Comparison of log2 fold changes between leaf and seedling microarray shows more restricted dynamics on negative scale (~ − 3) than positive scale (~ + 7). **(E)** Similar comparison of log2 fold changes between leaf disc data from EXPRSS and *Nla*III-DGE showing more even distribution (−6 to +7).

Compared to upregulated genes, the overlap of downregulated genes between three microarray experiments is less. In pair-wise comparisons of microarray data, the downregulated gene overlap ranged from 11 to 37% (see Additional file 11). However, EXPRSS profiling data has better overlap with two of the three microarray data sets. EXPRSS has 64% overlap with leaf disc data (236/370), 49% overlap with seedling data (181/372) and 23% overlap with leaf data (45/199) for downregulated genes. 

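Among genes down in the array lists, 263 of 370 were called down in EXPRSS for leaf disc (71.08%, Wilson 95% interval 66.26 to 75.47), 213 of 372 for seedling (57.26%, 52.18 to 62.19) and 55 of 199 for leaf (27.64%, 21.89 to 34.23). Each share was below that of the genes going up in the same list, with intervals that do not overlap. These intervals treat genes as independent, which they are not, so they describe the lists only. In *Nla*III-DGE 35, 24 and 4 of these genes were called down.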

To understand the poor overlap of downregulated genes from three microarray experiments, fold-changes of genes commonly detected among three microarray experiments were compared pairwise. It was interesting to observe the detection dynamics is restricted for downregulation compared to upregulation (Figure 5D - scatter plot of leaf log2 fold changes against seedling log2 fold changes resulting from Rankproducts analysis). 

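Among the 526 sense genes called in both methods, log2 fold changes of mean TPM ranged from -5.372 to 7.254 in EXPRSS and from -8.127 to 8.823 in *Nla*III-DGE. Of these genes 453 were up and 73 down. The median was 3.311 for genes up and -3.105 for genes down in EXPRSS, and 3.893 and -4.374 in *Nla*III-DGE. These fold changes leave out the TMM factors used for the calls. In EXPRSS the factors were 0.79044 to 0.96073 with flg22 and 1.0937 to 1.2224 with water. With them, increases in EXPRSS are larger and decreases smaller, so the balance of the 2 medians depends on the scale. In the leaf array list the range was -2.311 to 5.558 and in the seedling list -4.365 to 8.177. In the leaf disc list it was -3.644 to 5.279. These are full lists, while the paper compared genes that the arrays detected in common. From the extent of the negative values, the paper proposes an array detection bias that favours induction. It sees no such limit in the sequencing methods.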

Similar analysis on the genes commonly detected between EXPRSS and *Nla*III-DGE has shown that fold-change distribution is relatively even on both positive and negative scales (Figure 5E). It appears that there is a detection bias with microarray analysis in favour of gene induction rather than down-regulation, while sequencing based methods do not show such a limitation. With such a sensitive technique available there is a tremendous opportunity to study tissue-specific as well as other response-specific genes. Higher overlap of EXPRSS Tag-seq with data from previous flg22 treatment of various tissue microarrays supports the sensitivity of the EXPRSS method.

### EXPRSS tag-seq reliability and paired-end sequencing

Expression profiling of flg22 responses in Arabidopsis ecotype Col-0 was carried out over a time course to study transcriptional regulation during flg22 triggered PTI and to validate the reliability of the EXPRSS Tag-seq. Additionally we performed a flg22 time course on mutants from three major hormonal pathways (*npr1-1* – salicylic acid [69], *jar1-1* – jasmonic acid [70] & *ein2-5* – ethylene [71]). We collected three replicates each of 7 time points of flg22 treatment (8, 15, 30, 45, 60, 120 and 180 minutes) and a water treatment control. Comparison of correlation between 3 replicates of 60 minutes flg22 samples from time course data with 4 replicates of data presented earlier, from validation of EXPRSS Tag-seq, show significantly high correlation (>0.925, see Additional file 1, Figure S8). Differential expression analysis over 60 minutes of flg22 treatment revealed ~80% (1987/2504 at < 0.01 FDR) and ~90% (2259/2504 at < 0.05 FDR) of genes found differentially expressed using 4 replicate data from EXPSS validation. The high correlation (>0.94) between log2 fold changes of 2504 genes from two experiments supports the consistency of EXPRSS Tag-seq (see Additional file 12). Additional genes found in the time course experiment could be due to comparison using a different control sample than with the validation experiment. High correlations (>0.9) have been observed between three biological replicates of 32 data points collected (4 genotypes and 8 time points; see Additional file 1, Figure S9 – S12). Samples were sequenced on different lanes of the same flow cell (wildtype and *npr1-1*), or on different flow cells from separate runs (*jar1-1* and *ein2-5*). The high correlations of replicates confirm that variation due to library preparation or sequencing lane or sequencing runs is minimal. Differential expression analysis on the time course data identified flg22-dependent gene expression changes as early as 8 minutes. Details of genes differentially expressed during the flg22 time course from four genotypes are provided in Additional file 13. Hormonal signalling mutations (*npr1-1* and *jar1-1*) responded similarly to Col-0 during flg22 treatment, while *ein2-5* appeared to show a weaker response (see Additional file 1, Figure S13). On further investigation it is evident that *ein2-5* displayed higher induction or repression of flg22-responsive genes in uninduced conditions (see Additional file 1, Figure S14). Direct comparison of expression levels during the flg22 time course from mutants and Col-0 confirmed that there are no significant differences between wild type and mutants in flg22 responsiveness, though a few genes in *ein2-5* showed a stronger response to flg22 (see Additional file 1, Figure S15).

EXPRSS Tag-seq was initially designed with Illumina single end adapters that are compatible with single read flow cells of GAII and Hiseq. We have modified EXPRSS to be compatible with the Illumina paired-end flow cell, so we can now sequence EXPRSS tag-seq samples from both ends on a GAII, a HiSeq, a HiSeq2500 and a Miseq. The second sequence read from polyadenylation junction enables verification of polyadenylation site assignments of transcripts. We have performed paired end sequencing on cDNA libraries made from temperature-shifted (28°C to 21°C – collected at 0, 6, 9 and 24 hr) samples of Arabidopsis ecotype No-0 and *slh1* leaves. We pooled eight libraries and sequencing was carried out on a Miseq and resulted in 4.6 million paired reads. As our primary focus was on the technical feasibility of the paired-end sequencing the biological relevance of this data is not further considered here. As anticipated, forward reads aligned at a defined position from the 3’ end depending on the sonication parameters (see Additional file 1, Figure S16A). For the second read, an oligodT primer comprising the Illumina P7 sequence was used as sequencing primer and 75% reads from 2^nd^ sequencing read passed the quality filtering, compared to 95% from sequencing read 1. This difference is probably due to the less complex sequencing primer used. Nevertheless, for differential expression analysis read 1 data should be sufficient and read 2 data would assist primarily in polyadenylation position assignment. The resulting paired reads enabled us to define the position of polyadenylation from selected genes (see Additional file 1, Figure S16B & S17). These data support that paired read sequencing from EXPRSS Tag-seq can be used to define the polyadenylation location of expressed genes, in addition to relative gene expression information obtained from read 1.

## Discussion

We have developed a restriction enzyme-independent Tag-seq method for expression profiling (EXPRSS) and we present evidence that it performs better than existing restriction enzyme- based (SAGE and derivative) methods. The main drawback associated with SAGE-derived NGS expression profiling methods is restriction enzymatic bias. We overcame this bias using Adaptive Focussed Acoustics from Covaris to shear cDNA and using a specific adapter, we could sequence cDNA tags from a defined position in a transcript for expression profiling. Additionally, use of sonication for fragmenting cDNA allowed us to sequence tags from all expressed genes, unlike restriction enzyme based methods, which require the enzyme recognition site in the gene to get a sequence tag. AFA shearing could be replaced with other available physical fragmentation techniques (SonicMan, Bioruptor, Hydroshear etc.), as the prerequisite is to shear cDNA to a desired size.

In principle, the EXPRSS method has the following advantages over the enzyme-based and other existing Tag-seq methods [24, 25, 43, 70–74]. EXPRSS generates one tag per transcript at a relatively defined position from the 3′ end of a gene, ensuring no length-based data transformation and enabling straightforward statistical analysis. Reverse transcription of only the 3′ ~300 bp of mRNA is required to generate a tag. Shearing using AFA, followed by gel purification, allows us to generate unbiased cDNA tags at a user-specified distance from the poly(A) site for mapping to the transcriptome. DNA shearing and DNA ligation are more high-throughput than RNA fragmentation and RNA ligation. 

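Lengths were taken from the TAIR10.1 annotation, as the longest transcript of each gene, and were available for 16382 of the 16620 detected sense genes. The median length was 1719.5 bp for detected genes, 1732.5 bp for the 3932 called genes with a length and 1717.0 bp for detected genes that were not called. Over all 38095 annotated loci it was 1335.0 bp, a set that includes many non-coding loci. This set is larger than the TAIR10 gene set on which the authors counted tags. Loci outside the authors' set could not be detected and lower the shares given for annotated genes. Among protein-coding genes, 40.96% of those from 500 to below 1000 bp were detected, 58.31% from 1000 to below 1500 bp and 75.74% from 3000 to below 5000 bp. Of the detected protein-coding genes, the share called was 3.704% below 250 bp (1 of 27 genes), between 21.22% and 26.18% in the 6 bins from 250 to below 5000 bp, and 10.24% at 5000 bp and above (26 of 254 genes).

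**Figure D3:**
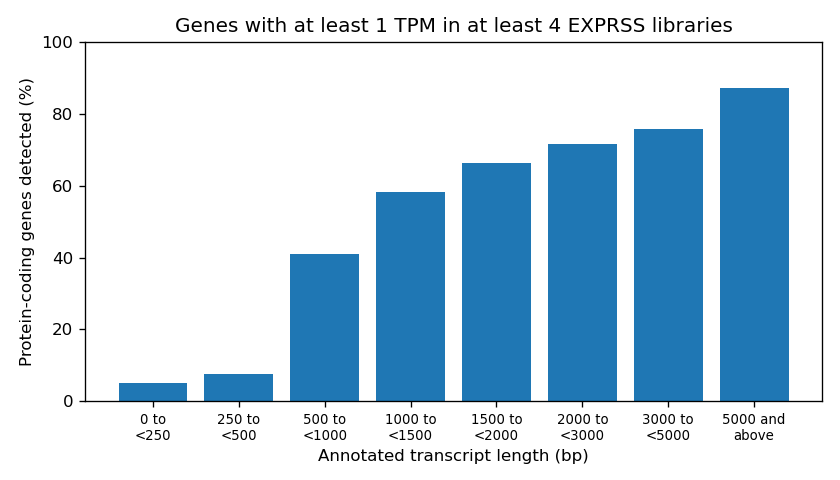
Percent of annotated protein-coding genes with at least 1 TPM in at least 4 of the 8 EXPRSS biological libraries, by annotated transcript length in bp. The percent rises from 5.028 below 250 bp to 87.29 at 5000 bp and above.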

A comparative analysis of frequency distribution of lengths of TAIR10 genes (longest transcript taken for a gene with multiple variants) against that of genes detected (1 TPM at least in 4 replicates) and differentially expressed in EXPRSS Tag-seq, revealed no preference for or against longer transcripts (see Additional file 1, Figure S18), unlike RNA-seq [26]. However, transcripts less than 250 bp are slightly depleted in detection. 

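Of the annotated loci, 8.21% were shorter than 250 bp (Wilson 95% interval 7.94 to 8.49). Of the detected sense genes with a length, 139 were shorter than 250 bp, which is 0.848% (0.719 to 1.0). The annotation holds loci that the authors did not count and that could not be detected, so the contrast may be too large. Among protein-coding genes alone, 27 of 537 below 250 bp were detected.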

However, 50% of the transcripts less than 250 bp in TARI10 are pre-trna and other non-coding RNAs, suggesting EXPRSS may not lose information on protein coding genes. Tag sequences are longer than existing Tag-seq methods (~30 bp and can be up to 250 bp) thus increasing the accuracy of read mapping to reference; EXPRSS tags are directional and can distinguish sense and antisense transcripts since the strand synthesized from mRNA acts as template for sequencing, thereby providing the same strand information as that of mRNA. SMART cDNA amplification might result in amplification biases and has been shown to have reduced strand specificity [34], while EXPRSS does not use amplification for cDNA generation. If enough quantity of input is provided or enough samples are pooled, EXPRSS samples do not require any amplification before loading on to the Illumina flow cell, as they have adapters required to bind in the flow cell. Handling losses are minimal, resulting in lower variability which is an essential factor for a high-throughput method. For example in Arabidopsis, (with a mean mRNA length of ~1.5 kb based on TAIR10 transcripts) for every ~200 bp 3′-most fragment of cDNA there are 5 to 6 additional fragments resulting from shearing. These fragments act as carrier DNA until the size selection step, thereby minimizing variation in handling. EXPRSS can be carried out with minimal input of RNA and addition of a carrier DNA, at the end of the second strand cDNA reaction, reduces any losses during subsequent steps. Carrier DNA would not result in tags, as they lack sequences for amplification in the flow cell. We have successfully employed lambda phage DNA as carrier in our sample preparation without any interference. With these advantages, EXPRSS Tag-seq is an excellent method for expression profiling.

Improvements in NGS techniques have resulted in improved and increased sequence yield, thereby providing an opportunity for multiplexed tag sequencing. How should one judge sufficient depth of sampling of the library? A simulated study based on pooled SAGE data [75] indicated that a cell with a million mRNA copies, requires three million SAGE tags to identify ~90% of expressed genes. According to Zhu et al., [75] a million reads would sample ~85% of mRNA tags expressing at 1–5 copies per cell. Further evidence from recent studies [76–79] suggest that a RNA-seq sample resulting in 20–40 million reads would identify ~80% of the genes.

How do Tag-seq methods compare with whole transcriptome sequencing RNA-seq methods? RNA-seq is invaluable for annotation of a transcriptome and detection of splice variants and novel transcripts. However, RNA-seq as a tool for differential expression analysis has its drawbacks. Tag-seq methods generate one tag per transcript, mostly from a defined position, thereby avoiding transcript length biases and length-based data transformation for differential expression analysis. According to TAIR10 transcript data, the mean cDNA length of Arabidopsis is 1.5 kb. Thus, for every one fragment sequenced per transcript by EXPRSS there would be 10 ~ 150 bp fragments from RNA-seq, one could reasonably assume that 2 million reads from EXPRSS are equivalent to ~20 million reads of RNA-seq data, without transcript length and reverse transcription biases. Illumina single end sequencing on GAII provides about 35-40 M reads per lane, while a Hiseq lane provides about ~100-150 M reads. This means sequencing of only 2 RNA-seq samples per lane on GAII and 4–6 RNA-seq samples on Hiseq is required to provide sufficient depth for differential expression analysis. Multiplexing is thus more valuable with Tag-sequencing than RNA-seq. Tag-seq methods like EXPRSS therefore provide an attractive option for expression profiling with superior dynamics and reliability at substantially reduced cost.

Based on pilot experiments using four replicates each of Arabidopsis (Col-0) control and 60 minute flg22-treated leaf discs, we found that EXPRSS captures tags resulting from annotated and novel transcription units and also poly(A) transcripts from antisense strands. Read alignments indicate that cDNA is randomly sheared, as ~90% of tags are aligning around ~150 bp (±150) from the 3′ end. EXPRSS Tag-seq is highly reproducible between biological replicates and was also superior to *Nla*III-DGE Tag-seq libraries made from the same RNA samples. EXPRSS revealed expression of 26% more genes compared to *Nla*III-DGE in libraries made from the same RNA samples (16619 genes in EXPRSS against 13153 genes in *Nla*III-DGE genes with ≥1 TPM in 4 replicates). 

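With at least 1 TPM in at least 4 of the 8 libraries, 16620 sense genes were detected in EXPRSS and 13223 in *Nla*III-DGE, 25.69% more in EXPRSS. Of these, 12578 were detected by both methods, 4042 by EXPRSS only and 645 by *Nla*III-DGE only. After all libraries were drawn down to the same depth the excess was 22.94%. At that depth a single tag is above 1 TPM, so 1 tag in a library met the rule. At a limit of 5 TPM, EXPRSS detected 12296 sense genes and *Nla*III-DGE 7721. With a mean of at least 1 TPM as the rule, the gap was smaller, with 16777 in EXPRSS and 14446 in *Nla*III-DGE.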

Differential expression analysis performed on absolute tag counts facilitates interpretation of expression levels. Analysis using EXPRSS has identified more than 80% of the genes found by *Nla*III-DGE and ATH1 microarray, though one could argue this is due to the higher numbers of genes found differentially expressed by EXPRSS compared to *Nla*III-DGE and ATH1 microarray. A comparative study of flg22-treated microarray data from three different developmental stages in Arabidopsis has shown that EXPRSS data had a better overlap with the three microarray data sets than the overlap observed between the three microarray data sets. Two thirds of the upregulated genes from EXPRSS (spotted on ATH1 chip) were also found differentially expressed in at least one of the three array experiments. This supports the view that EXPRSS is sensitive enough to detect response-specific differential expression.

With respect to downregulated genes, EXPRSS had good overlap with two of the three-microarray data sets; although the three-microarray data sets had poor overlap among themselves. The number of genes found downregulated, using the EXPRSS Tag-seq, was greater than those detected from other microarray experiments. Therefore, one could argue this higher overlap might be due to the higher number of genes identified as downregulated with the EXPRSS method. There appears to be a detection bias against identification of down-regulation with microarrays, explaining the poor overlap between the three microarray data sets tested. The down-regulated genes found in this study could have been previously undetected in microarray analysis. Additionally, qPCR verification of selected genes from EXPRSS data confirmed that differential expression identification is reliable. These results thus emphasize the advantages of EXPRSS Tag-seq sensitive detection and absence of hybridization related issues, unlike microarrays.

Alternative splicing is another interesting phenomenon to detect during gene expression profiling. However, finding alternative splice-junctions is computationally intricate with a tag length of ~30 bp and requires higher depth of sequencing [80]. Variable levels of expression of different alternative transcripts of a gene results in fluctuating tag densities for each variant. Li et al. [80] found that even at a tag density as high as ~20 million RNA-seq reads, only ~20% of verified alternative splice variants were discovered in the human transcriptome. Due to such insufficient tag densities, quantitative differences among alternative polyadenylation and alternative transcripts are unreliable. However, with the possibility of longer tags (~150 bp with Illumina) EXPRSS tags could be used to find alternative splice junctions, provided they occur within the last ~300 bp from a polyadenylation site.

Through EXPRSS we identified cDNA tags from regions of the genome without prior annotation. Paired end EXPRSS tag-seq could greatly improve annotation of 3′ regions and determine precise poly(A) sites for these rare transcripts. With improvements in technology the length of sequencing reads continues to increase, so that longer cDNA tags can be obtained. Longer cDNA tags not only enable us to match tags with higher confidence, but also to expression profile during host-pathogen interactions, and thus study gene expression patterns of both host and microbe. We are using such methods to address gene expression changes during Arabidopsis interactions with white rust and downy mildew.

## Conclusions

EXPRSS is a restriction enzyme-independent Tag-seq method and avoids biases of existing restriction enzyme- based (SAGE and derivative) methods. In addition to identification of expression in annotated genes, EXPRSS reveals alternative polyadenylation sites and antisense transcripts with a defined polyadenylation site. EXPRSS also identified expression in regions of the genome without prior gene annotation. EXPRSS Tag-seq provides sensitive and reliable gene expression data and enables high-throughput expression profiling. Sequencing technologies continue to improve and costs of sequencing continue to decline. However, as noted by Sboner et al., [81], even though the cost of sequencing has reduced, the cost of experimentation hasn’t. It is therefore vital that not only sample preparation and sequencing costs are reduced, but the downstream analysis should also be relatively simple. The EXPRSS method by all these criteria is highly suitable for cost-effective expression profiling of large numbers of mRNA samples.

## Materials and methods

### Plant material and flg22 treatment

*Arabidopsis thaliana* (Col-0, *npr1-1*, *jar1-1* and *ein2-5*) plants were grown under short-day conditions (8 hr light/16 hr dark cycles). No-0 and *slh1* plants were grown in short day conditions (10 h light / 14 h dark) for 4 weeks at 28°C after germination on MS plate. Leaf discs from 5-week-old Col-0, *npr1-1*, *jar1-1* and *ein2-5* plants were prepared 2 hours after start of light period and vacuum-infiltrated with water for 1 min. Leaf discs were placed in water in 50 mm petri dishes and left in the same growing conditions for ~20 h. A day after leaf disc generation the water in the petri dishes was replaced with water or 100 nM flg22 and samples were harvested 1 h after incubation. For flg22 time course experiment samples were harvested after 8 minutes incubation in water and 8, 15, 30, 45, 60, 120 & 180 minutes incubation in 100 nM flg22. Four weeks old No-0 and *slh1* plants grown at 28°C were transferred to 21 °C growth chamber at the beginning of the light cycle and samples were harvested at 0 h, 6 h, 9 h and 24 h after transfer.

### RNA preparation

Total RNA was extracted using the TRI reagent (Sigma) and 1-Bromo-3-chloropropane (Sigma), as per manufacturer’s guidelines. RNA was precipitated with half volume of isopropanol and half volume of high salt precipitation buffer (0.8 M sodium citrate and 1.2 M sodium chloride). RNA samples were treated with DNaseI (Roche) according to the manufacturer’s recommendation and phenol/chloroform extracted and ethanol precipitated.

### Q-RT-PCR

For quantitative Reverse Transcription PCR, RNA samples were reverse-transcribed into complementary DNA (cDNA) using SuperscriptII reverse transcriptase (Invitrogen). The cDNA was used to quantify gene expression using a SYBR Green quantitative PCR kit (Sigma) and gene-specific primers (see Additional file 2). Themocycling and intensity detection was carried out with Chromo4 system on MJ Research Thermal cycler and data extracted using Opticon Monitor software.

### Tag-seq library preparation and sequencing

#### EXPRSS

Typically 5 μg of total RNA was used to generate first strand cDNA using a oligo (dT) primer comprising P7 sequence of Ilumina flow cell. Double strand cDNA is synthesized as described previously [38]. Purified cDNA is subjected to Covaris shearing (parameters: Intensity – 5, Duty cycle – 20%, Cycles/Burst – 200, Duration – 90 seconds). End repairing and A-tailing of sheared cDNA is carried out as described by Illumina. Y-shaped adapters are ligated to A-tailed DNA and subjected to size selection on 1X TAE agarose gel. The gel-extracted library is PCR enriched and quantified using qPCR with previously sequenced similar size range Illumina library.

#### *Nla*III-DGE

Library preparation was carried out with 5 μg of total RNA as mentioned previously [43]. In our modified protocol, ligation of biotinylated Adapter1, harbouring methylated adenine, was carried out in the presence of *Nla*III and T4 DNA ligase at 37°C as described previously [44]. After Adapter2 (which contains barcode) ligation, streptavidin magnetic beads (Promega) were used to capture ligated constructs and which were taken forward for PCR enrichment as in the default protocol. Detailed protocols for EXPRSS and *Nla*III-DGE are provided in Additional file 2. Both EXPRSS and *Nla*III-DGE libraries are sequenced on Illumina Genome Analyzer II.

### Bioinformatics analysis and data processing

Illumina sequence library is quality filtered using FASTX Toolkit 0.0.13 with parameters -q20 and -p50 [64] and reads containing “N” are discarded and read qualities are converted from Illumina fastq to sanger fastq format. EXPRSS libraries are separated using perfect match to the barcode. For *Nla*III-DGE, FASTX Toolkit fastx_clipper is used to trim 3′ adapter sequence (parameters used -a TCGTATGCCGTCTTC -l 18 –c) and libraries are separated using barcodes allowing up to 1 mismatch. Each sub-library is quality filtered (−q20 and -p50) and artefact filtered using FASTX-toolkit. For *Nla*III-DGE libraries *Nla*III recognition site (CATG) was added at 5′ end of each tag sequence and “FFFF” as fastq quality. Quality filtered library was aligned to the Arabidopsis thaliana Col-0 genome sequences (TAIR10) [48] using Bowtie version 0.12.8 (−a -m 10 --best --strata) [49] and selected reads with up to 10 reportable alignments. Unaligned reads from previous step are used to align to transcript sequences of Arabidopsis [61] using Bowtie version 0.12.8 (−a -m 100 --best --strata).

Tag to gene association is carried out using following considerations. Reads aligning in sense orientation with in each gene limits are assigned to that gene. A read aligning to all splice variant of a gene is counted once, and the reads uniquely aligning to various splice variants of a gene are pooled. Reads aligning to genes with overlapping gene limits are split equally between them. Reads aligning to more than 10 genes are discarded. Reads aligning to up to 10 genes are split equally between them. Reads aligning on the anti-sense strand of any gene are tested for if the read falls within 500 bp from 3′ end of another gene in sense direction. Otherwise reads are assigned as antisense tags for the specific gene (see Additional file 1, Figure S19). The tag assignment process was implemented in perl and scripts are available on request. Our analysis pipeline modules for implementation in Galaxy web-based research platform are provided in Additional file 3.

Differential expression analysis was performed using the R statistical language version 2.15.3 [82] with the Bioconductor [83] package baySeq version 1.12.0 [65] using 10000 iterations to estimate empirical distribution on the parameters of the Negative Binomial distribution. The Multi-Experiment Viewer software from the TIGR website [84] was used to cluster similarly expressed genes using Hierarchical clustering [85].

Eight samples were pooled and sequenced at 151 bp paired end reads in a Miseq from each end of the EXPRSS library. The insert size of the library was > = 150 bp and also to be comparable with other runs of this manuscript sequence reads were truncated to 36 bp and quality filtered and used for downstream analysis. Paired end reads were aligned to Arabidopsis genome sequence (TAIR10) using Burrows-Wheeler Aligner (BWA)[86] sampe with default parameters. Generated Sequence Alignment/Map (SAM) format files are converted to sorted bam files and indexed using SAMtools [87]. Sorted bam files with index are loaded on to Integrative Genomics Viewer (IGV) v2.3.8 [88] for visualization of paired reads.

### Microarray data analysis

Microarray data cel files from flg22 treatment on the seedlings (NASCARRAYS-409) [67], mature leaves (NASCARRAYS-122) [68] and leaf discs generated from mature leaves (GEO accession number GSE17479) [41] were used. Data analysis was performed using the R statistical language with the Bioconductor packages limma [89] and affy [90]. Robust multiarray average background-corrected, quantile normalized, and log-transformed perfect match only expression values were obtained using medianpolish summary method [91]. Differentially expressed genes were identified using the rank products method with a false discovery rate of <0.05 [66].

### Availability of supporting data

The sequence data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [92] and are accessible through GEO Series accession number GSE51721.

## Electronic supplementary material

Additional file 1: **Supplemental Figures.** **Figure S1.** Modified *Nla*III-DGE Tag-seq protocol. **Figure S2.** Transcription at rRNA loci observed with EXPRSS and *Nla*III-DGE tag sequencing. **Figure S3.** Correlation between sense and anti-sense transcript expression. **Figure S4.** Novel transcription detection using EXPRSS Tag-seq. **Figure S5.** Cumulative frequency distribution multi-matching reads. **Figure S6.** Pair-wise scatter plots of gene counts from flg22 treated replicates. **Figure S7.** Pair-wise correlation of fold changes between three methods tested. **Figure S8.** Pair-wise scatter plots of gene counts from 60 minutes flg22 treatment replicates from two independent experiments. **Figure S9.** Pair-wise scatter plots of gene counts from Col-0 flg22 time course replicates. **Figure S10.** Pair-wise scatter plots of gene counts from *npr1-1* flg22 time course replicates. **Figure S11.** Pair-wise scatter plots of gene counts from *jar1-1* flg22 time course replicates. **Figure S12.** Pair-wise scatter plots of gene counts from *ein2-5* flg22 time course replicates. **Figure S13.** Hierarchical clustering of genes differentially expressed during flg22 time course of four genotypes. **Figure S14.** Heat maps of log2 fold changes from all data points of genes that are differentially expressed at least from one time point of flg22 time course. **Figure S15.** Hierarchical clustering of genes differentially expressed during flg22 time course of four genotypes compared to Col-0. **Figure S16.** Frequency distribution of Read1 and Read2 from paired end sequencing. **Figure S17.** Examples showing Read1 and Read2 from paired end sequencing. **Figure S18.** Length distribution of genes detected in EXPRSS. **Figure S19.** Cartoon depicting tag assignment to genes.

Additional file 2: **Detailed protocols of EXPRSS and NlaIII-DGE and information of primers used.**

Additional file 3: **Zip archive of the analysis tools designed to import in to Galaxy web tool.**

Additional file 4: **Details of genes differentially expressed in EXPRSS Tag-seq.**

Additional file 5: **Details of genes differentially expressed in NlaIII-DGE Tag-seq.**

Additional file 6: **Details of genes differentially expressed in ATH1 array flg22 treatment of leaf discs.**

Additional file 7: **Details from EXPRSS Tag-seq, for genes used for qPCR verification.**

Additional file 8: **Details of genes differentially expressed in ATH1 array (leaf disc) but not in EXPRSS Tag-seq.**

Additional file 9: **Details of genes differentially expressed in ATH1 array flg22 treatment of leaf.**

Additional file 10: **Details of genes differentially expressed in ATH1 array flg22 treatment of seedlings.**

Additional file 11: **Overlap among three flg22 ATH1 array differential expression represented as pair-wise comparison.**

Additional file 12: **Locus details, log 2 fold change values and FDR of differentially expressed genes at 60 minutes of flg22 treatment from two independent experiments.**

Additional file 13: **Details of genes and log 2 fold change values of differentially expressed during flg22 time course in Col-0,** ***npr1-1,*** ***jar1-1*** **and** ***ein2-5.***

## Abbreviations

AFA: Adaptive focussed acoustics
SAGE: Serial analysis of gene expression
DGE: Digital gene expression
EST: Expressed sequence tag
RNA-seq: Whole transcriptome sequencing
Tag-seq: cDNA tag sequencing
TPM: Tags per million
FDR: False-discovery rate
DE: Differential expression.

# Supplementary material for: EXPRSS: an Illumina based high-throughput expression-profiling method to reveal transcriptional dynamics
**Source:** BMC Genomics. 2014 May 6;15(1):341. doi: 10.1186/1471-2164-15-341
**Supplement:** Supplementary file 1 — Additional file 1: Supplemental Figures. Figure S1. Modified NlaIII-DGE Tag-seq protocol. Figure S2. Transcription at rRNA loci observed with EXPRSS and NlaIII-DGE tag sequencing. Figure S3. Correlation between sense and anti-sense transcript expression. Figure S4. Novel transcription detection using EXPRSS Tag-seq. Figure S5. Cumulative frequency distribution multi-matching reads. Figure S6. Pair-wise scatter plots of gene counts from flg22 treated replicates. Figure S7. Pair-wise correlation of fold changes between three methods tested. Figure S8. Pair-wise scatter plots of gene counts from 60 minutes flg22 treatment replicates from two independent experiments. Figure S9. Pair-wise scatter plots of gene counts from Col-0 flg22 time course replicates. Figure S10. Pair-wise scatter plots of gene counts from npr1-1 flg22 time course replicates. Figure S11. Pair-wise scatter plots of gene counts from jar1-1 flg22 time course replicates. Figure S12. Pair-wise scatter plots of gene counts from ein2-5 flg22 time course replicates. Figure S13. Hierarchical clustering of genes differentially expressed during flg22 time course of four genotypes. Figure S14. Heat maps of log2 fold changes from all data points of genes that are differentially expressed at least from one time point of flg22 time course. Figure S15. Hierarchical clustering of genes differentially expressed during flg22 time course of four genotypes compared to Col-0. Figure S16. Frequency distribution of Read1 and Read2 from paired end sequencing. Figure S17. Examples showing Read1 and Read2 from paired end sequencing. Figure S18. Length distribution of genes detected in EXPRSS. Figure S19. Cartoon depicting tag assignment to genes.

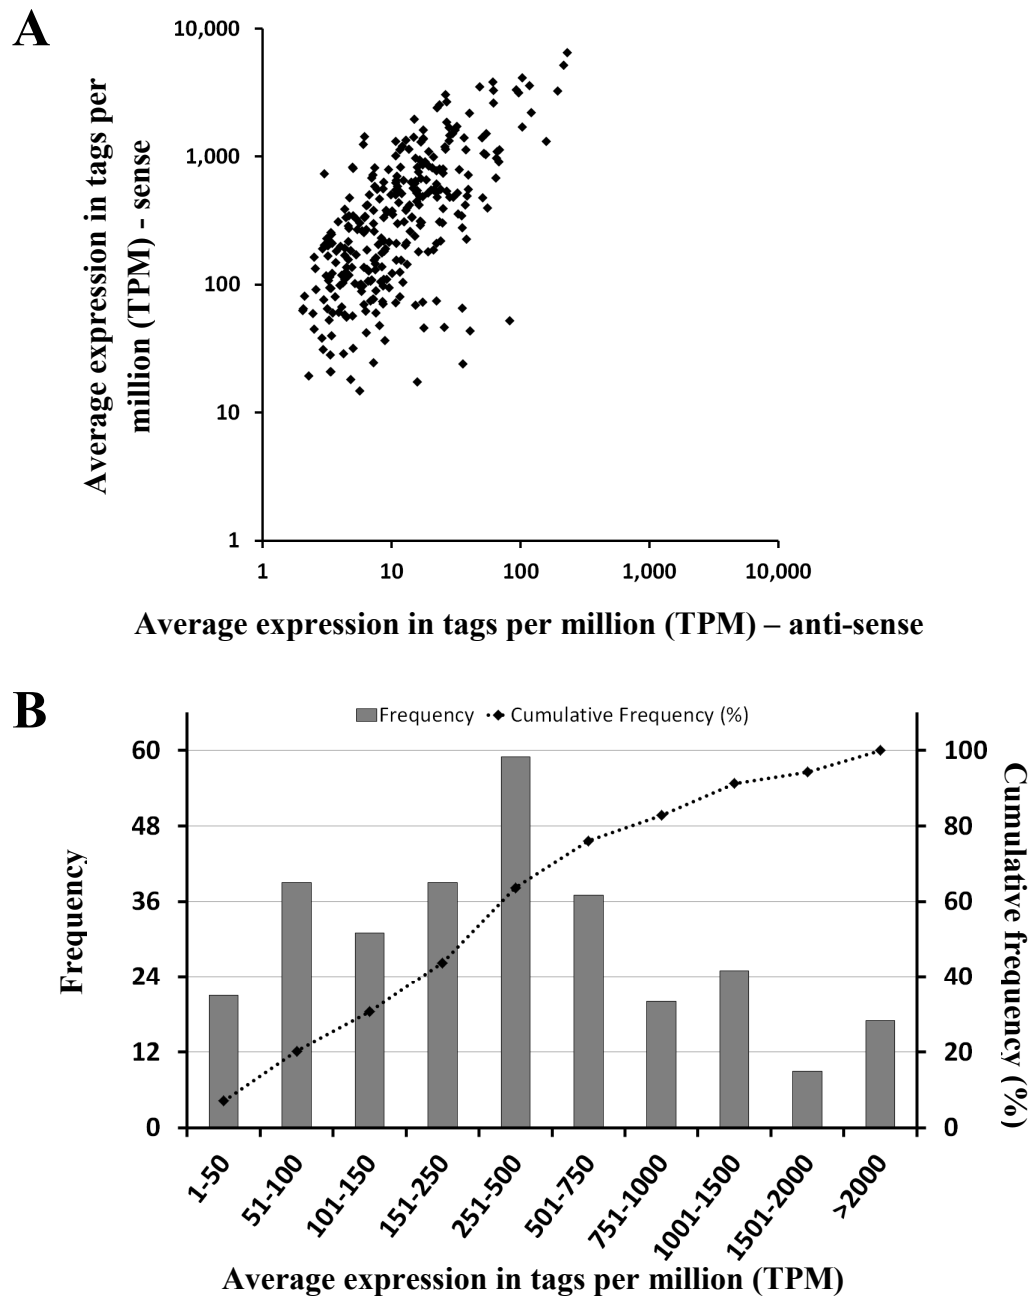

**Figure S3: Correlation between sense and anti-sense transcript expression**

Genes that are differentially expressed for their sense and antisense transcripts are selected (n=297). Average expression (in tags per million) was estimated for each sense and anti-sense pair from treatment replicates for 263 upregulated and from control replicates for 34 downregulated genes. (A) Mean expression of sense (Y-axis) and respective anti-sense (X-axis) transcripts are plotted pairwise (Pearson correlation 0.76). Apart from a few genes on the diagonal, especially transcripts with high expression, the majority of the genes are distributed on either side of the diagonal. (B) The sense transcripts of 297 genes are grouped based on their average expression and their frequency and cumulative frequency are plotted.

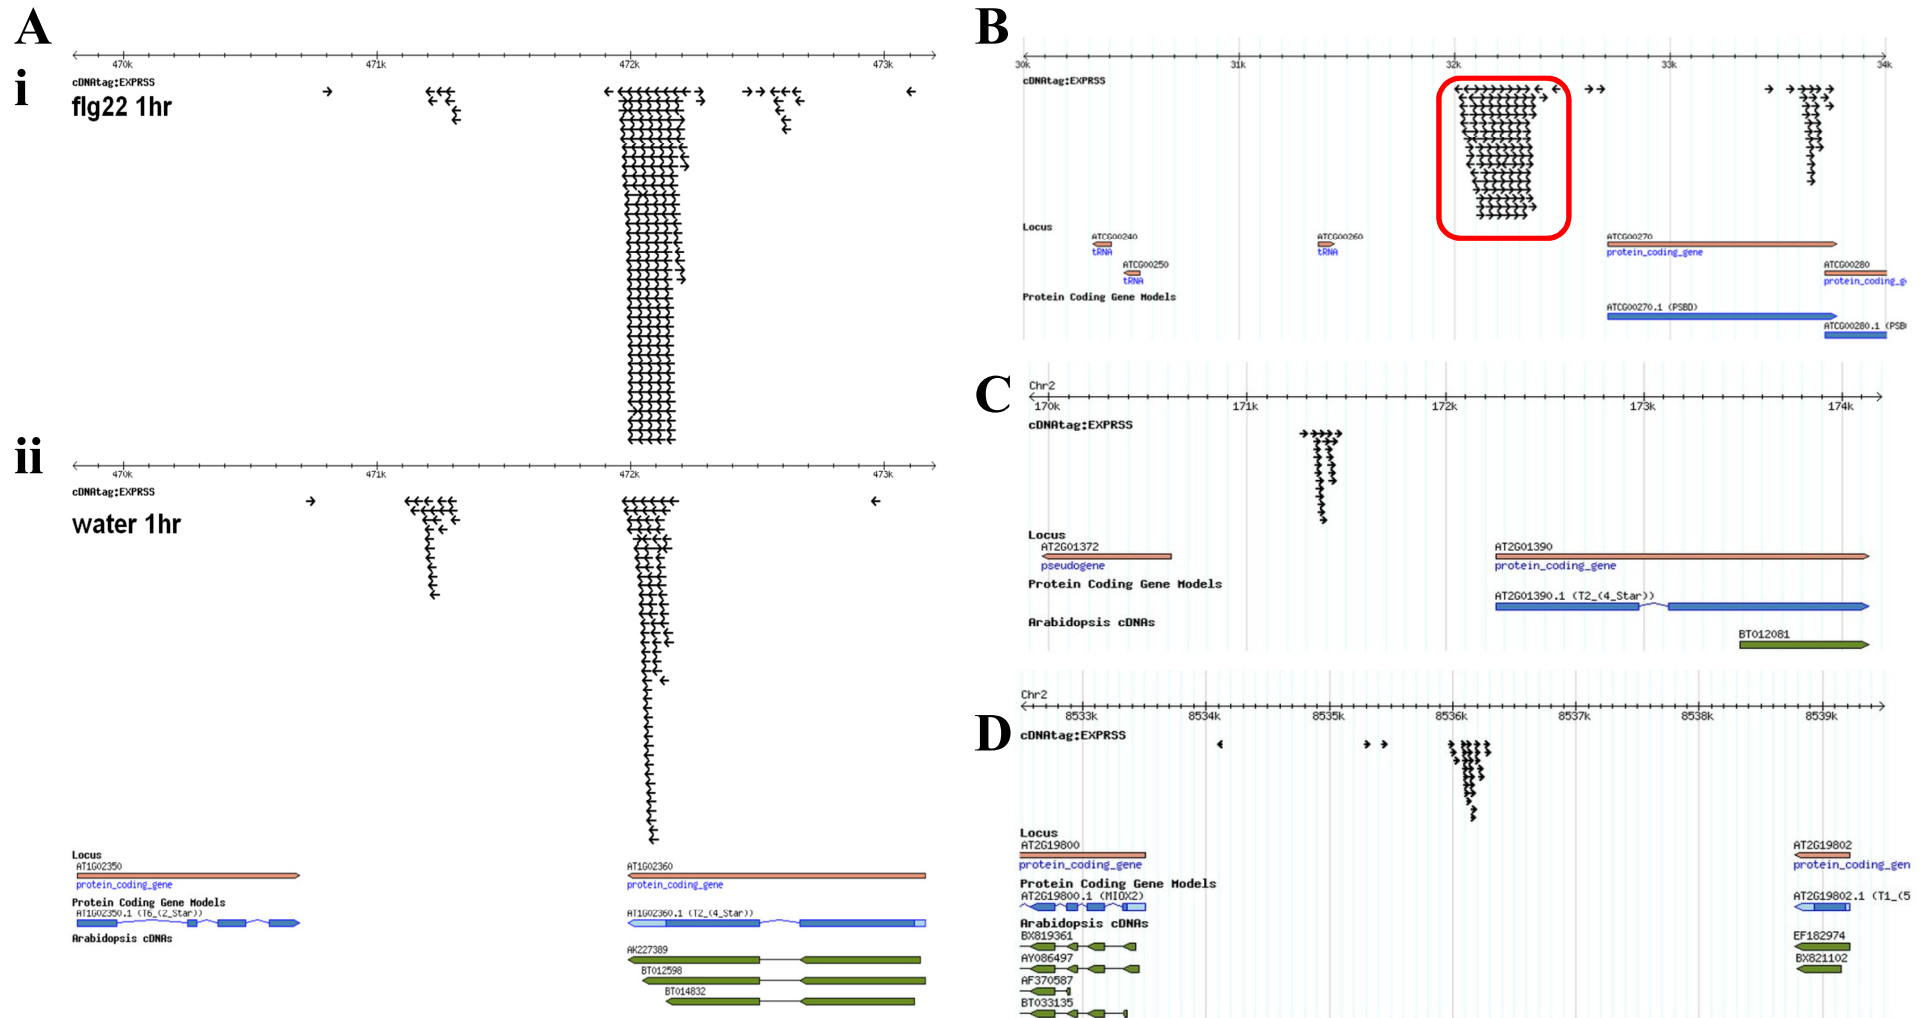

**Figure S4: Novel transcription detection using EXPRSS Tag-seq.**

Regions of the genome showing EXPRSS tags without prior gene annotation are presented. 

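AT1G02360 lies on the minus strand of chromosome 1 of TAIR10.1, from 471883 to 473336. In the EXPRSS biological replicates it had 33.5 ± 17.0 TPM (SD, n = 4) with water and 1090.0 ± 170.0 TPM (SD, n = 4) with flg22, a ratio of means of 32.54. The edgeR log2 fold change was 5.39 (standard error 0.323, adjusted p = 8.75e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 5.3 and 5.89 with each library left out in turn. The transcript downstream of it has no row in the files analysed here.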

(A) AT1G02360 showing flg22 dependent upregulation (32 folds), while a novel transcript downstream of it shows 4 fold downregulation (A i) flg22 snapshot and (A ii) water sample snapshot. (B) A novel chloroplast transcript upstream of ATCG00270 (reads highlighted in red box), has shown very high and comparable expression in all samples sequenced. 

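The files give tags for the gene ATCG00270 itself and not for the transcript upstream of it. The gene had 524.8 ± 194.0 TPM (SD, n = 4) with water and 478.9 ± 144.0 TPM (SD, n = 4) with flg22 in the EXPRSS biological replicates, with a log2 fold change of 0.296 (standard error 0.267, adjusted p = 0.439 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the technical replicates it had 43.17 ± 5.57 TPM (SD, n = 4) and 38.28 ± 6.56 TPM (SD, n = 4). Its counts were fractional, so tags were shared with another gene.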

(C-D) Unassigned alignments are pooled from all replicates of flg22 treatment samples (~150,000 from 4 replicates) and presented on the Arabidopsis TAIR10 genome browser showing evidence for novel transcription. Tag alignment snapshots for Ai and B are cropped to show top part of alignments for clarity

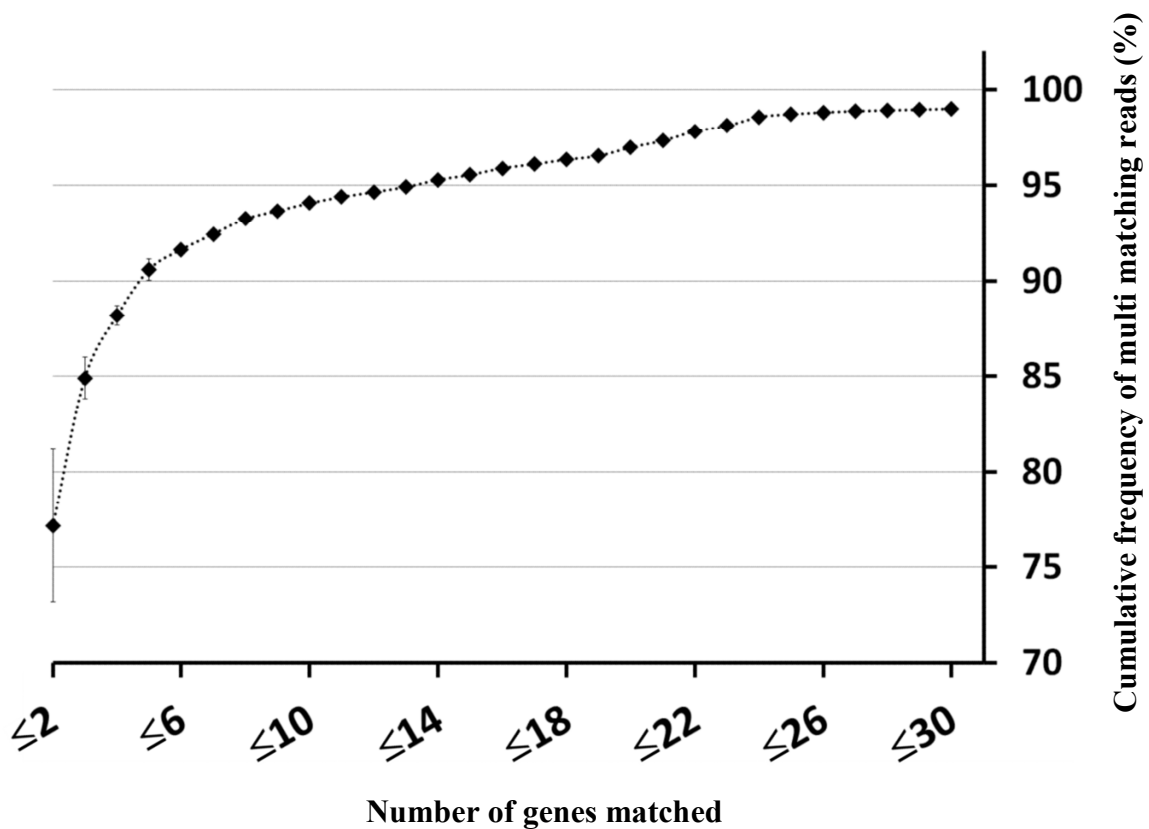

**Figure S5: Cumulative frequency distribution of multi-matching reads**

Reads matching to more than one gene are counted and their cumulative frequency distribution as increments of 1 gene, are plotted against number of genes matched.

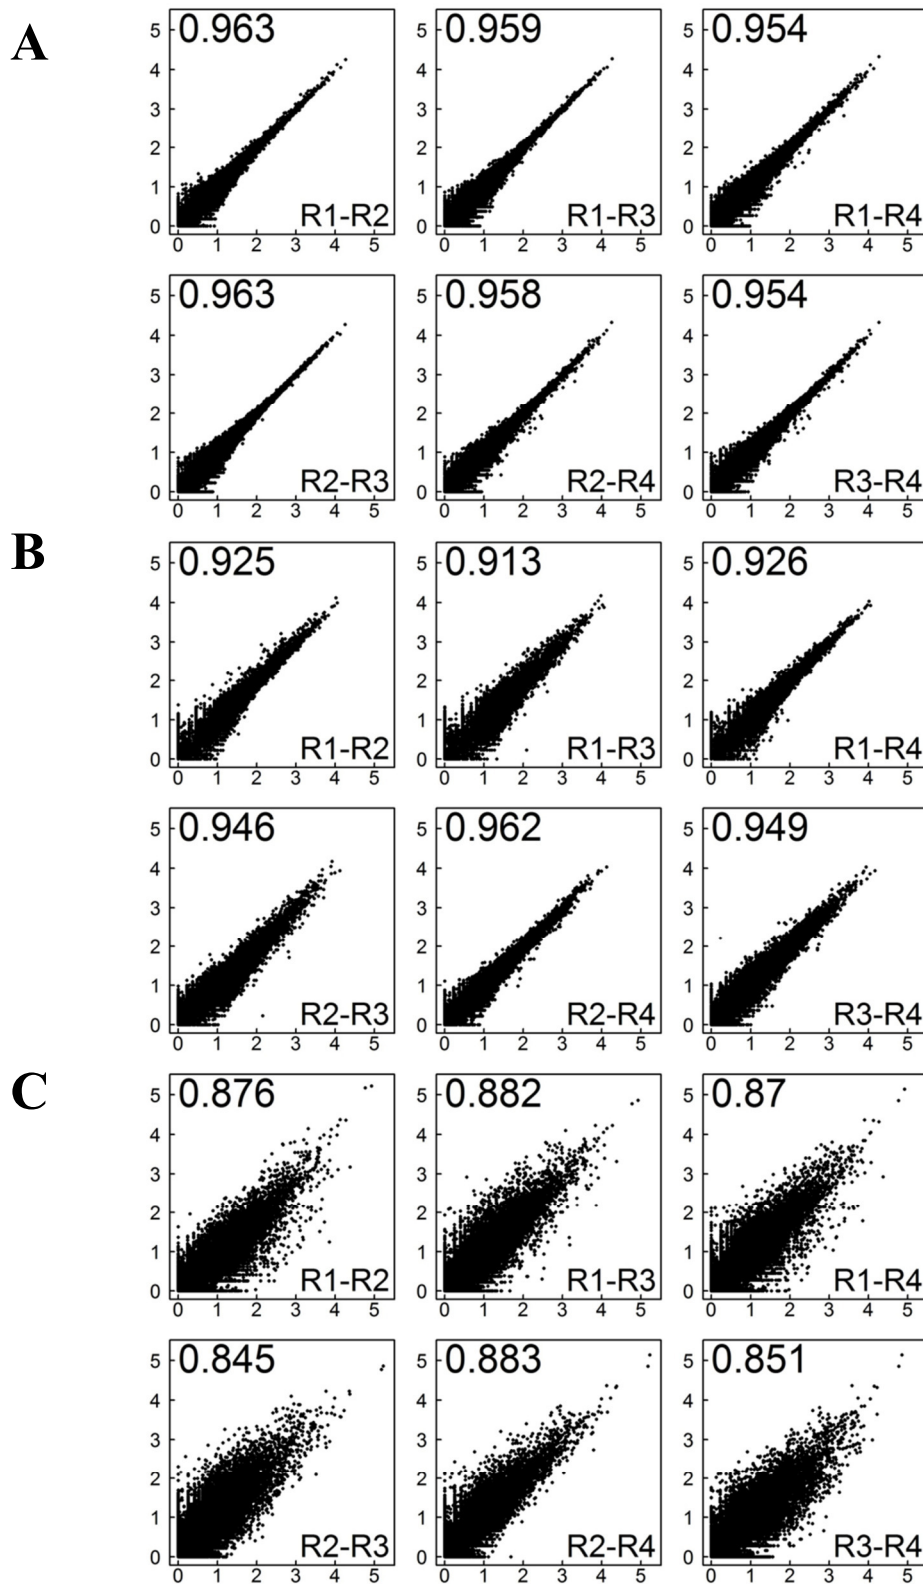

**Figure S6: Pair-wise scatter plots of gene counts from flg22 treated replicates**

Pair-wise correlation of technical (A) and biological (B) replicates of EXPRSS and biological (C) replicates of *NlaIII*-DGE of flg22 treatment samples are presented. Top left hand corner of each square shows Pearson correlation of  $\log_{10}$  transformed tag counts per million plus 1 of the pair in comparison. R1 to R4 – replicate 1 to 4.

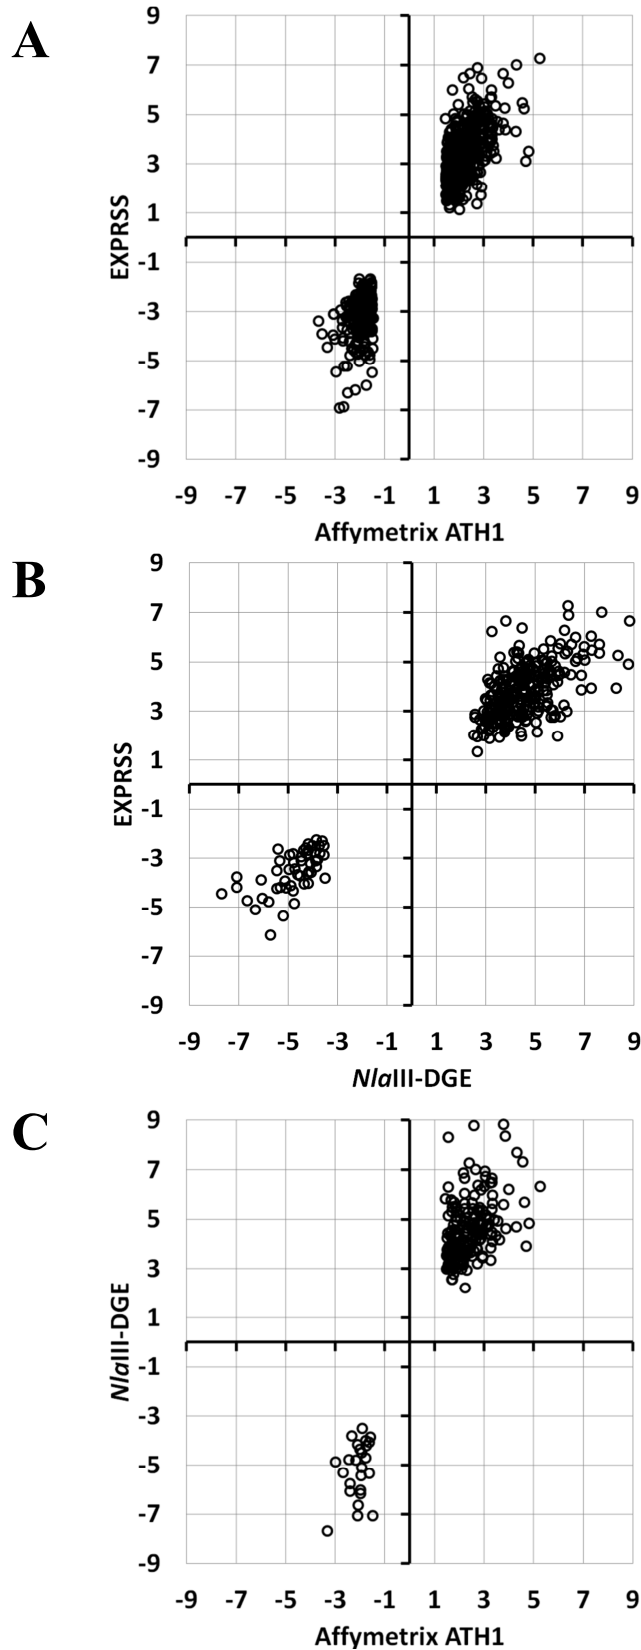

**Figure S7: Pair-wise correlation of fold changes between three methods tested**

Log2 fold changes of genes overlapping between respective methods are used for scatter plots. (A) EXPRSS vs Affymetrix ATH1 array (n=723 and r=0.96); (B) EXPRSS vs *NlaIII*-DGE (n=338 and r=0.95) and (C) *NlaIII*-DGE vs Affymetrix ATH1 array (n=207 and r=0.90). n – Number of genes and r – Pearson correlation

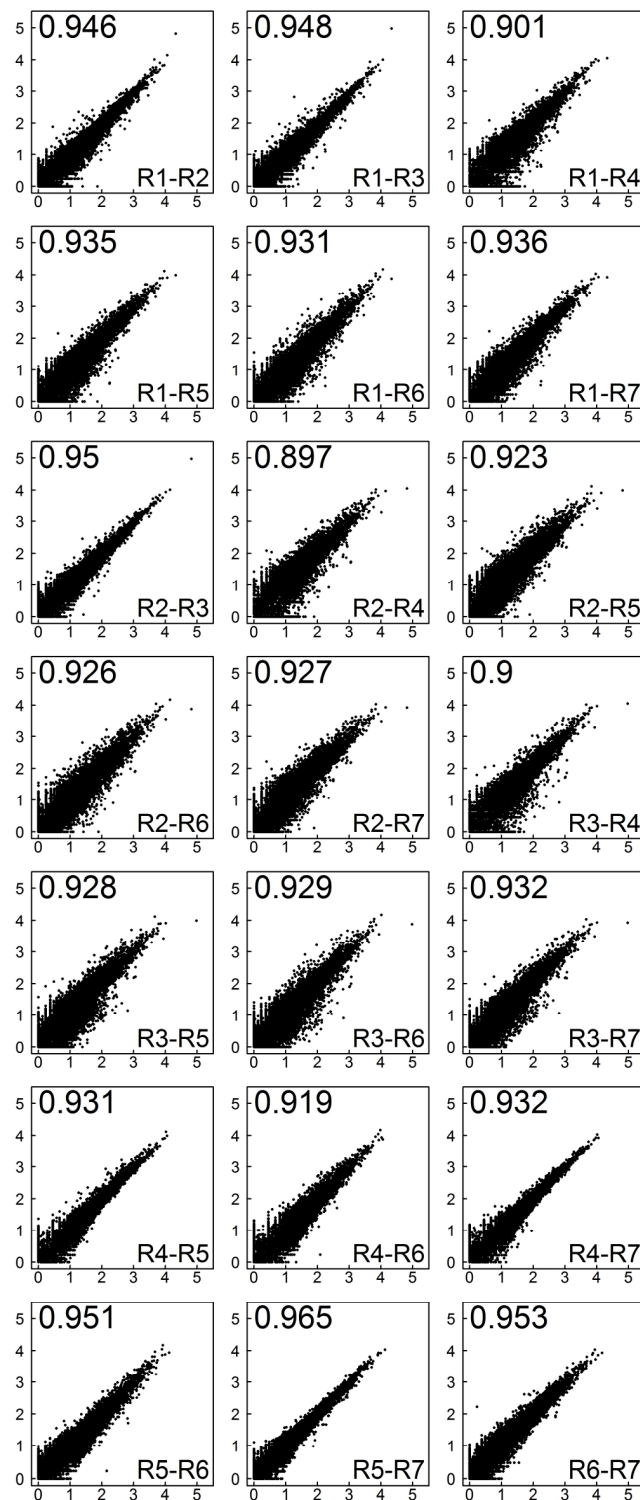

**Figure S8. Pair-wise scatter plots of gene counts from 60 minutes flg22 treatment replicates from two independent experiments**

Pair-wise correlations of biological replicates from two independent experiments are presented for 60 min flg22 treated Col-0 samples. Top left hand corner of each square shows Pearson correlation of  $\log_{10}$  transformed tag counts per million plus 1 of the pair in comparison. The correlation among replicates from within or between independent experiments is high. R1 to R4 – four biological replicates from EXPRSS Tag-seq validation experiment and R5 to R7 three biological replicates from Col-0 flg22 time course experiment.

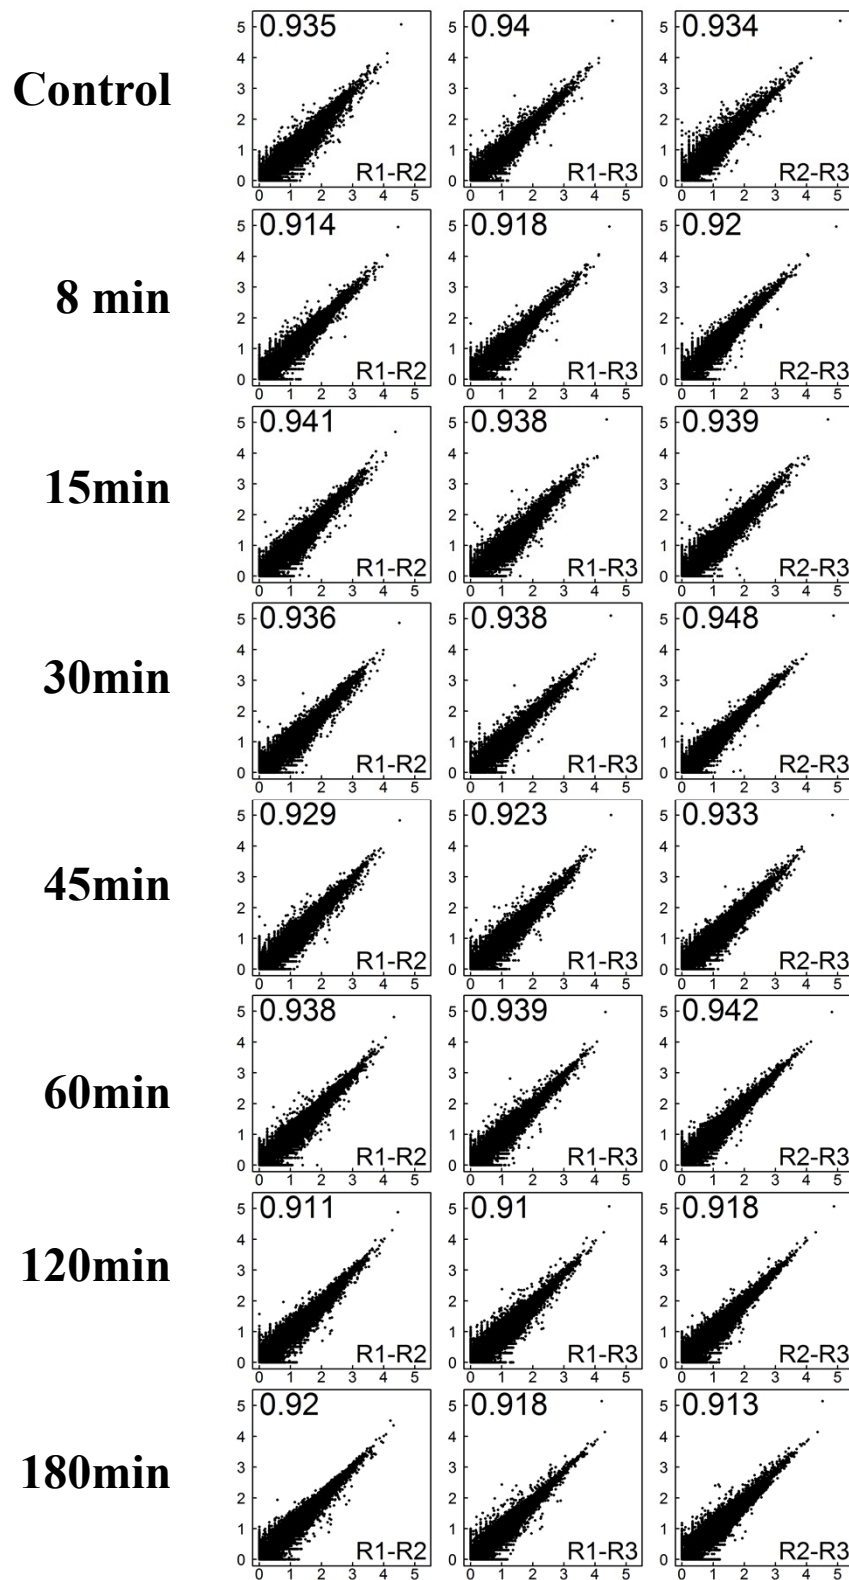

**Figure S9. Pair-wise scatter plots of gene counts from Col-0 flg22 time course replicates**  
 Pair-wise correlation of each three biological replicates of Col-0 flg22 treatment time course samples are presented. Top left hand corner of each square shows Pearson correlation of  $\log_{10}$  transformed tag counts per million plus 1 of the pair in comparison. R1 to R3 – three biological replicates.

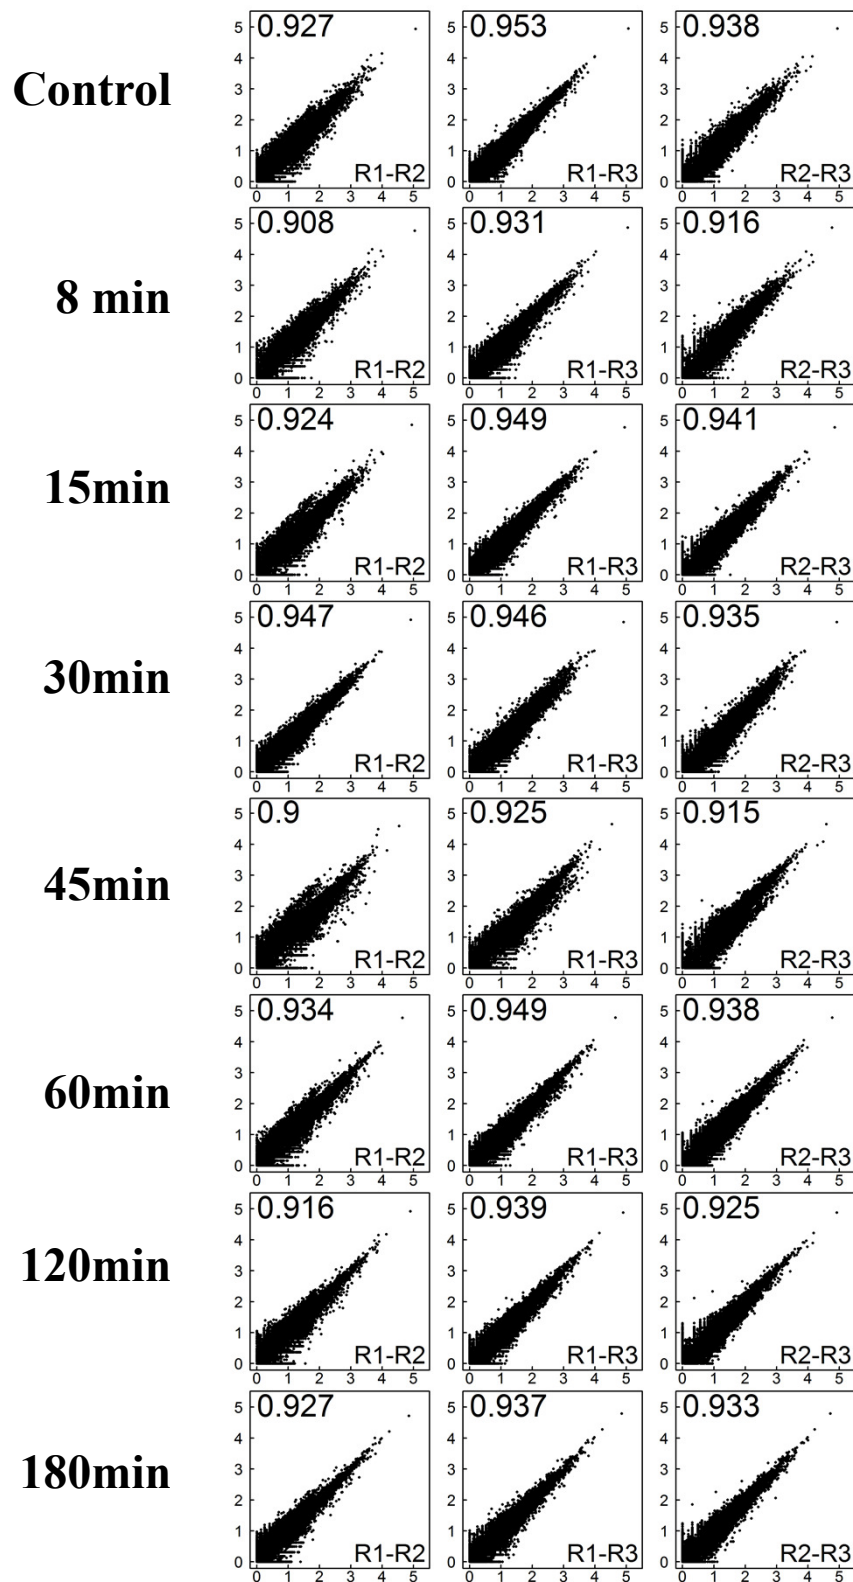

**Figure S10. Pair-wise scatter plots of gene counts from *npr1-1* flg22 time course replicates**

Pair-wise correlation of each three biological replicates of *npr1-1* flg22 treatment time course samples are presented. Top left hand corner of each square shows Pearson correlation of  $\log_{10}$  transformed tag counts per million plus 1 of the pair in comparison. R1 to R3 – three biological replicates.

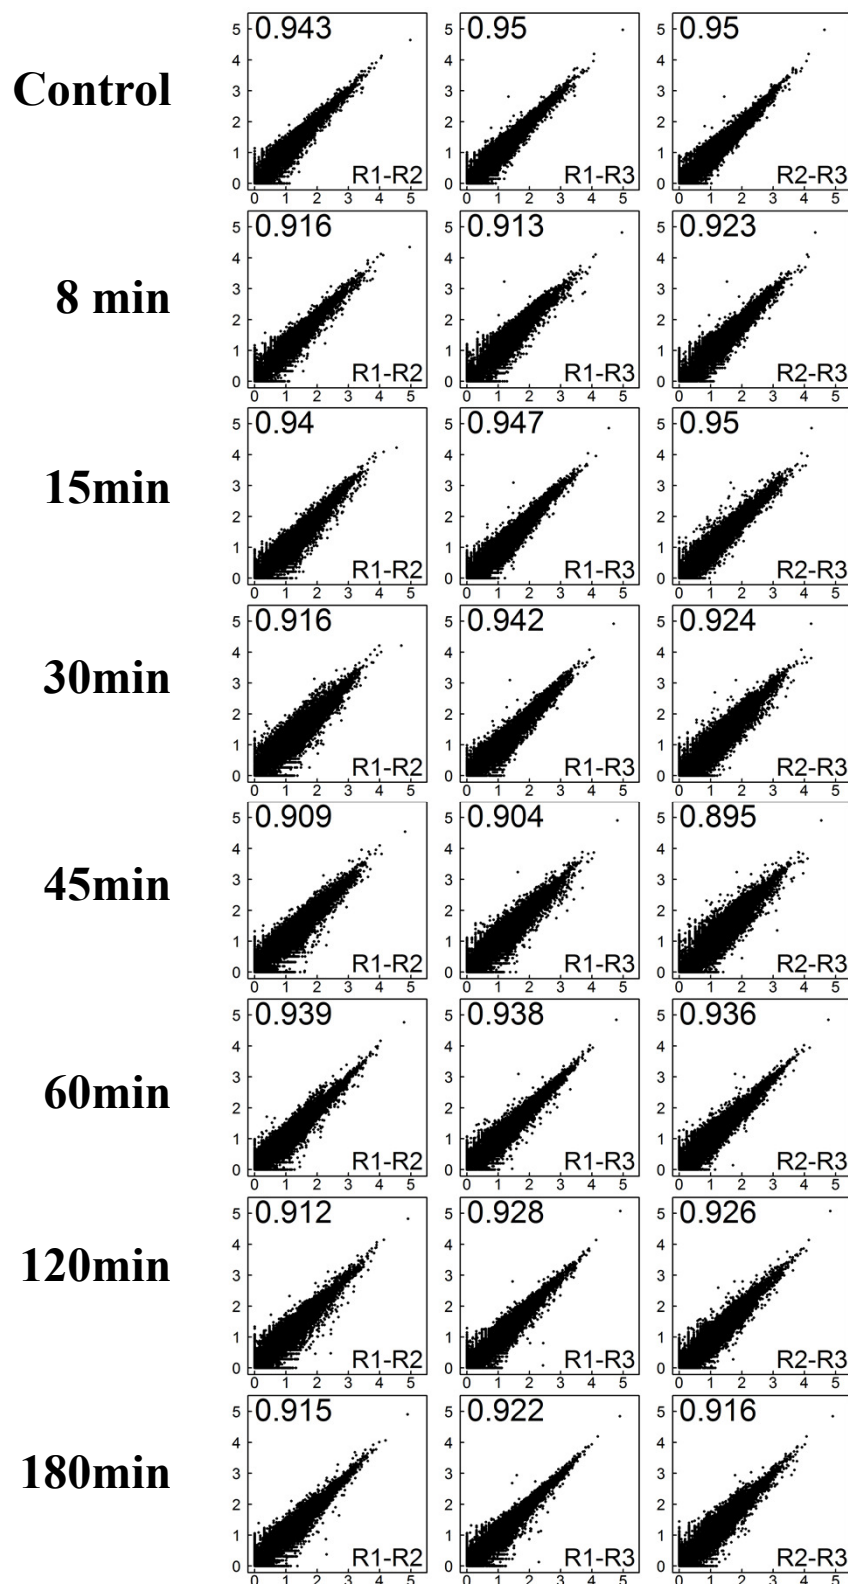

**Figure S11. Pair-wise scatter plots of gene counts from *jar1-1* flg22 time course replicates**  
 Pair-wise correlation of each three biological replicates of *jar1-1* flg22 treatment time course samples are presented. Top left hand corner of each square shows Pearson correlation of  $\log_{10}$  transformed tag counts per million plus 1 of the pair in comparison. R1 to R3 – three biological replicates.

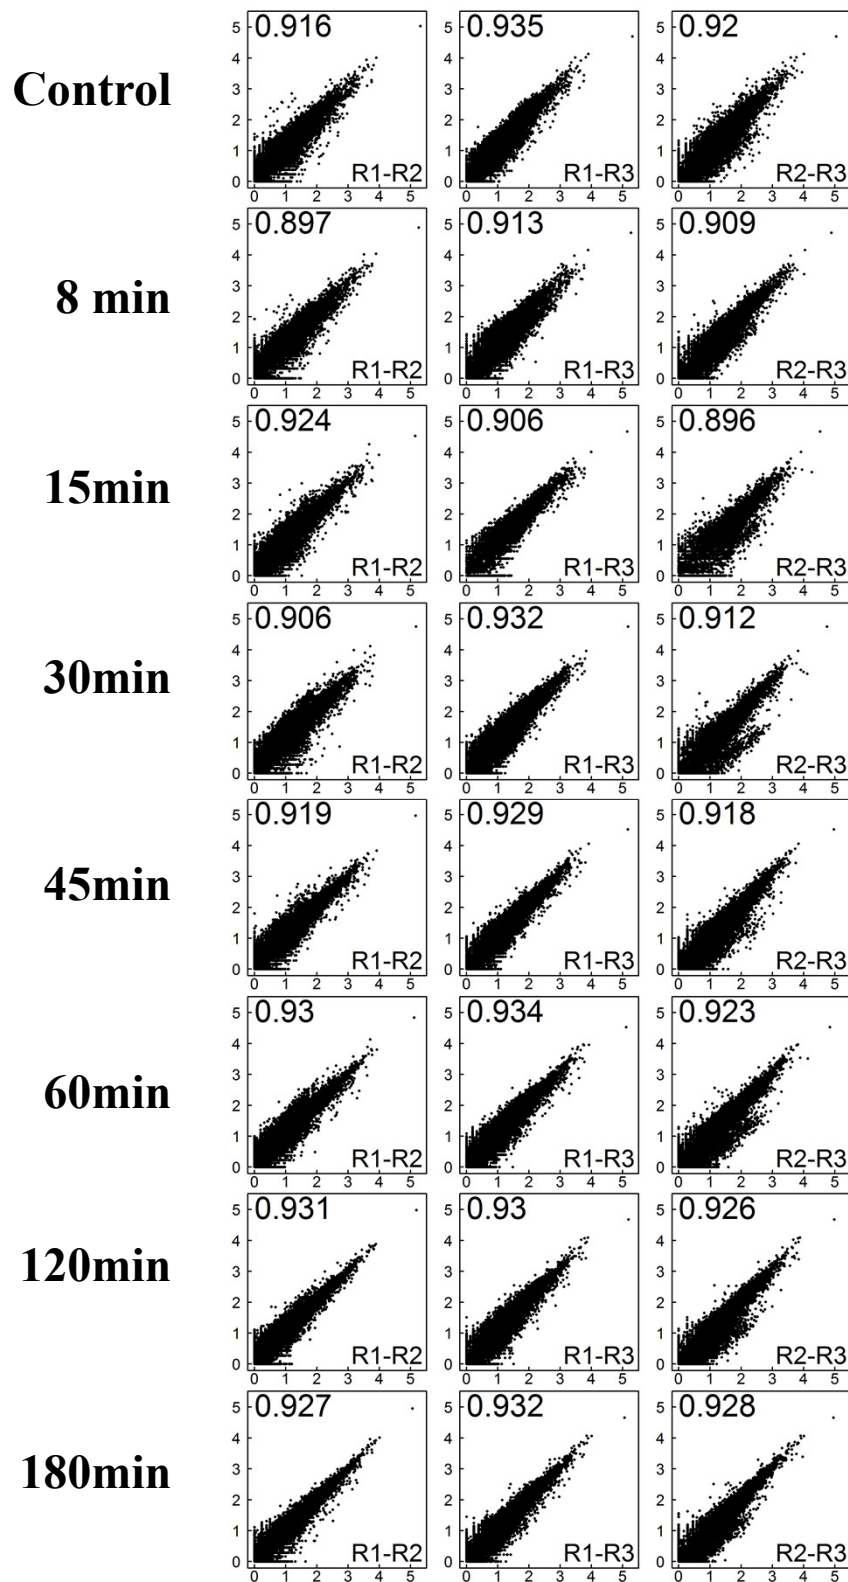

**Figure S12. Pair-wise scatter plots of gene counts from *ein2-5* flg22 time course replicates**  
 Pair-wise correlation of each three biological replicates of *ein2-5* flg22 treatment time course samples are presented. Top left hand corner of each square shows Pearson correlation of  $\log_{10}$  transformed tag counts per million plus 1 of the pair in comparison. R1 to R3 – three biological replicates.

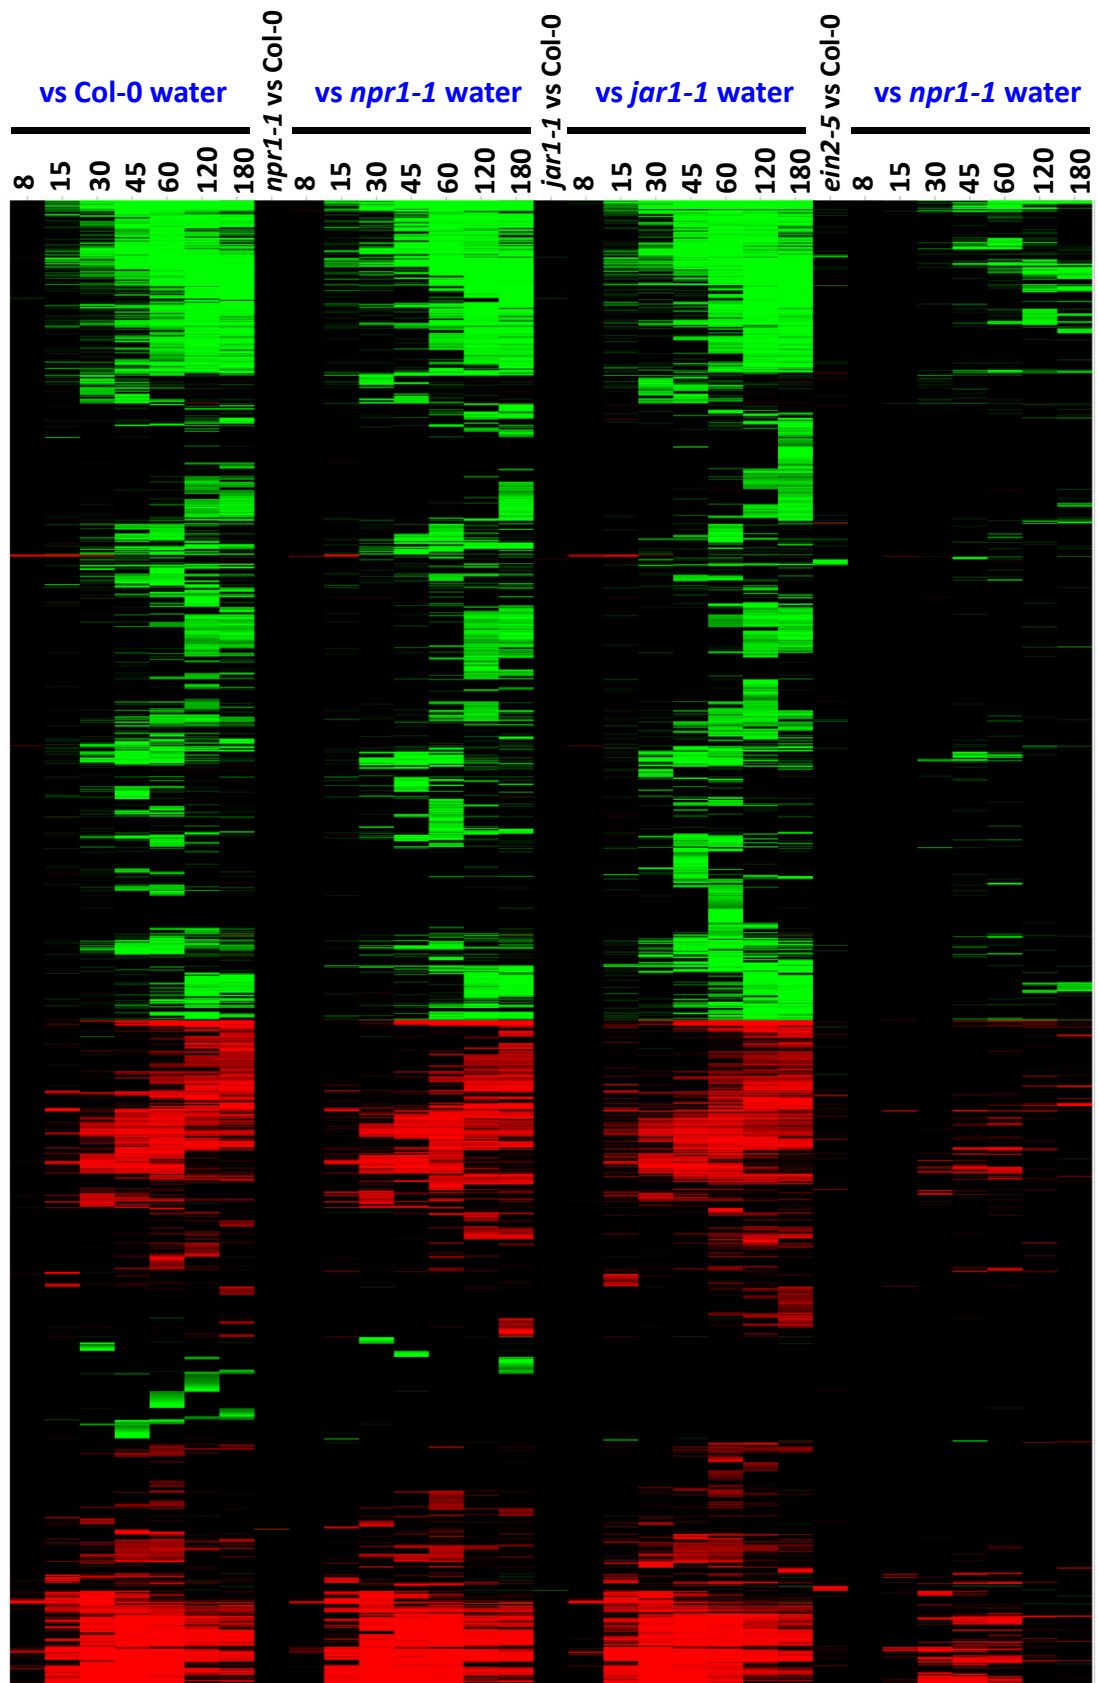

**Figure S13. Hierarchical clustering of genes differentially expressed during flg22 time course of four genotypes**

Heat map showing hierarchically clustered log<sub>2</sub> fold changes of genes differentially expressed during flg22 time course (n=9282) from the four genotypes (Col-0, *npr1-1*, *jar1-1* and *ein2-5*) studied. The four genotypes have responded to flg22, while response from *ein2-5* appears to be reduced. For each genotype flg22 treated samples are compared to water treated sample of respective genotype.

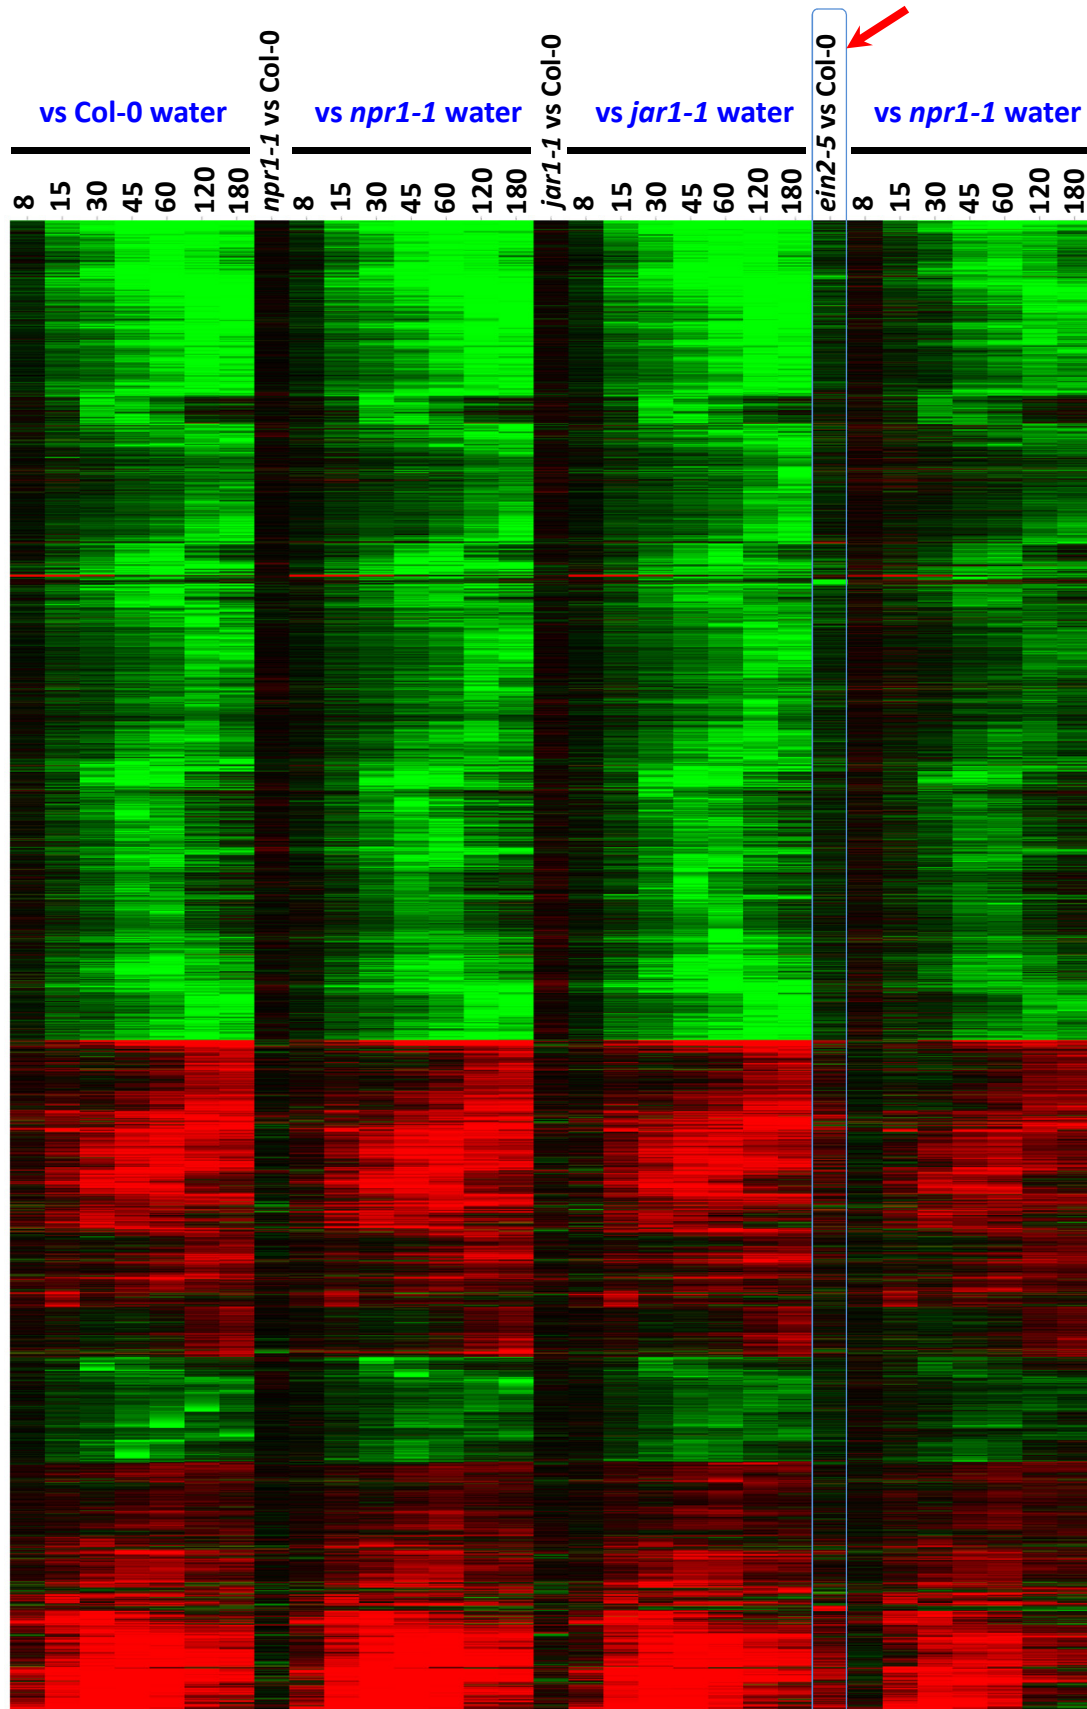

**Figure S14. Heat maps of log<sub>2</sub> fold changes from all data points of genes that are differentially expressed at least from one time point of flg22 time course**

Log<sub>2</sub> fold changes from all data points of 9282 genes presented in Figures S13 are included in the heat map. It is evident that all four genotypes have responded similarly to flg22; while comparison of water treated *ein2-5* with that of Col-0 indicate primed response to flg22 (highlighted in blue block & red arrow). For each genotype flg22 treated samples are compared to water treated sample of respective genotype.

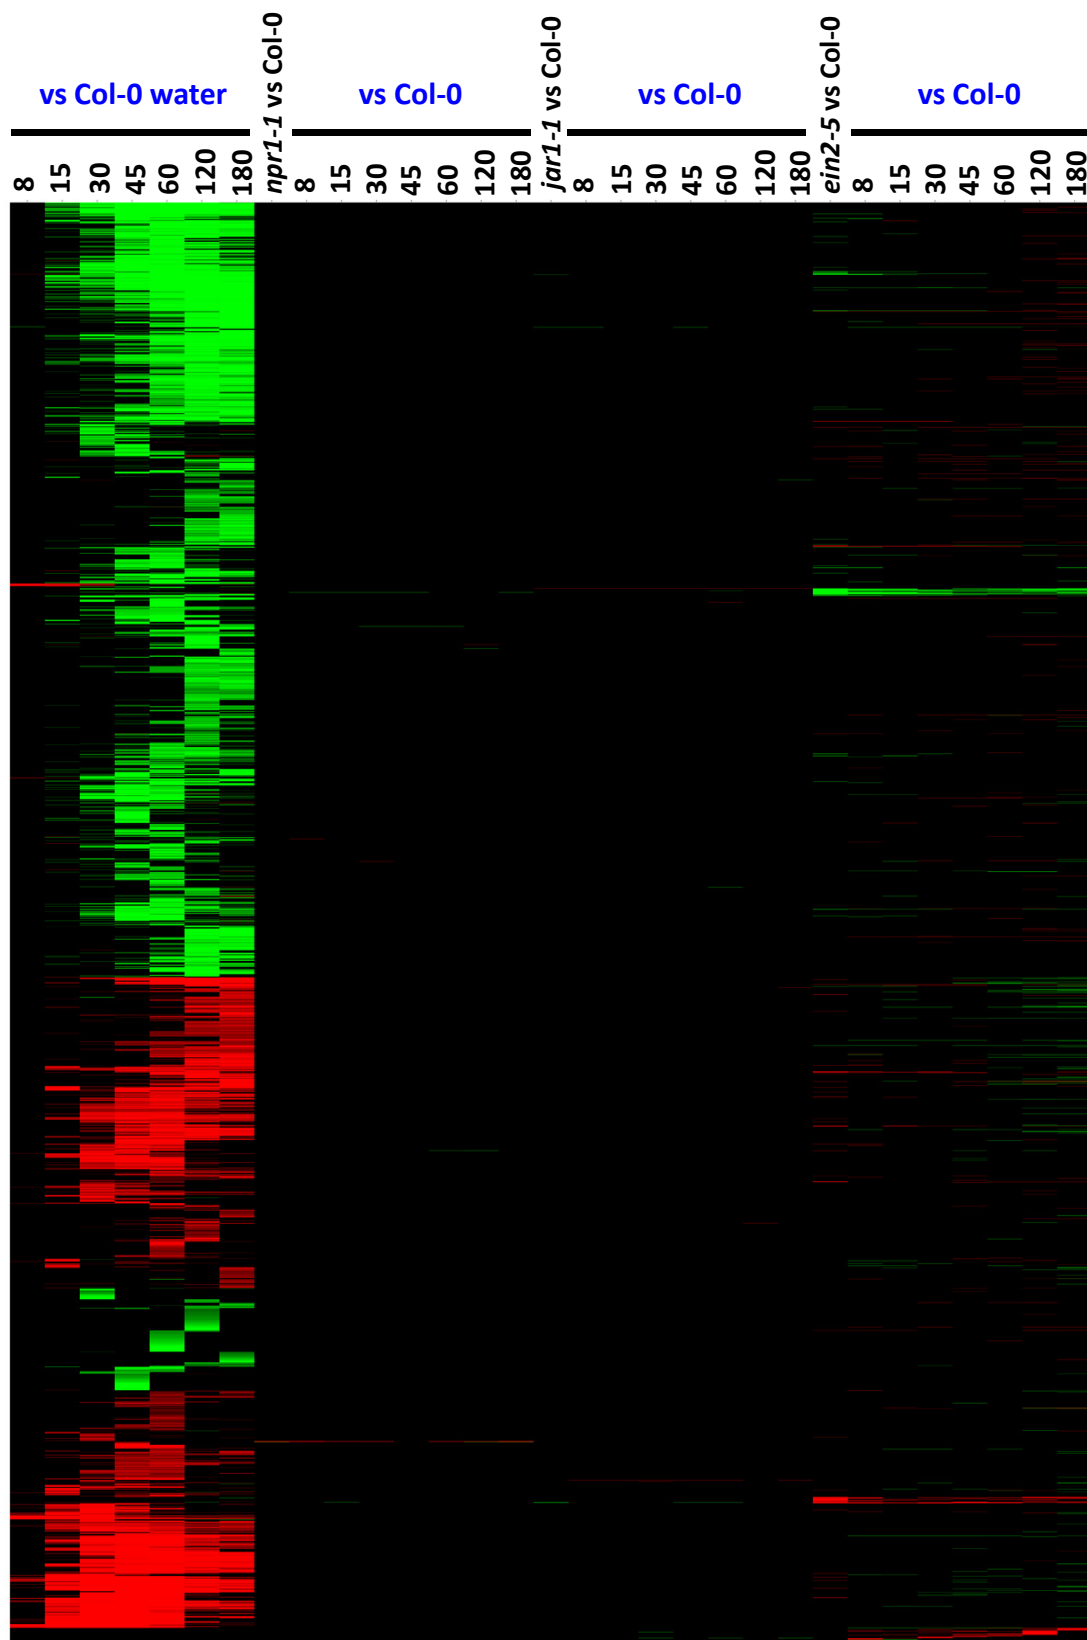

**Figure S15. Hierarchical clustering of genes differentially expressed during flg22 time course of four genotypes compared to Col-0.**

Heat map showing hierarchically clustered  $\log_2$  fold changes of genes differentially expressed during flg22 time course compared to Col-0 ( $n=7091$ ). Col-0 flg22 time course samples are compared to Col-0 water treated sample (vs Col-0 water), while each mutant genotype (*npr1-1*, *jar1-1* and *ein2-5*) flg22 treated samples are compared to respective flg22 treated time point of Col-0 (vs Col-0). Heat map indicates that flg22 responsive gene expression in the mutants is not significantly different from Col-0, while few genes in *ein2-5* show higher induction or repression.

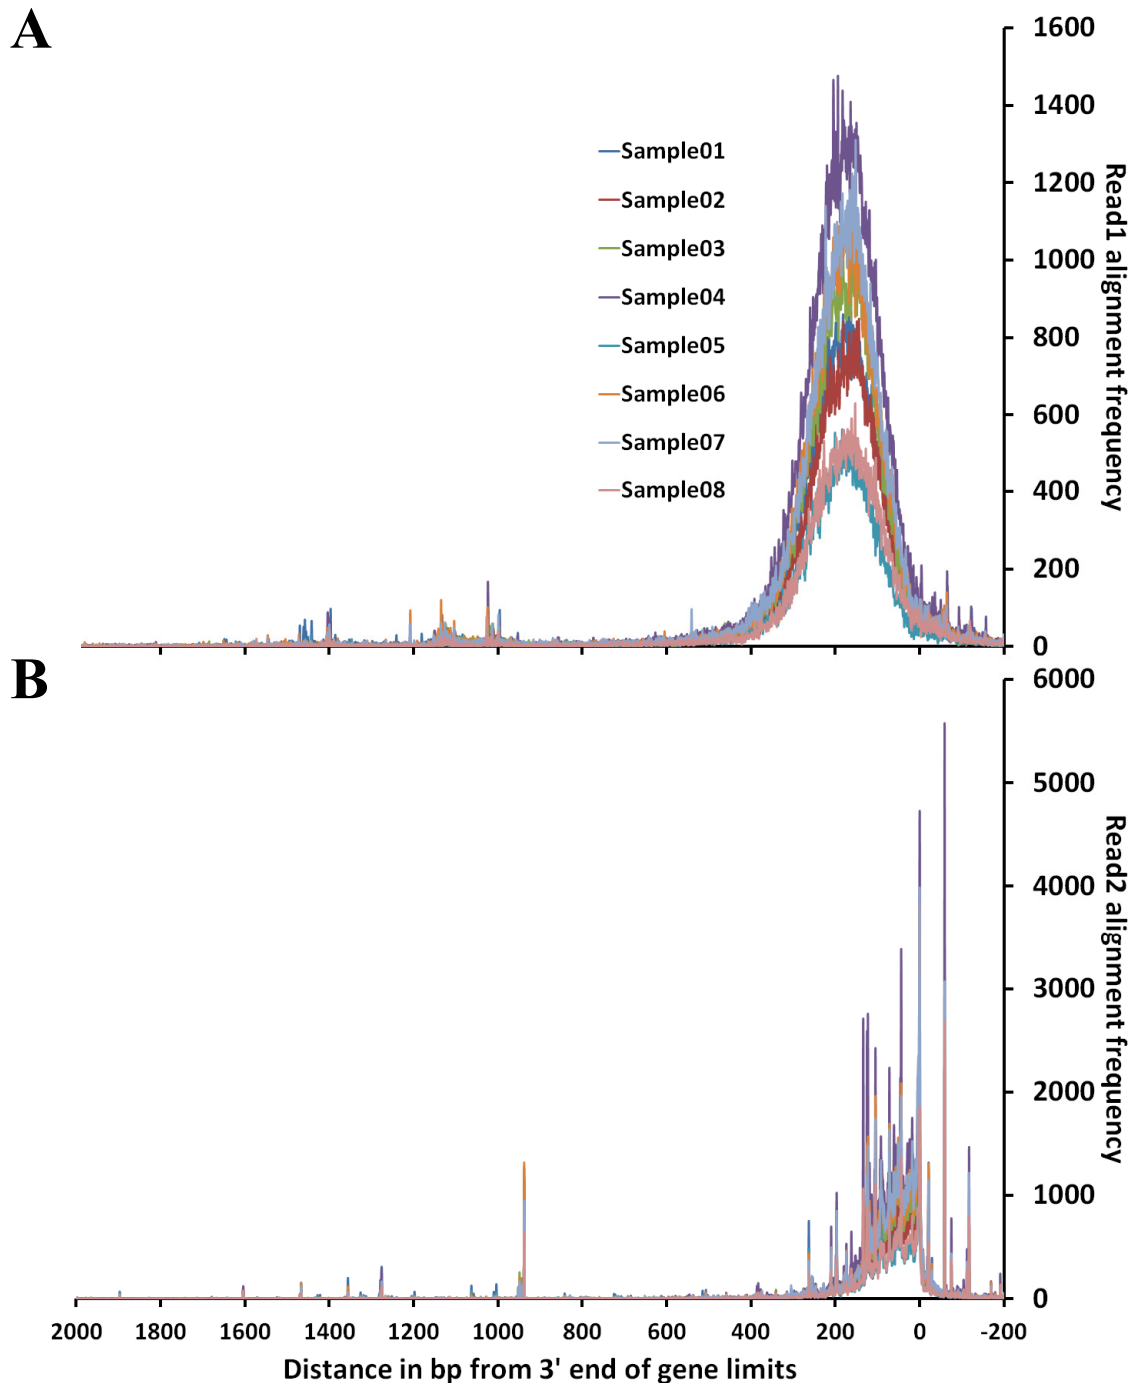

**Figure S16. Frequency distribution of Read1 and Read2 from paired end sequencing**

Uniquely aligned tags to the sense strand of transcripts on genome sequences from all Arabidopsis genes were used, to plot tag alignment position as a distance from 3' end of annotated genes against the frequency of reads mapped. (A) Read1 is sequenced within the transcript and a clear peak of read distribution ~200bp from 3' end is evident, while (B) Read2 is sequenced from the polyadenylation point and major polyadenylation read2 islands (peaks of lines) are observed corresponding to Read1 locations.

**A**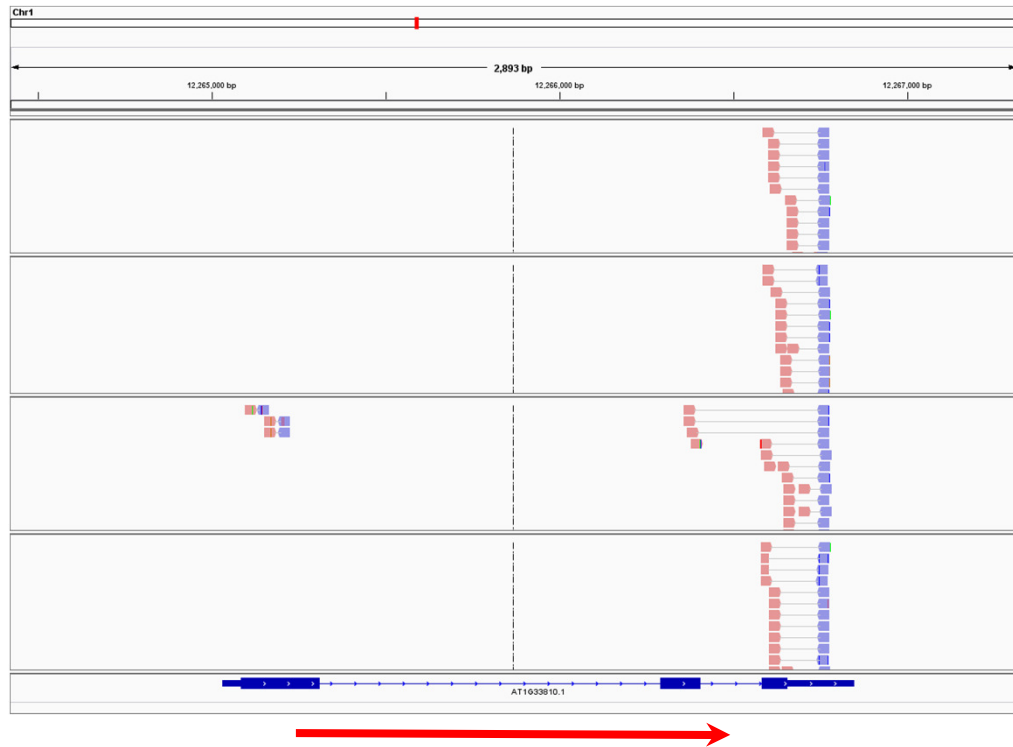**B**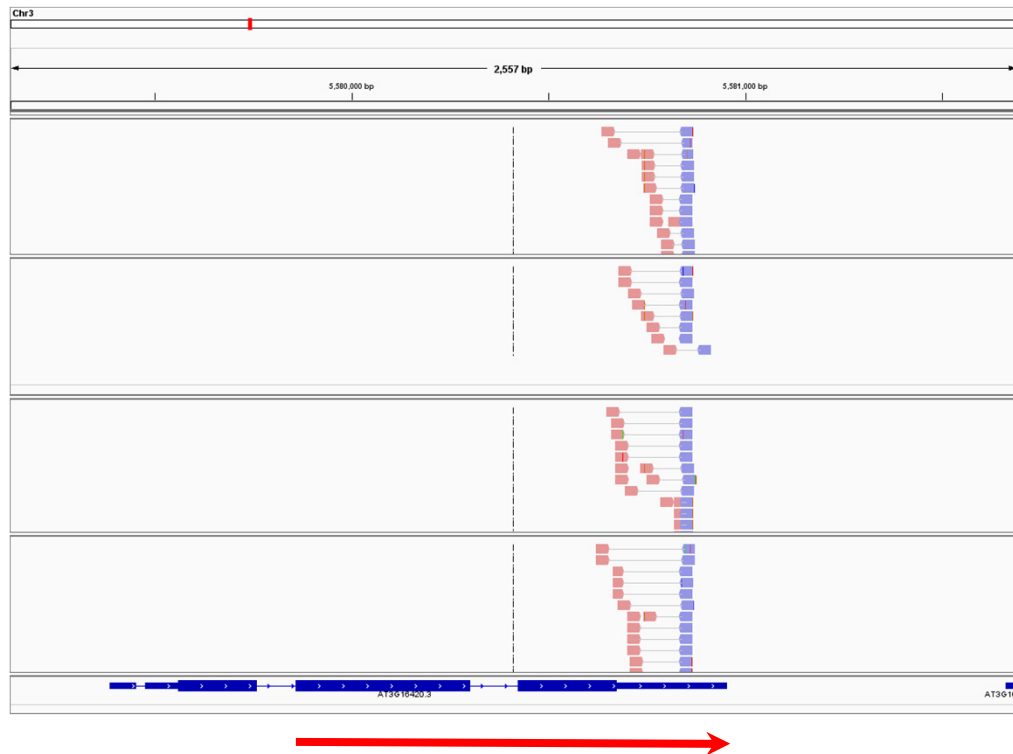

**Figure S17. Example showing Read1 and Read2 from paired end sequencing** Paired read alignments are represented on two Arabidopsis gene loci AT1G33810 (A) and AT3G16420 (B). Gene structure is depicted in blue at the bottom of each panel, and gene orientation is represented by a red arrow. Paired reads from 4 independent samples are presented. Read1 is brick red colour and Read2 is light blue colour.

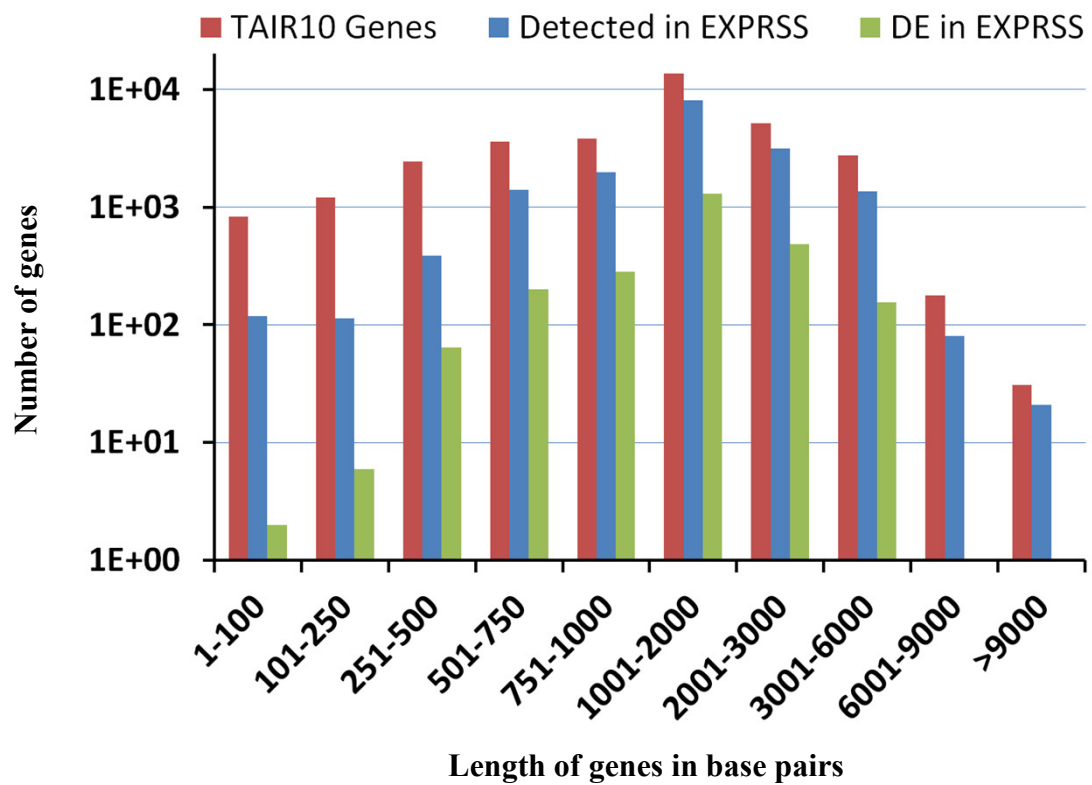

**Figure S18. Length distribution of genes detected in EXPRSS**

Lengths of the genes present in TAIR10 annotation, detected in EXPRSS and differentially expressed (DE) in EXPRSS are grouped in different length groups and their frequencies are plotted. For genes with multiple variants, the longest transcript is taken into consideration.

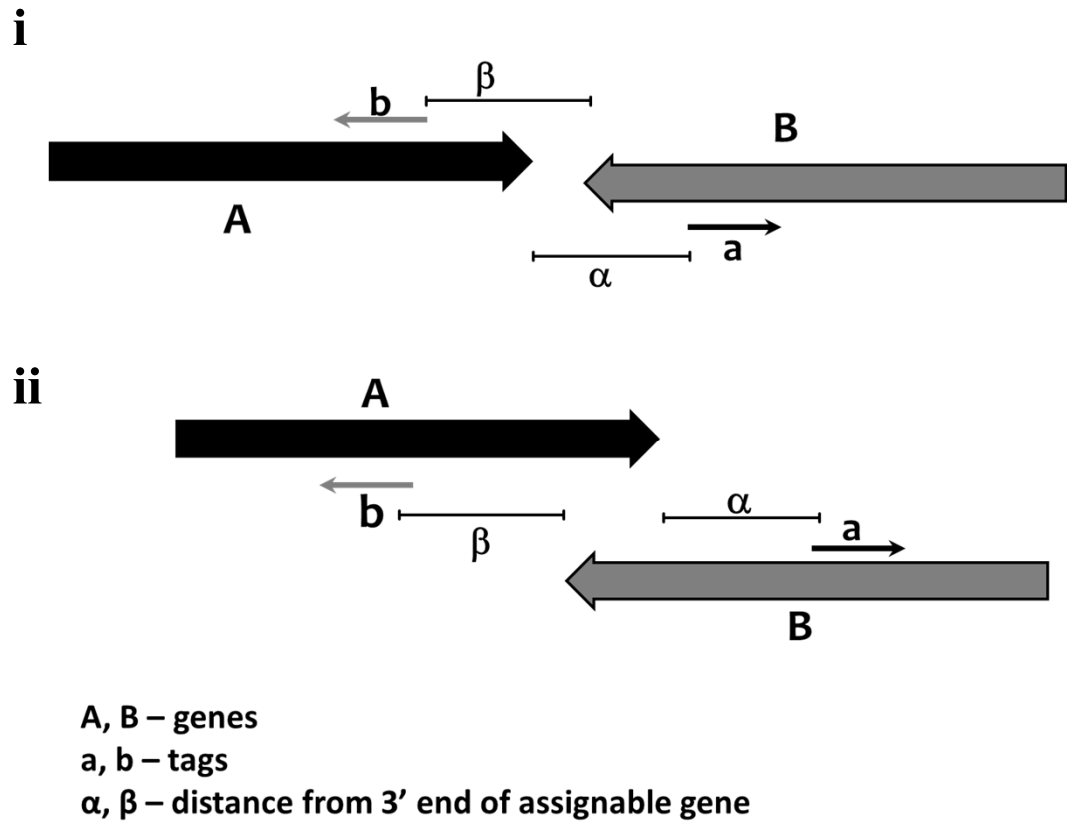

**Figure S19. Cartoon depicting tag assignment to genes**

Tags aligning as antisense tags to current gene are assigned as sense tags to nearby genes if the distance from 3' end is less than 500bp. (i & ii) Tags a and b are assigned to genes A and B, respectively, if the distances from 3' end of genes to tags ( $\alpha$  and  $\beta$ ) is less than 500bp.

# Supplementary material for: EXPRSS: an Illumina based high-throughput expression-profiling method to reveal transcriptional dynamics
**Source:** BMC Genomics. 2014 May 6;15(1):341. doi: 10.1186/1471-2164-15-341
**Supplement:** Supplementary file 2 — Additional file 2: Detailed protocols of EXPRSS and NlaIII-DGE and information of primers used.

# Supplemental materials and methods

## 1. EXPRSS Tag-seq single read compatible adapter and primer sequences

(Compatible with single end flow cell only)

| Primer Name                  | Sequence (5' -> 3')                                             | Modification             | Purification |
|------------------------------|-----------------------------------------------------------------|--------------------------|--------------|
| oligo-dT_P7                  | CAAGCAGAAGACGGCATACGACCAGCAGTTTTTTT<br>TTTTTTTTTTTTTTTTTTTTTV*N | *- phosphorothioate bond | HPLC         |
| EXPRSS_Adp<br>Y_top          | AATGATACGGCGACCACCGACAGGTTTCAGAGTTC<br>TACAGTCCX[3-7]*T         | *- phosphorothioate bond | HPLC         |
| EXPRSS_Adp<br>Y_bottom       | [Phos]X[3-7]<br>GGACTGTAGAACTCTGAACCACAATAA                     | 5' Phosphorylation       | HPLC         |
| EXPRSS_P5-<br>for            | AATGATACGGCGACCACCGACA                                          |                          | PAGE         |
| EXPRSS_P7-<br>rev            | CAAGCAGAAGACGGCATACGACCA                                        |                          | PAGE         |
| EXPRSS_seque<br>ncing_primer | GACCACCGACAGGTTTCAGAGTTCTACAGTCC                                |                          | PAGE         |
| P5-qPCR                      | AATGATACGGCGACCACCGACA                                          |                          | Desalt       |
| P7-qPCR                      | CAAGCAGAAGACGGCATACGA                                           |                          | Desalt       |

**X** - Indicates the Nucleotides related to barcode

**V** – A, G & C

**N** – A, T, G & C

### 8 barcodes used in this study:

**AGC\*T, TCG\*T, GCTC\*T, GTAC\*T, TTGGA\*T, CGAGA\*T, AACAGA\*T, CATACG\*T**

### 16 barcodes used:

**AGC\*T, TCG\*T, CGG\*T, GCA\*T, GCTC\*T, GTAC\*T, ACTG\*T, ATCC\*T, TTGGA\*T, CGAGA\*T, GACAC\*T, CAGAG\*T, CATACG\*T, TTGCGC\*T, AACAGAG\*T, TGTGCGA\*T**

(\*- phosphorothioate bond)

## 2. EXPRSS Tag-seq paired read compatible adapter and primer sequences

(Compatible with both paired and single end flow cells)

| Primer Name                    | Sequence (5' -> 3')                                                | Modification             | Purification |
|--------------------------------|--------------------------------------------------------------------|--------------------------|--------------|
| oligo-dT_P7_PE                 | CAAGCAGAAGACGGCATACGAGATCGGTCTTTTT<br>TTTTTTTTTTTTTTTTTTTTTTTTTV*N | *- phosphorothioate bond | HPLC         |
| EXPRSS_Adaptor_top_PE          | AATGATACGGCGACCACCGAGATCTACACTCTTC<br>CCTCACGCACTGATGTTCCX[3-7]*T  | *- phosphorothioate bond | HPLC         |
| EXPRSS_Adaptor_bottom_PE       | [Phos]X[3-7]<br>GGAACATCAGTGCGTGAGGGACATTAC                        | 5' Phosphorylation       | HPLC         |
| EXPRSS_P5-PE-for               | AATGATACGGCGACCACCGAGA                                             |                          | HPLC         |
| EXPRSS_P7-PE-rev               | CAAGCAGAAGACGGCATACGA                                              |                          | HPLC         |
| EXPRSS_sequencing_primer_Read1 | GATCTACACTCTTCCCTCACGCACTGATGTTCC                                  |                          | HPLC         |
| EXPRSS_sequencing_primer_Read2 | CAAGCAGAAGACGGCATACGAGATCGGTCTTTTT<br>TTTTTTTTTTTTTTTTTTTTTTT      |                          | HPLC         |

**X** - Indicates the Nucleotides related to barcode

**V** – A, G & C

**N** – A, T, G & C

**8 barcodes used in this study:**

**AGC\*T, TCG\*T, GCTC\*T, GTAC\*T, TTGGA\*T, CGAGA\*T, CATACG\*T, AACAGAG\*T** (\*- phosphorothioate bond)

## 3. Buffers

|                      |                                                         |
|----------------------|---------------------------------------------------------|
| Binding Buffer       | 20 mM Tris-HCl pH 7.5, 1 M LiCl, 2 mM EDTA              |
| Washing Buffer B     | 10 mM Tris-HCl pH 7.5, 0.15 M LiCl, 1 mM EDTA           |
| Buffer C             | 1X PBS, 0.01% Tween20                                   |
| Cleaning Solution    | 1X PBS, 1 mM CaCl <sub>2</sub> , 0.2 mg/ml Proteinase K |
| Buffer D             | 1X TE, 0.01% Tween20                                    |
| EB                   | 10 mM Tris-HCl, pH 8.5                                  |
| 10X annealing buffer | 100 mM TRIS pH 8, 10 mM EDTA and 500 mM NaCl            |

#### 4. Primers used for qPCR verification

| Locus     | Gene    | Orientation | Sequence (5'→ 3')        |
|-----------|---------|-------------|--------------------------|
| AT5G60390 | EF1A    | Forward     | CAGGCTGATTGTGCTGTTCTTA   |
|           |         | Reverse     | GGTGGTGGCATCCATCTTGTTACA |
| AT5G64750 | ABR1    | Forward     | GAGGCAACAAAGCCAAACTC     |
|           |         | Reverse     | TATGGGCAAAAGGGTAGTCG     |
| AT3G43440 | JAZ11   | Forward     | ACGCATCAACAGTAGCTTGC     |
|           |         | Reverse     | AGGCTTCGTGTGGACAAATC     |
| AT3G25882 | NIMIN-2 | Forward     | GGGTTGAGAACTCGTTGGA      |
|           |         | Reverse     | GAAGGGGAAAAACATGAAGGA    |
| AT4G36920 | AP2     | Forward     | AATTCGGCTAATTCGAAGCATA   |
|           |         | Reverse     | CGGTTTGACCTAATCCAAGAAC   |
| AT4G39400 | BRI1    | Forward     | CTTGCTTTCCTTCACCACAAC    |
|           |         | Reverse     | CCCGGTGTACCAGCTAATGTA    |
| AT2G18170 | MPK7    | Forward     | CTGTAACCGATGCGCTCTTAC    |
|           |         | Reverse     | AGATTTTCAGCTTCAGGGTGGT   |
| AT3G21630 | CERK1   | Forward     | AGCACACGGTTCCAGTTTATG    |
|           |         | Reverse     | TGCTGAACCTCCAACCTTCTGT   |

## 5. EXPRSS Tag-seq method

**First Strand cDNA synthesis:** DNaseI treated total RNA (5µg) and 1 µl of 10 µM oligo-dT\_P7 primer was diluted with nuclease-free H<sub>2</sub>O (20 µl) and incubated at 70°C for 5min. Subsequently 30 µl of First Strand premix consisting of 1X First Strand Buffer, 5 mM DTT, 500 µM dNTP mix, 20U of RNase Inhibitor, 400U of SuperScript II (Concentrations calculated at 50 µl final volume) and nuclease-free H<sub>2</sub>O was added and incubated at 50 °C for 1 hour followed by 70 °C for 15 minutes. Tubes were transferred to ice.

**Second strand cDNA synthesis:** Second strand cDNA synthesis mixture was prepared on ice consisting of 1X *E. coli* ligase buffer, 1X additive (20 mM Tris, 1 mM MgCl<sub>2</sub>), 1U of RNaseH, 40U of *E. coli* DNA polymerase I, 10U of *E. coli* DNA ligase, 300 µM dNTP (Concentrations calculated at 100 µl final volume) and nuclease free H<sub>2</sub>O to make up a final volume of 50 µl. This enzyme premix was added to 50 µl of chilled first strand cDNA and incubated at 16°C for 2.5 hours in a Thermomixer. Second strand synthesis was terminated by addition of 6 µl of 0.5 M EDTA (pH 8). RNase A (1 µl of 10 mg/ml) was added to cDNA reaction and incubated at 37°C for 30 min to degrade RNA in the reaction. Double stranded cDNA prepared was purified by phenol chloroform extraction and precipitated using 1/10<sup>th</sup> volume of 3M sodium acetate pH 5.2, 20 µg glycogen and two and half volumes of ethanol. Resulting pellet was resuspended in 110 µl of 1X TE.

**Covaris shearing of cDNA:** Double stranded cDNA (100 µl) was subjected to AFA shearing for 90 seconds with following parameters: Intensity – 5, Duty cycle – 20%. Cycles/Burst – 200. Sheared cDNA was purified using Qiagen PCR purification kit and eluted in 63 µl of EB buffer. Additional volume (10 µl) of purified cDNA can be used to verify candidate gene expression.

**End repairing and dA tailing of sheared cDNA:** Sheared and purified cDNA was subjected to end repair to convert damaged or incompatible 5'-protruding and/or 3'-protruding ends resulted from shearing to 5'-phosphorylated blunt-end DNA. The reaction mixture for end repairing consists of 60 µl of Eluted DNA, 1X T4 DNA ligase buffer, 0.4 mM dNTP mix, 7U of T4 DNA polymerase, 6U of Klenow DNA polymerase, 20U of T4 Polynucleotide Kinase, 1 mM ATP (Concentrations calculated at 100 µl final volume) and dH<sub>2</sub>O to make up the final volume. The reaction was carried at 20°C for 30 minutes. End repaired DNA was purified using Qiagen PCR purification kit and was eluted in 35 µl of EB buffer. End repaired DNA was subjected to A-tailing using the reaction consisting of 32 µl of end repaired DNA, 1X NEB2 buffer, 0.2 mM ATP and 15U of Klenow 3' to 5' exo<sup>-</sup> (Concentrations calculated at 50 µl final volume) and incubating at 37°C for 40 minutes. DNA was purified by using Qiagen Minelute PCR purification kit and was eluted in 15 µl of EB buffer.

**Barcoded Y-shaped Adapter Ligation:** End repaired and A-tailed DNA was ligated to Y-shaped Adapter by incubating the reaction mixture consisting of 15 µl of A-tailed DNA, 0.8 µM Y-Adapter, 1X Ligase buffer, 1 mM ATP and 3U of T4 DNA ligase (Concentrations calculated at 30 µl final volume) at 20 °C for 2 hr.

**Size selection of library on agarose gel:** Ligation was loaded on a 1.5% agarose gel (9 cm) and electrophoresed at 85V for 60 – 80 mins. DNA band of ~300bp was excised using a clean scalpel. Gel extraction was carried using QIAGEN gel extraction kit by following manufacturer's guidelines and eluted in 30 µl EB buffer. Gel slice was incubated in buffer QG at 37 °C instead of 50 °C and left on bench for 5 minutes to re-anneal any denatured fragments.

**PCR enrichment of Tag-seq library:** PCR enrichment was carried using gel extracted DNA to obtain library sufficient for sequencing. PCR reaction mixture consisted of 1X HF Buffer, 200 µM dNTPs, 200 µM EXPRSS-P5 PCR Primer, 200 µM EXPRSS-P7 PCR Primer, 1U of Phusion DNA polymerase, 4 µl of size selected DNA and H2O to make up the final volume of 50 µl. Amplification was performed using the following PCR programme: Stage 1, 1 minute and 30 seconds at 98 °C, 1 cycle; Stage 2, 20 sec at 98 °C, 20 sec at 65 °C, 30 sec at 72 °C, 15 cycles; Stage 3, 5 min at 72 °C, 1 cycle; hold at 10 °C for 15 minutes. PCR product was purified using QIAGEN PCR purification kit.

## **6. Adapter preparation**

Adapters used for Tag-seq library preparation were made using custom primers in two steps as below.

Step 1: Phosphorylation of Adapter primer: Phosphorylation of adapter primer (EXPRSS\_Adpy\_bottom) was carried in a 50 µl reaction mixture containing 1X PNK buffer, 10 µM primer, 1 mM ATP, 10U of PNK at 37 °C for 45 min and at 70 °C for 15 min.

Step 2: Annealing: Annealing of counterpart primer (EXPRSS\_Adpy\_top) from the adapter primer pair was carried by providing 1X annealing buffer and 10 µM primer to the above reaction mix and incubating in a thermal cycler using the following step down PCR programme: Stage 1: 5 minutes at 95 °C, 1 cycle; stage 2: 1 minute 30 seconds at 94 °C and step down by -1 °C for each cycle, 65 cycles; stage 3: 4 °C for 20 minutes.

## **7. Library quantification adjustment by qPCR**

Real-Time qPCR was performed in a 96-well opaque white plate using Chromo4 real-time PCR detection system. All PCR enriched samples were diluted by 1000 times. Standards (previously sequenced library of similar size distribution with known cluster number derived from 10nM library) were diluted to concentrations 100 pM, 10 pM, 1 pM and 0.1 pM and blank. Reactions were carried out for each sample in triplicate and contained 1X SYBR Green JumpStart *Taq* ReadyMix reagent, 2 µl of diluted DNA and 0.625 µM of EXPRSS P5 & P7 primers. The reactions were subjected to PCR with following conditions: Stage 1, 95 °C for 2 min, 1 cycle; stage 2, 95 °C for 20 sec, 65 °C for 20 sec, 72 °C for 30 sec, 35 cycles; stage 3, 72 °C for 5 minutes, 1 cycle. Data analysis was done using Opticon Monitor 3.0 software (Biorad) and amplification plots with a fluorescence threshold above noise were considered to obtain C<sub>T</sub> (threshold cycle) values. Concentrations of samples were

estimated using quantity calculations option from software using noise filtered standard values. Mean of three replicates was used as the quantitative estimate of the samples.

#### **8. *Nla*III-DGE tag-seq library preparation (Illumina version)**

Libraries were prepared from total RNA using the protocol provided by Illumina [1].

Note: All thermomixer incubations were carried out using following loop program: shaking at 1400 rpm for 15 sec followed by hold for 2 minutes

**First Strand cDNA synthesis:** Poly(A) RNA was captured from total RNA using Dynabeads oligo-dT(25) magnetic beads. 5 µg of DNaseI treated total RNA was diluted in 50 µl of nuclease free water and heated at 65°C for 5 minutes to disrupt the secondary structures and immediately placed on ice. Dynabeads oligo-dT(25) magnetic beads obtained in PBS, pH 7.4 containing 0.2% NaN<sub>3</sub> were re-suspended by gentle flick/vortex and 100 µl were transferred to an nuclease-free siliconized 1.5ml eppendorf tube placed on a magnetic stand. Beads were washed twice with Binding buffer and finally resuspended in 50 µl of Binding buffer. During the entire procedure and subsequently care was taken not to dry the beads. Denatured RNA was added to 50 µl of washed and prepared oligo-dT beads and left to rotate for 10 minutes on a bench top rotary wheel. Upon poly(A) RNA binding beads were washed twice with 200 µl Washing Buffer B and four times with 100 µl 1X First Strand cDNA Synthesis buffer. Washed poly(A) RNA was resuspended well in 50 µl of First Strand premix containing 1X First Strand Buffer, 10 mM DTT, 500 µM dNTP mix, 40U RNase Inhibitor, 400U SuperScript III . Beads were incubated at 50 °C for 1 hour followed by incubation at 70 °C for 15 minutes in a Thermomixer and placed on ice for 5-10 minutes.

**Second strand cDNA synthesis:** Second strand cDNA synthesis mix of 50 µl was prepared on ice containing 1X Second Strand Buffer, 300 µM dNTP mix, 2U RNaseH, 50U DNA Pol I and 10U of *E. coli* DNA ligase (Concentrations calculated at 100 µl final volume). Enzyme premix was added to well chilled first strand cDNA mix and incubated at 16 °C for 2.5 hours in a Thermomixer. Second strand synthesis was terminated by addition of 6 µl of 0.5 M EDTA and placed on ice. Reaction supernatant was removed by capturing beads on magnetic strand. Beads were washed once with 750 µl of Buffer C then resuspended in 100 µl of Cleaning solution and incubated at 37 °C for 15 min in a Thermomixer. Beads were washed four times with 750 µl Buffer D followed by two washes with 100 µl 1X NEB Buffer 4. Beads were transferred to a new 1.5 ml siliconized eppendorf tube at final wash before discarding supernatant.

***Nla*III restriction enzyme digestion:** Restriction digestion of the prepared cDNA (from previous step) was done with *Nla*III restriction enzyme in a 100 µl reaction mix containing 1X NEB Buffer 4, 0.1 mg BSA, 30U *Nla*III in nuclease-free H<sub>2</sub>O. The reaction mix containing the cDNAbeads was incubated at 37 °C for 2 hours in a Thermomixer. Next, beads were washed once with 750 µl of Buffer C and resuspended in 100 µl of Cleaning solution and incubated at 37 °C for 15 min in a Thermomixer. Beads were washed four times with 750 µl Buffer D followed by two

washes with 100 µl 1X T4 DNA ligase buffer. Beads were then transferred to a new 1.5 ml siliconized eppendorf tube and stored at 4 °C in 1X ligase buffer for approximately 14-16 hr.

**Gex Adapter1 ligation:** Beads with *Nla*III digested cDNA fragments were briefly resuspended and the 1X ligase buffer was removed by placing the tube on magnetic stand. Adapter1 ligation mix containing 1X Ligation Buffer, 0.6 µM Adapter 1, 5U T4 DNA Ligase and nuclease-free H<sub>2</sub>O was added to the beads and incubated at 20 °C for 2 hours in a Thermomixer. Beads were washed once with 750 µl of Buffer C, resuspended in 100 µl of Cleaning solution and incubated at 37 °C for 15 min in a Thermomixer. Beads were washed four times with 750 µl Buffer D followed by two washes with 100 µl 1X NEB Buffer 4. After the final wash beads were transferred to a new 1.5 ml siliconized eppendorf tube.

**MmeI restriction enzyme digestion:** Gex Adapter1 ligated cDNA was digested with MmeI restriction enzyme in a 100 µl reaction mix containing 1X NEB Buffer 4, 50 µM of SAM, 8U of *Mme*I and nuclease-free H<sub>2</sub>O with 1.5 hr of incubation at 37°C in a Thermomixer. Supernatant from digestion was transferred to a fresh tube and dephosphorylation reaction was carried out by adding 2 µl of CIAP at 37 °C for 1 hour. Resulting dephosphorylated DNA was phenol/chloroform extracted and ethanol precipitated and was finally resuspended in 10 µl of nuclease-free H<sub>2</sub>O.

**Gex Adapter2 ligation:** MmeI digested and dephosphorylated DNA was ligated to Adapter2 with the reaction mix containing 10 µl of DNA, 150 nM Gex Adapter2, 1X Ligation buffer and 5U T4 DNA ligase and incubated at 20°C for 2 hr.

**PCR enrichment of library:** PCR enrichment was carried using Gex Adapter2 ligated DNA for obtaining library sufficient for sequencing. PCR reaction mix consisted of 2.5 µl of adapter ligated DNA, 1X HF Buffer, 200 µM dNTPs, 0.5 µM Gex PCR Primer 1, 0.5 µM Gex PCR Primer 2, 2U Phusion DNA polymerase, and water to make up a final volume of 50 µl. PCR programme was as follows: stage 1, 30 sec at 98 °C, 1 cycle; stage 2, 10 sec at 98 °C, 30 sec at 60 °C, 15 sec at 72 °C, 20 cycles; stage 2, 10 min at 72 °C, cycle 1; hold at 4 °C.

**Size selection and gel extraction of library:** Gel electrophoresis of PCR product was carried out on 6% TBE PAGE gels, by loading 50 µl of sample with loading dye and 5 µl of 25 bp DNA ladder, for 35 minutes at 200V. Samples were loaded with a gap of an empty lane between samples. Gel was stained, after lifting from glass gel cassette, in TBE/Ethidium Bromide Solution for 10 minutes. DNA band ~85 bp was excised with a clean scalpel. Excised gel piece was placed in a 0.5 ml eppendorf tube, which was punctured with 21 gauge needle at bottom. This tube was placed in another 1.5 ml eppendorf tube for collecting macerated gel pieces and centrifuged for 2 minutes at 13000 rpm. Two volumes of elution buffer (0.3 M Sodium acetate and 2 mM EDTA pH 8.0) was added to gel pieces and incubated at 37 °C for 14-16 hrs. Supernatant was collected by centrifuging the gel incubate through Spin-X cellulose filter at 13000rpm for 2 minutes DNA was precipitated by addition of 1/10 volume of 3M Sodium acetate (pH 5.2) and 2 volumes of ethanol and DNA was pelleted by

centrifuging 13000 rpm for 20 min and washed once using 70% ethanol. Air dried pellet for 5 minutes and dissolved in 10 µl of EB buffer.

### **9. *Nla*III-DGE tag-seq library preparation (Modified version)**

Libraries were prepared from total RNA by incorporating custom modifications as described below.

**Biotinylated and Methylated Adapter1 Ligation:** Beads with digested cDNA fragments were briefly resuspended and storage buffer (1X NEB Buffer4) was removed by placing the tube on a magnetic stand. Adapter1 ligation mix consisting of 1X NEB Buffer4, 2 µM of Adapter1, 4U of T4 DNA Ligase, 10U of *Nla*III and nuclease-free H<sub>2</sub>O to make final volume of 50 µl was added to the digested cDNA fragments and incubated at 37 °C for 2 hours in a Thermomixer. Beads were washed once with 500 µl of Buffer C then resuspended in 200 µl of Cleaning solution and incubated at 37 °C for 15 min in a Thermomixer. Beads were washed four times with 200 µl Buffer D followed by two washes with 200 µl 1X NEB Buffer 4. After the final wash beads were transferred to a new 1.5 ml siliconized eppendorf tube.

**Preparation of Streptavidin magnetic beads:** Streptavidin MagneSphere Paramagnetic Particles (SA-PMPs) obtained in PBS (Promega) were resuspended by gentle flicking and 100 µl (100 µg) of SA-PMPs for each sample were transferred to a siliconized eppendorf tube placed on a magnetic stand. Beads were washed four times with 0.5X SSC and biotinylated DNA (concentration adjusted to 0.5X SSC) was added. This mixture was incubated for 20 min on a bench top rotary wheel and bound fragments were washed using 0.1X SSC for 4 times, by capturing the SA-PMPs on the magnetic stand. Captured fragments after washing, were resuspended in the required buffer as per subsequent use. During the entire procedure and subsequently care was taken not to dry the beads.

**Barcoded Adapter2 ligation:** Dephosphorylated MmeI digested DNA was captured by SA-PMPs. DNA bound SA-PMPs were washed twice with 100 µl 1X Ligase Buffer and was ligated to Adapter2. The reaction mixture with beads, 2 µM of Barcoded Adapter2, 1X Ligation buffer, 5U of T4 DNA ligase and deionized H<sub>2</sub>O was incubated at 20°C for 2 hr. Upon completion of ligation beads were washed four times using 0.1X SSC. Beads were then transferred to a new 1.5 ml siliconized eppendorf tube.

**PCR enrichment of library:** PCR enrichment was carried using Adapter2 ligated DNA beads for obtaining library sufficient for sequencing. Beads were mixed with 50 µl of PCR reaction as carried out for *Nla*III-DGE.

**Size selection and gel extraction of library:** Gel electrophoresis of PCR product was carried on 8% mini TBE PAGE gel. DNA band (~90 bp) was excised with a clean scalpel and extracted as mentioned for *Nla*III-DGE.

1. Morrissy S, Zhao Y, Delaney A, Asano J, Dhalla N, Li I, McDonald H, Pandoh P, Prabhu A-L, Tam A *et al*: **Digital gene expression by tag sequencing on the illumina genome analyzer.** *Current protocols in human genetics* 2010, **Chapter 11**:Unit 11.11.11-36.

How the deposited data were processed for this re-analysis (not part of the article)

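The study measured poly(A) transcripts in Arabidopsis Col-0 leaf discs treated for 60 min with water or 100 nM flg22. The files analysed hold 24 libraries in 6 groups of 4: EXPRSS technical replicates, EXPRSS biological replicates and *Nla*III-DGE biological replicates, each with water and flg22. The EXPRSS and *Nla*III-DGE biological libraries came from the same RNA samples. The 25th sample of the series, a pool of reads that matched no barcode, was left out because it has no condition.

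The authors deposited estimated counts: tags per gene and strand, not normalized, fractional where a tag matched several genes. According to the paper, the authors filtered the reads by quality with the FASTX Toolkit, split them by barcode, aligned them to the TAIR10 genome and then transcripts with Bowtie, and assigned tags to genes and strands with their own scripts. Library totals ranged from 544699.28 to 2166326.1 tags, so that a floor of 3 counts lies between 1.385 and 5.508 TPM. Rows absent from a file were taken as 0. Rows with a prefix were taken as antisense, as checked against the counts of Additional files 4 and 5, where 644 of 644 and 379 of 379 sense transcripts read from these lists had identical rounded counts. The copy of Additional file 4 was cut off, so the rest of its list was not compared.

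Everything else was computed from these counts. Expected counts were rounded to whole numbers for the tests. Rows with a mean count above 1 per library were kept, which left 21048 transcripts in EXPRSS and 20160 in *Nla*III-DGE. Flg22 was compared with water by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.01. The difference in response between methods was tested as an interaction over the 16 libraries. The paper used baySeq, which was not installed. DESeq2 1.42.0, edgeR's exact test, other normalizations, filters and thresholds, separate strands, the replicate block, equal depth and leaving out each library in turn were alternatives. Unrounded TPM with 1 added was used for correlations between libraries, and unrounded TPM for detection, with at least 1 TPM in at least 4 of 8 libraries. Other calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9. Overlaps were tested with Fisher's exact test and shares given with Wilson 95% intervals.

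Coordinates, lengths and CATG sites come from the TAIR10.1 assembly and its annotation. The authors' files hold no coordinates, so none were converted. Of the 30173 loci in the files, 98.38% were found in the annotation.

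Each test script was tested on simulated data in which 200 transcripts were changed, all drawn above a floor in counts. Transcripts with few tags are therefore not covered. For the tests within a method, 200 is fewer than the real calls, so the adjusted threshold was stricter than in the real data. In EXPRSS 200 of 200 were recovered at a 4-fold change with 2 false calls, in *Nla*III-DGE 1 of 200 at a 4-fold change and 198 of 200 at a 32-fold change. For the difference between methods, 188 of 200 were recovered at a 4-fold change when both methods were given the EXPRSS spread. With the spread of each method's own libraries, 0 of 200 were recovered at a 4-fold change and 187 of 200 at a 32-fold change.

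Named transcripts were chosen by a rule set before the files arrived: the genes the paper names, the 5 sense transcripts and 2 antisense transcripts with the largest log2 fold change in each direction in EXPRSS among those past the threshold with all 4 flg22 libraries on one side of the 4 water libraries, and the 5 transcripts with the smallest p-value for the difference between methods. The qPCR measurements, the time course, the mutants, the positions of tags and the arrays' own raw data are not in the files analysed here.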

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

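Dixon's gap over range was computed for 144 groups of 4 libraries, over library measures and the TPM of named transcripts, and 18 were flagged, where chance gives about 7.2. The TPM in this list was computed from rounded counts. Part of the excess comes from rows with few tags, in which 1 library has 1 or 2 tags and the others none after rounding, so that the gap is the whole range. This applies to *BRI1* in *Nla*III-DGE flg22 replicate 3 (0.6638 TPM), *CYP82C3* in *Nla*III-DGE water replicate 2 (0.7372), *DMP1* in *Nla*III-DGE water replicate 1 (0.6989), *WRKY55* in EXPRSS water replicate 2 (0.7165), *GLR2.8* in *Nla*III-DGE water replicate 3 (0.8559), *HYR1* in *Nla*III-DGE flg22 replicate 1 (0.7461) and the antisense transcript of *GAD4* in EXPRSS water replicate 2 (1.433). No other explanation of these was tested.

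EXPRSS flg22 replicate 1 had 544699.279 total tags, against 1441528.69 to 1514312.99 in the other flg22 libraries, and 21208 rows with a tag against 24645 to 24929. The paper names the low depth of this library. Without it the EXPRSS calls went from 4472 to 4006, within the 3704 to 4074 of the 8 fits that each left out one library.

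EXPRSS water replicate 1 had 8.402% of its tags in the 5 largest rows, against 4.536% to 5.008% in the others, with a chloroplast locus, ATCG00950, as the largest row (2.596%). ATCG00270 was also high in that library (813.8 TPM against 404.8 to 462.8). Its antisense share of tags was 3.21%, against 1.991% to 2.363% in the other water libraries. Deeper sequencing was tested: at equal depth it had 6275 rows with an antisense tag, still above the 3615 to 4692 of the other 7 EXPRSS libraries. Unspecific tags from genomic DNA were tested through tags on pseudogenes, which made up 0.165% against a median of 0.115% in the other 7. This is below the 1.5 times set in advance, but it is the highest share of the 8 libraries, followed by 0.1349%. The antisense share itself was also less than 1.5 times the 2.2865% median of the water libraries, so the limit was too high for an effect of this size and genomic DNA could still account for the pattern. More antisense RNA in the RNA sample was tested in its *Nla*III-DGE library, which had an antisense share of 4.94%, within the 4.532% to 7.652% of the others. That prediction was written after related row counts had been seen. By rows with an antisense tag the same library was the highest of the 8 *Nla*III-DGE libraries, with 10458 against 7548 to 9992, and at equal depth it had 5044, below only the 5266 of water replicate 3. The measures point different ways, so the RNA sample could still contribute. Depth does not account for the pattern by its test, genomic DNA and the RNA sample are left open, and a difference in the preparation of that library was not tested.

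In *Nla*III-DGE, the TPM of single libraries stood apart in 7 further cases: *CERK1* in water replicate 1 (3.494 against 0.7129 to 0.8559), *AP2* in flg22 replicate 4 (9.883 against 0.0 to 1.584), ATCG00270 in water replicate 2 (239.6 against 3.424 to 37.74), *PROPEP3* in water replicate 3 (10.27 against 0.6989 to 0.7372), *DMP1* in flg22 replicate 1 (182.8 against 10.78 to 17.92), AT3G63210 in water replicate 1 (96.44 against 0.0 to 9.415) and AT5G47730 in water replicate 3 (685.6 against 183.1 to 236.6). The common coefficient of variation of *Nla*III-DGE was 3.13 times that of EXPRSS, so such libraries may reflect the larger spread of that method. No biological explanation was tested for them.

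AT5G47730 (chromosome 5 of TAIR10.1, 19334250 to 19337148) differed in its response between methods, with adjusted p = 0.00615 for the difference by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a difference in log2 fold change of -4.76. In EXPRSS it rose from 11.89 ± 4.33 to 105.8 ± 6.78 TPM (SD, n = 4), higher in 4 of 4 flg22 libraries, and in *Nla*III-DGE it fell from 322.1 ± 244.0 to 93.02 ± 25.0 TPM (SD, n = 4). It was the only transcript past 0.01, and 1 of 35 splits of the samples, the real one, gave as many. Leaving out any replicate left 0. The count was 6 with the replicate block. Tags shared between genes were tested: its *Nla*III-DGE counts were fractional (100.0% of the 1 transcript, against 70.7% of the others). Its annotated length was 1984.0 bp against a median of 1703.0 bp. With 1 transcript neither test can decide, so the difference cannot be told apart from shared tags.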

How the results depend on the processing

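All alternatives were set before the processed files arrived, except leaving out each replicate for the detection counts, the antisense share and the difference between methods, which were chosen after seeing the data. Of 41 summary results, 9 were unchanged under every alternative: EXPRSS sense up; genes with sense up only; EXPRSS calls among leaf disc array genes, up; EXPRSS calls among leaf disc array genes, down; EXPRSS calls among seedling array genes, up; EXPRSS calls among seedling array genes, down; EXPRSS calls among leaf array genes, up; EXPRSS calls among leaf array genes, down; sense genes detected, EXPRSS. Of 748 recomputed values, 198 moved, counts by more than 1.5 times and other values by more than 1 SD between replicates.

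The stricter threshold of 0.001 gave 2872 for EXPRSS all transcripts, 831 for EXPRSS sense down, 272 for EXPRSS antisense up, 46 for EXPRSS antisense down, 134 for *Nla*III-DGE all transcripts, 116 for *Nla*III-DGE sense up, 4 for *Nla*III-DGE sense down, 14 for *Nla*III-DGE antisense up, 0 for *Nla*III-DGE antisense down, 244 for genes with sense up and antisense up, 35 for genes with sense down and antisense down, 796 for genes with sense down only, 28 for genes with antisense up only, 11 for genes with antisense down only, 119 for overlap, sense, 12 for overlap, antisense, 80 for *Nla*III-DGE calls among leaf disc array genes, 0.88751 for fold-change correlation of EXPRSS and *Nla*III-DGE, 0.7874 for fold-change correlation of *Nla*III-DGE and leaf disc array, 0.96396 for Fold-change correlation, EXPRSS technical and biological replicates, 199 for array genes not called in EXPRSS.

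Normalizing by total count without TMM gave 3770 for EXPRSS sense down, 211 for EXPRSS antisense down, 275 for *Nla*III-DGE sense up, 142 for *Nla*III-DGE sense down, 54 for *Nla*III-DGE antisense up, 28 for *Nla*III-DGE antisense down, 154 for genes with sense down and antisense down, 3615 for genes with sense down only, 56 for genes with antisense down only, 0.95546 for fold-change correlation of EXPRSS and *Nla*III-DGE.

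Drawing every library down to equal depth gave 1096 for EXPRSS sense down, 261 for EXPRSS antisense up, 48 for EXPRSS antisense down, 60 for *Nla*III-DGE antisense up, 235 for genes with sense up and antisense up, 34 for genes with sense down and antisense down, 1062 for genes with sense down only, 26 for genes with antisense up only, 14 for genes with antisense down only, 54 for overlap, antisense, 0.94154 for fold-change correlation of EXPRSS and leaf disc array, 0.9328 for Fold-change correlation, EXPRSS technical and biological replicates, 0.89348 for lowest correlation of EXPRSS technical water, 0.88869 for lowest correlation of EXPRSS technical flg22, 0.86893 for lowest correlation of EXPRSS biological water, 0.87008 for lowest correlation of EXPRSS biological flg22, 0.71211 for lowest correlation of *Nla*III-DGE water, 0.73471 for lowest correlation of *Nla*III-DGE flg22, 202 for array genes not called in EXPRSS.

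A threshold of 0.05 in place of 0.01 gave 2916 for EXPRSS sense down, 227 for EXPRSS antisense down, 1692 for *Nla*III-DGE all transcripts, 896 for *Nla*III-DGE sense up, 444 for *Nla*III-DGE sense down, 257 for *Nla*III-DGE antisense up, 95 for *Nla*III-DGE antisense down, 154 for genes with sense down and antisense down, 2758 for genes with sense down only, 69 for genes with antisense up only, 70 for genes with antisense down only, 0.6903 for sense-antisense correlation, EXPRSS, 1161 for overlap, sense, 220 for overlap, antisense, 475 for *Nla*III-DGE calls among leaf disc array genes, 0.93608 for Fold-change correlation, EXPRSS technical and biological replicates.

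The filterByExpr filter gave 187 for EXPRSS antisense up, 58 for EXPRSS antisense down, 167 for genes with sense up and antisense up, 36 for genes with sense down and antisense down, 20 for genes with antisense up only, 0.73674 for sense-antisense correlation, EXPRSS, 51 for overlap, antisense, 0.96786 for Fold-change correlation, EXPRSS technical and biological replicates, 228 for array genes not called in EXPRSS.

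DESeq2's Wald test gave 60 for EXPRSS antisense down, 1203 for *Nla*III-DGE all transcripts, 762 for *Nla*III-DGE sense up, 239 for *Nla*III-DGE sense down, 163 for *Nla*III-DGE antisense up, 39 for *Nla*III-DGE antisense down, 12 for genes with antisense down only, 897 for overlap, sense, 6 for transcripts with a different response by method.

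Fitting the strands separately gave 166 for EXPRSS antisense down, 28 for *Nla*III-DGE antisense down, 100 for genes with sense down and antisense down, 65 for genes with antisense down only.

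edgeR's exact test gave 1069 for *Nla*III-DGE all transcripts, 199 for *Nla*III-DGE sense down, 159 for *Nla*III-DGE antisense up, 42 for *Nla*III-DGE antisense down, 44 for genes with antisense down only, 797 for overlap, sense, 144 for overlap, antisense.

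Testing all rows with a count gave 1135 for *Nla*III-DGE all transcripts, 718 for *Nla*III-DGE sense up, 196 for *Nla*III-DGE sense down, 168 for *Nla*III-DGE antisense up, 53 for *Nla*III-DGE antisense down, 140 for overlap, antisense.

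The replicate block gave 1303 for *Nla*III-DGE all transcripts, 804 for *Nla*III-DGE sense up, 269 for *Nla*III-DGE sense down, 184 for *Nla*III-DGE antisense up, 46 for *Nla*III-DGE antisense down, 991 for overlap, sense, 154 for overlap, antisense, 6 for transcripts with a different response by method.

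The log10(TPM + 1) scale gave 0.6475 for sense-antisense correlation, EXPRSS.

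Spearman's rho gave 0.65381 for sense-antisense correlation, EXPRSS, 0.73613 for fold-change correlation of EXPRSS and *Nla*III-DGE, 0.85082 for fold-change correlation of EXPRSS and leaf disc array, 0.60692 for fold-change correlation of *Nla*III-DGE and leaf disc array, 0.88183 for lowest correlation of EXPRSS technical water, 0.85238 for lowest correlation of EXPRSS technical flg22, 0.83895 for lowest correlation of EXPRSS biological water, 0.79934 for lowest correlation of EXPRSS biological flg22, 0.66285 for lowest correlation of *Nla*III-DGE water, 0.66694 for lowest correlation of *Nla*III-DGE flg22.

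Taking all sense genes tested gave 0.79223 for fold-change correlation of EXPRSS and *Nla*III-DGE, 0.86958 for Fold-change correlation, EXPRSS technical and biological replicates.

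Adding 1 to TPM gave 0.9646 for Fold-change correlation, EXPRSS technical and biological replicates.

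Adding 0.1 to TPM gave 0.87182 for lowest correlation of EXPRSS technical water, 0.86123 for lowest correlation of EXPRSS technical flg22, 0.82715 for lowest correlation of EXPRSS biological water, 0.79191 for lowest correlation of EXPRSS biological flg22, 0.73882 for lowest correlation of *Nla*III-DGE water, 0.75791 for lowest correlation of *Nla*III-DGE flg22.

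Keeping rows with a mean count above 1 gave 0.9464 for lowest correlation of EXPRSS technical water, 0.94637 for lowest correlation of EXPRSS technical flg22, 0.91907 for lowest correlation of EXPRSS biological water, 0.73313 for lowest correlation of *Nla*III-DGE water, 0.76798 for lowest correlation of *Nla*III-DGE flg22.

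Keeping sense rows only gave 0.96086 for lowest correlation of EXPRSS technical water, 0.95998 for lowest correlation of EXPRSS technical flg22, 0.94667 for lowest correlation of EXPRSS biological water.

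A limit of 5 TPM gave 7721 for sense genes detected, *Nla*III-DGE, 6.6859 for antisense share of detected transcripts, EXPRSS.

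Requiring all 4 libraries of a treatment gave 12.868 for antisense share of detected transcripts, EXPRSS.

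A mean count above 1 in each method gave 3 for transcripts with a different response by method.

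DESeq2's size factors gave 3 for transcripts with a different response by method.

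Across the fits that each left out one library, the values ran from 61 to 84 for EXPRSS antisense down, from 237 to 543 for *Nla*III-DGE all transcripts, from 178 to 417 for *Nla*III-DGE sense up, from 26 to 47 for *Nla*III-DGE sense down, from 20 to 87 for *Nla*III-DGE antisense up, from 3 to 13 for *Nla*III-DGE antisense down, from 42 to 60 for genes with sense down and antisense down, from 0.66314 to 0.78345 for sense-antisense correlation, EXPRSS, from 201 to 431 for overlap, sense, from 25 to 73 for overlap, antisense, from 134 to 256 for *Nla*III-DGE calls among leaf disc array genes, from 0.87707 to 0.93752 for fold-change correlation of EXPRSS and *Nla*III-DGE, from 0.85318 to 0.9035 for fold-change correlation of *Nla*III-DGE and leaf disc array, from 0.90732 to 0.94336 for lowest correlation of EXPRSS biological flg22, from 0.81053 to 0.84035 for lowest correlation of *Nla*III-DGE water, from 0 to 0 for transcripts with a different response by method.

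Reversed signs occurred only in transcripts that did not pass the threshold: EXPRSS log2 fold change, ATCG00270 (ATCG00270) was -0.1318 with normalizing by total count without TMM; NlaIII-DGE log2 fold change, ATCG00270 (ATCG00270) was from -2.028 to 0.653 with each library left out; EXPRSS log2 fold change, AT2G01020 (AT2G01020) was -0.257 with normalizing by total count without TMM and from -0.0313 to 0.3944 with each library left out; EXPRSS log2 fold change, AT3G41979 (AT3G41979) was -0.2591 with normalizing by total count without TMM and from -0.02798 to 0.3838 with each library left out. Over the 62 single-transcript results, 33 rows lost and 23 gained a call.

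The flg22 libraries of EXPRSS had TMM factors from 0.79044 to 0.96073 and the water libraries from 1.0937 to 1.2224, so normalizing by total count shifts every fold change down, which could account for the 3770 sense transcripts then called down. Depth limits the transcripts with few counts, as shown by EXPRSS antisense transcripts called up, which went from 435 to 261 at equal depth. With filterByExpr they went to 187. That filter left 543 antisense rows to test against 3994, so its result does not bear on depth. In *Nla*III-DGE the spread between libraries could limit the calls, as on data simulated with that spread only 1 of 200 transcripts with a 4-fold change was recovered. That simulation changed fewer transcripts than were called in the real data, which made its adjusted threshold stricter.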

Differences from the paper's values

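A count is listed here when it differed from the paper's by more than 1.5 times, and a correlation when it differed by more than its SD between replicates. The paper used baySeq for its calls.

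EXPRSS all transcripts: the value here was 4472 and the paper's was 2883. Among the alternatives set before the files arrived, those within the limits were DESeq2 Wald test (3758), filterByExpr (3751), equal depth (3233), FDR threshold 0.001 (2872), log2 fold change of at least 1 (4170). Outside them were edgeR exact test (5012), DESeq2 size factors (4484), total count only (6032), no filter (4705), strands fitted separately (4477), replicate block (5094), FDR threshold 0.05 (6576). Leaving out each library in turn gave 3704 to 4074, within the limits in 8 of 8 fits.

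EXPRSS sense up: the value here was 2251 and the paper's was 1438. Settings planned beforehand came within the limits with DESeq2 Wald test (2099), total count only (1708), filterByExpr (1964), equal depth (1828), FDR threshold 0.001 (1723), log2 fold change of at least 1 (2090). Still apart from it were edgeR exact test (2342), DESeq2 size factors (2292), no filter (2306), strands fitted separately (2334), replicate block (2427), FDR threshold 0.05 (2799). With single libraries left out it ran from 1987 to 2235, inside the limits in 5 of 8 fits.

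EXPRSS sense down: the value here was 1694 and the paper's was 1066. The paper's value was reached within the limits by DESeq2 Wald test (1241), filterByExpr (1542), strands fitted separately (1593), equal depth (1096), FDR threshold 0.001 (831), log2 fold change of at least 1 (1559). The value stayed outside with edgeR exact test (2062), DESeq2 size factors (1659), total count only (3770), no filter (1814), replicate block (2113), FDR threshold 0.05 (2916). The leave-out fits ranged from 1206 to 1560 and came inside in 8 of 8.

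*Nla*III-DGE sense up: the value here was 473 and the paper's was 304. Within the limits were total count only (275), filterByExpr (439), equal depth (350). Beyond the limits remained DESeq2 Wald test (762), edgeR exact test (669), DESeq2 size factors (480), no filter (718), strands fitted separately (520), replicate block (804), FDR threshold 0.05 (896), FDR threshold 0.001 (116), log2 fold change of at least 1 (473). Over leave-out fits it was 178 to 417, within the limits in 7 of 8.

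*Nla*III-DGE antisense up: the value here was 97 and the paper's was 64. Among the alternatives set before the files arrived, those within the limits were total count only (54), filterByExpr (70), equal depth (60). Outside them were DESeq2 Wald test (163), edgeR exact test (159), DESeq2 size factors (97), no filter (168), strands fitted separately (110), replicate block (184), FDR threshold 0.05 (257), FDR threshold 0.001 (14), log2 fold change of at least 1 (97). Leaving out each library in turn gave 20 to 87, within the limits in 7 of 8 fits.

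Genes with sense down and antisense down: the value here was 65 and the paper's was 34. Settings planned beforehand came within the limits with DESeq2 Wald test (48), filterByExpr (36), equal depth (34), FDR threshold 0.001 (35). Still apart from it were edgeR exact test (86), DESeq2 size factors (63), total count only (154), no filter (72), strands fitted separately (100), replicate block (74), FDR threshold 0.05 (154), log2 fold change of at least 1 (62). With single libraries left out it ran from 42 to 60, inside the limits in 5 of 8 fits.

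Genes with sense up only: the value here was 1859 and the paper's was 1175. The paper's value was reached within the limits by total count only (1400), equal depth (1593), FDR threshold 0.001 (1479), log2 fold change of at least 1 (1706). The value stayed outside with DESeq2 Wald test (1773), edgeR exact test (1916), DESeq2 size factors (1894), no filter (1881), filterByExpr (1797), strands fitted separately (1983), replicate block (2018), FDR threshold 0.05 (2235). The leave-out fits ranged from 1640 to 1879 and came inside in 5 of 8.

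Genes with sense down only: the value here was 1629 and the paper's was 1032. Within the limits were DESeq2 Wald test (1193), filterByExpr (1506), strands fitted separately (1493), equal depth (1062), FDR threshold 0.001 (796), log2 fold change of at least 1 (1497). Beyond the limits remained edgeR exact test (1976), DESeq2 size factors (1596), total count only (3615), no filter (1742), replicate block (2039), FDR threshold 0.05 (2758). Over leave-out fits it was 1156 to 1501, within the limits in 8 of 8.

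Overlap, sense: the value here was 526 and the paper's was 338. Among the alternatives set before the files arrived, those within the limits were total count only (393), filterByExpr (503), equal depth (389). Outside them were DESeq2 Wald test (897), edgeR exact test (797), DESeq2 size factors (527), no filter (780), strands fitted separately (560), replicate block (991), FDR threshold 0.05 (1161), FDR threshold 0.001 (119), log2 fold change of at least 1 (525). Leaving out each library in turn gave 201 to 431, within the limits in 7 of 8 fits.

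Overlap, antisense: the value here was 93 and the paper's was 53. Settings planned beforehand came within the limits with total count only (63), filterByExpr (51), equal depth (54). Still apart from it were DESeq2 Wald test (135), edgeR exact test (144), DESeq2 size factors (93), no filter (140), strands fitted separately (99), replicate block (154), FDR threshold 0.05 (220), FDR threshold 0.001 (12), log2 fold change of at least 1 (93). With single libraries left out it ran from 25 to 73, inside the limits in 7 of 8 fits.

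Lowest correlation of EXPRSS technical water: the value here was 0.95584 and the paper's was about 0.96 in Fig. 3A, read by eye. Rounded as in the figure, the value here is also 0.96, so rounding alone could give this gap. The paper's value was reached within the limits by sense rows only (0.96086). The value stayed outside with 0.1 added to TPM (0.87182), rows with mean count above 1 (0.9464), Spearman (0.88183), equal depth (0.89348). The leave-out fits ranged from 0.95207 to 0.95917 and came inside in 2 of 4.

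The text gives the same lower bound for the EXPRSS biological replicates in both treatments, while the lowest correlation found here for the flg22 replicates was 0.91258. The legend of Figure 3 describes its panels as treatment replicates and the text as control samples. The legend of Figure 4D speaks of more down-regulated genes than the 4 that Additional file 7 lists.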

Other observations

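The real split of the 8 RNA samples into water and flg22 was the only one of 35 splits to give as many calls, for each count in EXPRSS and *Nla*III-DGE and for the overlaps (1 of 35 splits each).

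Water and flg22 libraries with the same replicate number deviated together in EXPRSS (mean correlation of deviations 0.167) and in *Nla*III-DGE (0.214), and EXPRSS and *Nla*III-DGE libraries of the same number did so with water (0.184) and with flg22 (0.181). Each was the largest of the 24 pairings (exact permutation test, p = 0.0417). The first pair is consistent with replicates that were handled together, and the second with a shared RNA sample. The technical replicates with the same barcode in the water and the flg22 lane also deviated together, by 0.092, again the largest of 24, which may reflect the barcode. Depths that follow the replicate number in both lanes were tested as another explanation, in a prediction written after the result. At equal depth the value was 0.0309, still the largest of 24 but below the 0.092 at full depth. Depth could therefore account for part of the value. A common handling of libraries with the same number was not tested.

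*Nla*III-DGE held 24.42% of the tags of water replicate 4 in AT3G09390, annotated as *MT2A*, against 3.461% and 6.282% in water replicates 1 and 2, where it was also the largest row. A higher transcript level in that RNA sample was tested: in EXPRSS the TPM of the gene in that sample was 1.42 times the median of the other 3, below the 2 set in advance. The difference may therefore lie in the *Nla*III-DGE library.

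The lower correlation between *Nla*III-DGE replicates was tested against 3 explanations. The *Nla*III-DGE water libraries held 1169808.5 to 1432284.4 tags, against 836091.95 to 1396096.8 in EXPRSS, so they were not the shallower ones. The equal-depth test could therefore hardly have pointed to total depth. In that test the lowest water correlation was 0.7121 against 0.8689 in EXPRSS. Without the 5 largest rows of each library it was 0.8107 against 0.8196 with them. This is a weak test, because so few rows hardly change a correlation over all rows and the depth those genes took from the others is not restored, so a few large genes could still contribute. Over rows with whole counts only it was 0.4998, but these rows hold 5.23% of the tags and the EXPRSS correlation over them was 0.765, so that the test of shared tags is weak. Lower depth was also tested for the smaller number of calls, with the same limit: at equal depth EXPRSS gave 6.75 times as many. The larger spread between *Nla*III-DGE libraries, 3.13 times in the coefficient of variation, remains as a candidate explanation.

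Of the genes detected by EXPRSS and not by *Nla*III-DGE, 7.54% had no *Nla*III site in any annotated transcript, against 0.634% of those detected by both (Fisher's exact test, odds ratio 12.8, p = 2.25e-114). Their median EXPRSS level was 3.35 TPM against 19.2. With the 5 largest rows of each library left out before TPM was computed, *Nla*III-DGE detected 14622 sense genes in place of 13223. EXPRSS detected 16620. The limit of 1 TPM could also give this rise. A single tag was worth 0.6632 to 0.8975 TPM in the full *Nla*III-DGE libraries. In flg22 replicate 2 those rows held 38.04% of the tags, so that without them a single tag passed the limit. The test therefore cannot say how much of the gap comes from tags taken by a few large genes. Missing sites explain at most 296 of 3926 such genes with an annotation, and low expression may account for others.

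Antisense calls could come from a fixed share of sense tags counted on the wrong strand. Over 457 genes called on both strands, the antisense minus sense log2 fold change had a median of 0.00033, the value a fixed share would give. The SD of 0.925 is above the 0.5 set in advance, but antisense rows hold few tags (median 10.74 TPM) and the noise of their counts was not taken off, so the SD cannot decide. Over 285 sense genes with at least 500 TPM and an antisense tag, the 90th percentile of the antisense to sense ratio was 21.1 times the 10th. This spread between genes speaks against 1 share for all genes, while a share that varies by gene was not tested and could give the same calls.

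Gene length was tested as an influence on EXPRSS calls: the median length of called genes was 1.01 times that of detected genes not called. The median does not show the ends of the range, where 3.704% of the detected protein-coding genes below 250 bp and 10.24% of those of 5000 bp and above were called, against 21.22% to 26.18% in between, so length could matter there.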
